# The crosstalking immune cells network creates a collective function beyond the function of each cellular constituent during the progression of hepatocellular carcinoma

**DOI:** 10.1038/s41598-023-39020-w

**Published:** 2023-08-03

**Authors:** Nicholas Koelsch, Faridoddin Mirshahi, Hussein F. Aqbi, Mulugeta Saneshaw, Michael O. Idowu, Amy L. Olex, Arun J. Sanyal, Masoud H. Manjili

**Keywords:** Cancer, Immunology

## Abstract

Abundance of data on the role of inflammatory immune responses in the progression or inhibition of hepatocellular carcinoma (HCC) has failed to offer a curative immunotherapy for HCC. This is largely because of focusing on detailed specific cell types and missing the collective function of the hepatic immune system. To discover the collective immune function, we take systems immunology approach by performing high-throughput analysis of snRNAseq data collected from the liver of DIAMOND mice during the progression of nonalcoholic fatty liver disease (NAFLD) to HCC. We report that mutual signaling interactions of the hepatic immune cells in a dominant-subdominant manner, as well as their interaction with structural cells shape the immunological pattern manifesting a collective function beyond the function of the cellular constituents. Such pattern discovery approach recognized direct role of the innate immune cells in the progression of NASH and HCC. These data suggest that discovery of the immune pattern not only detects the immunological mechanism of HCC in spite of dynamic changes in immune cells during the course of disease but also offers immune modulatory interventions for the treatment of NAFLD and HCC.

## Introduction

Hepatocellular cancer (HCC) is an important cause of cancer-related mortality and its incidence continues to rise both in the West and other parts of the world^1^. The rising incidence of HCC has been linked to both the growing problem of obesity and development of nonalcoholic fatty liver disease (NAFLD)^2,3^. NAFLD encompasses both a nonalcoholic fatty liver (NAFL) and nonalcoholic steatohepatitis (NASH). NASH has a greater propensity to progress to cirrhosis^4^. HCC in NAFLD can develop in the absence of cirrhosis but the risk of HCC is greatest in those with NASH and advanced fibrosis^1,4^. The hallmark of NASH is lipotoxic injury to the liver with activation of the hepatic immune system which is linked both to progression to cirrhosis and to development of HCC^5,6^. The mechanisms by which the inflammatory immune responses link to activation of the oncogenic pathways is not fully understood.

Over the last decade, a large body of literature has been generated on the pathways linked to HCC development specifically in the context of NAFLD. Historically, much of the literature has focused on the potential role of one specific pathway or cell type in the genesis of HCC, seeking for a cause-effect direction. The literature on the role of inflammatory cells, cytokines and pathways have also been similarly focused on using highly reductionist approaches. This has however led to somewhat conflicting data from different studies. For instance, while some studies suggest that CD4^+^ T cells could inhibit HCC^7,8^, another study demonstrated that restoration of CD4^+^ T cells alone was not sufficient to prevent HCC^9^. Some reports suggest that Th17 cells inhibit HCC^10,11^, others show that Th17 cells promote liver injury and HCC^12,13^. Also, dual roles for the immune response in inducing liver injury and HCC has been reported^14^. When it comes to cancer therapies, immune tolerance, immune suppression or immune evasion pathways are being targeted without offering a cure for advanced cancers beyond alleviating the symptoms or prolonging patient survival. This is because of focusing on specific cell types or pathways, such as anti-CTLA4 immunotherapy^15^, anti-PD1 immunotherapy combined with targeting FGFR4^16^, CAR T cell therapy^17^, NK cell therapy^18^, tyrosine kinase inhibitors^19^, and a dual CCR2/CCR5 antagonist targeting monocyte and lymphocyte recruitment in NASH^20^, none of which are sole driver of NASH or HCC.

In the Era of information overload, we are beginning to appreciate the limitations of reductionist approaches for understanding the immunobiology of human diseases because of internetwork interactions of immune cells with one another as a system, and with the tissue microenvironment^21,22^. There is growing appreciation that the net biological impact is often more complex and reflects an interplay between multiple processes that are simultaneously ongoing and dynamically changing. Thus, changes in a given inflammatory cell type density and function in the liver may have variable effects based on the context in which it occurs. Emerging data also reveal that immune mechanisms can be better understood through the discovery of mutual cellular interactions creating a dynamic system with a range of outcomes, rather than by seeking for an assumptive cause-effect direction^23–25^. Nevertheless, understanding of the outcome of dynamic changes in immune cell functions through mutual interactions requires a model to discover the collective function. Recently, we demonstrated that analysis of the proportion of immune cell types interacting with one another could discover the mechanism by which the hepatic immune responses function as a system^9,26,27^. Recently, we have reported that the immunological pattern, rather than each immune cell alone, can better explain the immunobiology of NAFLD and HCC^9,26,27^. Recent advances in deep sequencing as well as artificial intelligence and advanced analytic methodologies algorithms for the analysis of big data^22,28,29^ allow assessment of the immune cells interactions and an overall analysis of the collective immune-inflammatory functions of the immunological patterns.

In this study, we sought to discover the hepatic immunological patterns and their collective function orchestrating the progression of NAFLD and NASH to HCC in a diet-induced animal model of NAFLD (DIAMOND)^30^. This animal model has been validated to reflect many features of progressive NASH in humans and was recently included as one of the best mouse models of NAFLD. Upon initiation of a high fat diet with ad lib administration of sugar water, these mice develop fatty liver and steatohepatitis, leading to HCC^26^. The HCC in these mice have been characterized molecularly and we found them to be similar to S1 and S2^30,31^ forms of human HCC, as well as similar clinical manifestations reported in patients with NASH^32^.

## Results

### Progression of NAFLD and HCC are associated with remodeling of the hepatic structural cells, fibroblasts and endothelial cells, associated with shifts from predominant T and B cells to macrophages and monocytes

In order to determine the hepatic immune regulation during progressive NAFLD and HCC, livers of DIAMOND mice, being on a regular Chow Diet (CD: Ctrl), as well as those from animals, being on a Western Diet (WD) during progressive NAFLD, either prior to the development of tumor (Pre-T) or after tumor development (Post-T) (Fig. 1A), were subjected to single nuclei RNA sequencing (snRNAseq). 

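Liver nuclei of 6 male DIAMOND mice were sequenced, 2 mice in each of 3 groups, with 1 library of the 10x Genomics droplet assay per mouse. Ctrl mice had been on the chow diet for 40 weeks, Pre-T mice on the Western diet for 40 weeks and Post-T mice on the Western diet for 48 weeks. The titles of both Post-T samples call the tissue tumor, while their source name and the paper call it liver. Whether tumor tissue was taken is not known here. The authors deposited raw counts of unique molecular identifiers (UMIs) per gene and called barcode from CellRanger on the mm10 reference, with no filter on genes or mitochondrial counts and no normalization applied. The libraries of Ctrl 1, Ctrl 2, Pre-T 1, Pre-T 2, Post-T 1 and Post-T 2 held 7372, 8132, 6160, 8469, 6111 and 5638 barcodes and 27934047, 34912941, 40307564, 34445061, 30510319 and 22453658 UMIs, which is the depth behind every value here. The sequenced reads were not used here, so the number of reads per sample that the paper gives could not be set beside these UMIs. Nuclei were kept by the limits the paper gives for Seurat, and all libraries were clustered together with scanpy (Leiden, resolution 1, 15 neighbours, 30 principal components of 2000 variable genes, no integration). Clusters were named from lists of marker genes, and immune clusters were clustered once more on their own. Hepatocyte markers were judged by their UMIs per nucleus alone, a mark that shallow clusters reach less easily. SingleR, scSorter, Ingenuity Pathway Analysis and CellChat were not repeated here. Shares of nuclei were computed per mouse and are given as mean ± SD over the 2 mice of a group. Groups were compared with exact two-sided permutation tests. In these, 2 mice against 2 cannot go below p = 0.333 over 6 splits in a permutation test, and the 2 Ctrl against the 4 Western-diet mice cannot go below p = 0.0667 over 15 splits. For genes, UMIs were summed per mouse and class and tested with edgeR's quasi-likelihood test (TMM normalization, all 6 mice in 1 fit with 3 residual degrees of freedom). The p-values were adjusted after Benjamini and Hochberg at a threshold of 0.05, and DESeq2's Wald test is given beside edgeR. Standard errors of log2 fold changes were derived from edgeR's F statistic, as the absolute change over the square root of F. They restate that test and are no separate measure of the spread between mice. Gene identifiers are Ensembl IDs as the files list them, and positions are those of GRCm38. A share of nuclei with a UMI depends on depth, and free RNA in the droplets adds UMIs to nuclei that do not express a gene. Such shares are therefore given beside those of a class that should lack the gene. Where 0 nuclei had a UMI, the upper limit given in parentheses is the share that 3 nuclei would make up. Binomial intervals and limits cover counting error alone.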

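Every barcode held at least 500 UMIs and more than 200 genes, so the lower limit of the filter removed none. The upper limit removed 1835 barcodes with 5000 genes or more, and 1048 barcodes had 5% or more of their UMIs on mitochondrial genes. In Ctrl 1, Ctrl 2, Pre-T 1, Pre-T 2, Post-T 1 and Post-T 2, 7231, 7772, 5407, 7846, 5433 and 5323 nuclei were kept, 39012 of 41882 barcodes. The median UMIs per kept nucleus were 2303, 1819.5, 2805, 1623, 2017 and 1792. Of the kept nuclei, 9756 were named hepatocytes, 5569 endothelial cells, 3320 fibroblasts, 687 cholangiocytes and 388 mesothelial cells. Blood and immune clusters held 3287 macrophages, 1227 monocytes, 1220 T cells, 834 B cells, 271 NK cells, 189 plasmacytoid dendritic cells, 107 neutrophils and 228 erythroid cells. No cluster took the name of conventional dendritic cells, plasma cells or basophils. Another 6672 nuclei (17.1%) in 3 clusters of low depth stayed unnamed, 1459, 2011, 22, 0, 1556 and 1624 of them in the mice in the order above. Among immune clusters, 2565 nuclei of low depth stayed unnamed, 2165 of them in Pre-T 2 (27.6% of its nuclei). A further 1041 nuclei carried the markers of 2 classes, 1548 sat in 2 clusters of high depth and 103 expressed proliferation genes, and these were left unnamed as well. Over the 6 mice, the median UMIs per nucleus ranged from 4358 to 9585 in hepatocytes, 1130 to 1928 in endothelial cells, 1916 to 2904 in fibroblasts, 1031 to 3528 in macrophages, 1490.5 to 2018 in monocytes, 1209 to 1563.5 in T cells and 1264.5 to 1551 in B cells.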

First, we employed quality control metrics with Seurat to ensure only high-quality cells were used, followed by a dual reference database annotation of cell types through SingleR, in which matched probability scoring implicated accurate cell type annotation (see Section “Materials and methods”; Fig. S1A–C). Marker genes from annotated cell types were passed to principal component analysis (PCA) to optimize visualization of immune and non-immune cells (Fig. 1B), after which we visualized both compartments separately with UMAP (Fig. 1C,D). In order to detect the crosstalking networks or patterns of the hepatic cells and immune cells interacting with each other, the proportions of the hepatic and immune cell types were analyzed. Such analyses revealed a sustained predominance of hepatocytes comprising 95% of all the non-immune cells, and an increased frequency of fibroblasts during progressive NAFLD shifting it from subdominant to dominant compared with endothelial cells, and returning back to subdominant status during HCC (Fig. 1E). 

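Among nuclei named as a non-immune class, hepatocytes made up 49.8% ± 5.6 (SD, n = 2 mice) in Ctrl, 53.5% ± 7.65 in Pre-T and 42.7% ± 1.11 in Post-T mice. The Western-diet mice differed from Ctrl mice by -1.75 percentage points, which was less than the spread between mice (exact permutation test, p = 0.867). When the unnamed clusters 0, 9, 11, 19 and 24 were counted as hepatocytes, a choice made after seeing the data, the hepatocyte shares were 63.6%, 58.8% and 67.5% in Ctrl, Pre-T and Post-T mice. The alternative that moved this difference most was naming each nucleus on its own, under which it was -31.5 points. Of fibroblast plus endothelial nuclei, fibroblasts made up 50.3% ± 2.35 in Ctrl, 46.4% ± 7.54 in Pre-T and 13.4% ± 14 in Post-T mice. In Pre-T mice the fibroblast share was 51.7% (95% interval 48.3 to 55, exact binomial) and 41% (95% interval 38.5 to 43.6, exact binomial). The difference from Ctrl mice, -3.91 points, did not exceed the spread between mice (exact permutation test, p = 0.667). With cluster 5, which held fibroblast markers and came mostly from Ctrl mice, not counted as fibroblasts, a choice made after seeing the data, that difference became 33.5 points. In Post-T mice fibroblasts were 23.3% (95% interval 20.7 to 26.1, exact binomial) and 3.5% (95% interval 2.67 to 4.5, exact binomial), below both Pre-T mice. The difference of the means was -32.9 points (exact permutation test, p = 0.333, the smallest p that 2 mice against 2 allow). The difference was -42.9 points without Post-T 1 and -23 points without Post-T 2.

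**Figure D1:**
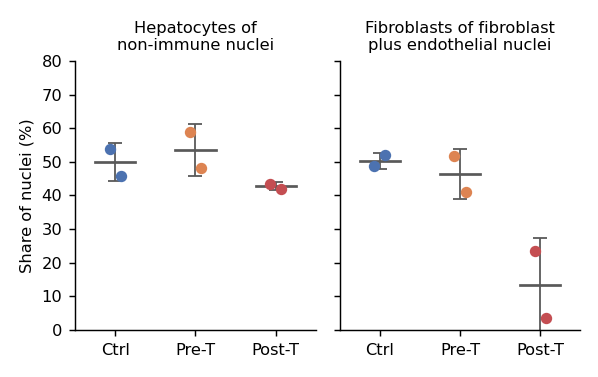
Hepatocytes as a percentage of non-immune nuclei and fibroblasts as a percentage of fibroblast plus endothelial nuclei in Ctrl, Pre-T and Post-T mice. Points are mice, horizontal lines group means and whiskers 1 SD (n = 2). Both Post-T mice, at 23.3% and 3.5% fibroblasts, lie below the other mice.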

Enrichment analysis with the Ingenuity Pathway Analysis (IPA) tool detected carcinogenesis processes as well as steatosis only in hepatocytes preceding the formation of HCC (Fig. 1F). 

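In hepatocytes, UMIs of 18341 genes with at least 10 counts over the 6 mice were tested with edgeR. Between Pre-T and Ctrl mice 25 genes changed, 12 of them higher in Pre-T mice. Between Post-T and Ctrl mice 831 genes changed, 367 higher, and between Post-T and Pre-T mice 276 genes changed, 129 higher in Post-T mice. DESeq2 called 951, 2282 and 2394 genes in the same comparisons. Without any 1 Ctrl or Pre-T mouse no gene changed between Pre-T and Ctrl or between Post-T and Pre-T hepatocytes. Conversely, 1119 and 1178 changed between Pre-T and Ctrl without Post-T 1 and without Post-T 2. Between Post-T and Ctrl the count was 1 without Ctrl 1, 16 without Ctrl 2, 44 without Pre-T 1, 43 without Pre-T 2, 2766 without Post-T 1 and 1819 without Post-T 2. Between Post-T and Pre-T it was 3175 without Post-T 1 and 1408 without Post-T 2. Ingenuity Pathway Analysis was not repeated here, and lists of genes stand in for its terms, tested with camera at a preset correlation of 0.01 and adjusted over sets and comparisons. The liver tumor markers, 15 genes, had a median log2 fold change of 0.66 with an adjusted p of 0.000912 between Pre-T and Ctrl hepatocytes, 11 of them higher. Between Post-T and Ctrl hepatocytes it was 2.02 with an adjusted p of 0.00675. Taken per mouse against the Ctrl mean, the median was 1.27 in Post-T 1 and 0.13 in Post-T 2, so the 2 mice were uneven. Without Ctrl 2 both comparisons of this set were past the threshold no longer, at 0.17 with an adjusted p of 0.0899 for Pre-T and 1.54 with an adjusted p of 0.085 for Post-T mice. The lipid droplet and lipogenesis set, 16 genes, had a median of 0.63 with an adjusted p of 0.00077 in Pre-T and 0.61 with an adjusted p of 0.812 in Post-T hepatocytes against Ctrl. In endothelial nuclei, the median of the lipid set between Pre-T and Ctrl mice was 1.05 and that of the tumor markers 0.54, and neither was tested there. In fibroblasts and macrophages, where they were not tested either, the tumor markers had higher medians than in hepatocytes. In hepatocytes 1 set passed with fry in each of the 3 comparisons, in Pre-T against Ctrl the lipid set (adjusted p = 0.0186). No call held with the correlation estimated from the data, where the lowest adjusted p was 0.249.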

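Of immune nuclei, T and B cells together made up 45.2% ± 11.2 (SD, n = 2 mice) in Ctrl, 22.4% ± 1.54 in Pre-T and 22.2% ± 13.5 in Post-T mice. Macrophages and monocytes together made up 42.4% ± 6.82, 70.7% ± 1.41 and 73% ± 15.9. The share of T and B cells was lower in each of the 4 Western-diet mice than in both Ctrl mice, by -22.9 percentage points on average (-30.8 without Ctrl 1 and -15 without Ctrl 2). That of macrophages and monocytes was higher by 29.4 points (exact permutation test, p = 0.0667 for either, the smallest p that 2 mice against 4 allow). In single mice, T and B cells were 37.3% (95% interval 34.2 to 40.6, exact binomial) in Ctrl 1 and 53.1% (95% interval 50.0 to 56.2, exact binomial) in Ctrl 2. They were 12.6% (95% interval 10.2 to 15.4, exact binomial) in Post-T 1 and 31.7% (95% interval 28.4 to 35.2, exact binomial) in Post-T 2. The alternative that moved these differences most was naming each nucleus on its own, which gave -9.64 and 10.5 points. The main shares leave out nuclei of low depth in immune clusters that stayed unnamed, which that alternative names. They numbered 2165 in Pre-T 2, beside 2096 named immune nuclei, and 323 in Post-T 1, beside 681. In Ctrl 1, Ctrl 2, Pre-T 1 and Post-T 2 they numbered 2, 5, 69 and 1. The shares thus lack such nuclei mostly in Western-diet mice.

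**Figure D2:**
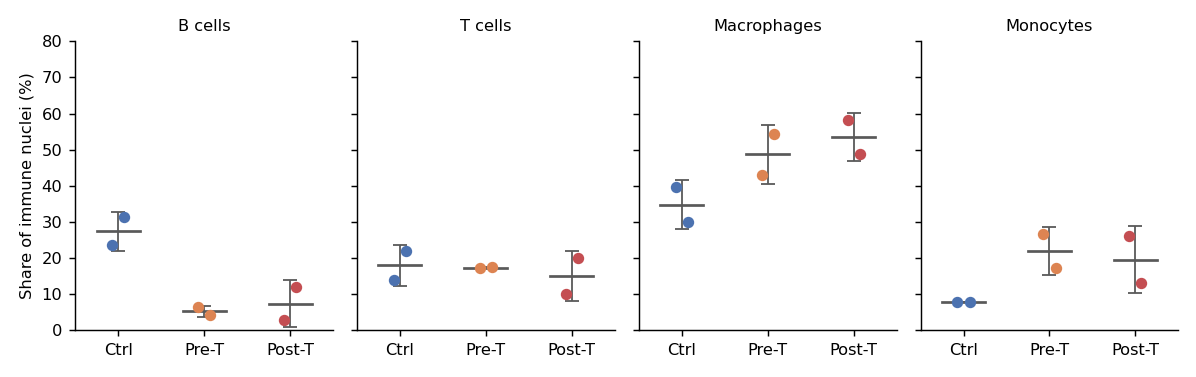
B cells, T cells, macrophages and monocytes as a percentage of immune nuclei in Ctrl, Pre-T and Post-T mice. Points are mice, horizontal lines group means and whiskers 1 SD (n = 2). B cells lie at 23.5% and 31.2% in Ctrl mice and lower in each Western-diet mouse, while T cells overlap between the groups.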

Quantifying the number of cells within the immune cell compartment detected a shift from the pattern of predominant T and B cells (adaptive immunity) to predominant macrophages and monocytes (innate immunity) (Fig. 1G). Such a shift in the hepatic immunological pattern from T and B > macrophages and monocytes towards T and B < macrophages and monocytes was associated with alterations in the proportion of immune cell types. This included an increased proportion of CD8^+^ T cells > CD4^+^ T cells compared with their comparable proportion in the Ctrl group^9,26^ and a shift from predominant Th2 to Th1 and then Th17 cells (Fig. 1H), as well as a shift from predominant Kupffer cells to M1 macrophages, predominant mMDSC, and increased ratio of NKT > NK cells (Fig. 1H). 

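Within the named immune nuclei, B cells made up 27.3% ± 5.47 (SD, n = 2 mice) in Ctrl, 5.15% ± 1.61 in Pre-T and 7.25% ± 6.52 in Post-T mice, a difference of -21.1 points between the Western-diet and Ctrl mice (exact permutation test, p = 0.0667). T cells made up 17.9% ± 5.68, 17.3% ± 0.0694 and 14.9% ± 6.99, and their difference of -1.8 points was smaller than the spread between mice (exact permutation test, p = 0.667). Macrophages made up 34.7% ± 6.78, 48.7% ± 8.11 and 53.5% ± 6.72, higher in every Western-diet mouse by 16.4 points on average (exact permutation test, p = 0.0667). Monocytes made up 7.68% ± 0.038, 22% ± 6.71 and 19.5% ± 9.23, a difference of 13 points (exact permutation test, p = 0.133). From the changes of these shares, the paper concludes that the hepatic immune pattern moved from a dominance of adaptive to a dominance of innate immune cells on the Western diet.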

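Nuclei of the T cell class were called by their UMIs of Cd4 (ENSMUSG00000023274, chromosome 6, 124864692 to 124888221), Cd8a (ENSMUSG00000053977, chromosome 6, 71373427 to 71379173) and Cd8b1 (ENSMUSG00000053044, chromosome 6, 71322788 to 71337494). Of 355 Ctrl, 648 Pre-T and 217 Post-T nuclei, 263, 466 and 159 had a UMI of neither Cd4 nor Cd8. The rest split into 42, 51 and 9 with Cd4 and 50, 131 and 49 with Cd8. Cd8 made up 51.1% ± 14.9 (SD, n = 2 mice) of the nuclei with either in Ctrl, 72% ± 1.21 in Pre-T and 82.1% ± 8.02 in Post-T mice. This share lay between 40.6% and 61.7% in the Ctrl mice and between 71.1% and 87.8% in the 4 Western-diet mice. The 95% interval (exact binomial) of Ctrl 2, 48.2 to 73.9, overlapped those of all 4 of them. In endothelial nuclei, which should lack these genes, 0.701% had a UMI of Cd4 and 0.587% of Cd8a in Pre-T mice, at median depths of 1130 to 1928 UMIs against 1209 to 1563.5 in T cells.
The transcription factors that mark the helper subsets were found in few T nuclei. Tbx21 (ENSMUSG00000001444, chromosome 11, 97098071 to 97115331), of Th1 cells, had a UMI in 20, 102 and 32 T nuclei of Ctrl, Pre-T and Post-T mice. Gata3 (ENSMUSG00000015619, chromosome 2, 9857078 to 9890034), of Th2 cells, had one in 36, 51 and 18. Foxp3 (ENSMUSG00000039521, chromosome X, 7573644 to 7595245), of regulatory T cells, had one in 6, 36 and 1. The share with Tbx21 was 4.9%, 15.8% and 15.5% of T nuclei and 0 of 1955 (up to 0.153%), 0.175% and 0.0677% of endothelial nuclei. For Gata3 it was 9.82%, 8.16% and 8.84% against 0.108%, 0.117% and 0 of 2337 (up to 0.128%), and for Foxp3 1.67%, 5.71% and 0.336% against 0.0485%, 0.233% and 0.0313%. Tbx21 was higher in T cells of Pre-T than of Ctrl mice, with a log2 fold change of 1.49, a standard error of 0.42 and an adjusted p of 0.0153 from edgeR against 0.472 from DESeq2. Tbx21 came to an adjusted p of 0.586 without Ctrl 1 and 0.102 without Pre-T 1 from edgeR between Pre-T and Ctrl. Foxp3 was lower in T cells of Post-T than of Pre-T mice, where 53 UMIs against 1 gave a ratio of 20.3 with a counting interval of 3.5 to 819, with an adjusted p of 0.00629 from edgeR. DESeq2 gave it no adjusted p, and edgeR's value became 0.0904 without Pre-T 1, 0.0762 without Post-T 1 and 0.191 without Post-T 2. Klrb1c (ENSMUSG00000030325, chromosome 6, 128778485 to 128789215), a marker of NK and NKT cells, had a UMI in 0.218%, 0.764% and 0.671% of T nuclei in the 3 groups, 0 of 1955 (up to 0.153%), 0.059% and 0 of 2337 (up to 0.128%) of endothelial nuclei and 14.9%, 16% and 7.14% of NK nuclei.
Of the Kupffer cell markers, Clec4f (ENSMUSG00000014542, chromosome 6, 83644542 to 83656187) had a UMI in 61.5% ± 0.692, 32.3% ± 5.44 and 4.1% ± 1.16 of Ctrl, Pre-T and Post-T macrophages (SD, n = 2 mice). In endothelial nuclei it was 3.85%, 10.3% and 0.671%, at median depths of 1031 to 3528 and 1130 to 1928 UMIs. It fell between Ctrl and Post-T macrophages, with a log2 fold change of -5.79, a standard error of 0.57 and an adjusted p of 0.0035 from edgeR against 2.84e-19 from DESeq2. Clec4f came to an adjusted p of 0.109 without Ctrl 1 and 0.0501 without Ctrl 2 from edgeR between Post-T and Ctrl. Vsig4 (ENSMUSG00000044206, chromosome X, 96247203 to 96293438) had a UMI in 36.2% ± 1.97, 38.1% ± 0.602 and 16.6% ± 1.83 of macrophages and 1.87%, 6.46% and 1.21% of endothelial nuclei. It fell as well between Ctrl and Post-T macrophages, with a log2 fold change of -2.08, a standard error of 0.36 and an adjusted p of 0.0175 from edgeR against 9.68e-05 from DESeq2. Vsig4 came to an adjusted p of 0.234 without Ctrl 1, 0.189 without Ctrl 2 and 0.0519 without Pre-T 2 from edgeR between Post-T and Ctrl. Macrophages of the groups lay in different clusters. Immune cluster 9 held 60.7% and 59.1% and cluster 16 38.4% and 38.7% of those of the 2 Ctrl mice and 0 nuclei of the Post-T mice, so these changes are differences between clusters as well. Adgre1 (ENSMUSG00000004730, chromosome 17, 57358691 to 57483527), which encodes F4/80, had a UMI in 45.7% ± 3.58, 55.7% ± 6.21 and 57.6% ± 10.4 of macrophages and 1.45%, 6.39% and 2.48% of T nuclei. Cd86 (ENSMUSG00000022901, chromosome 16, 36603869 to 36666081), which marks M1 macrophages, had a UMI in 35.5% ± 6.87, 26.6% ± 2.77 and 28.1% ± 16.6 of macrophages and 1.57%, 1.47% and 0.641% of endothelial nuclei. Mrc1 (ENSMUSG00000026712, chromosome 2, 14229392 to 14332057), which marks M2 macrophages, had a UMI in 49.5% ± 1.84, 49.8% ± 4.3 and 37.5% ± 21.6 of macrophages and 6.93%, 8.45% and 4.96% of T nuclei, the latter at median depths of 1209 to 1563.5 UMIs. Arg1 (ENSMUSG00000019987, chromosome 10, 24915221 to 24927484), another marker of M2 macrophages, had a UMI in 49.5%, 23.2% and 4.66% of macrophages and 54.2%, 29.2% and 3.59% of endothelial nuclei. Its share in macrophages is read as background from hepatocytes.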

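Itgad (ENSMUSG00000070369, chromosome 7, 128154376 to 128223816), which encodes CD11d, had a UMI in 0.557% of macrophages of Ctrl 1 and in 0 of 313 nuclei of Ctrl 2, which allows a share of up to 0.958%. The shares were 15.6% and 22.4% in the Pre-T mice and 59.7% and 5.74% in the Post-T mice. In T nuclei, which should lack Itgad, a UMI was found in 0 of 355 nuclei, which allows a share of up to 0.845%, in Ctrl mice, and in 0.689% and 3.28% of Pre-T and Post-T nuclei. The median depths were 1209 to 1563.5 UMIs in T nuclei against 1031 to 3528 in macrophages. When every macrophage nucleus was thinned to 500 UMIs, the share with Itgad was 25.2% (95% interval 21 to 29.8, exact binomial) in Post-T 1 and 1.64% (0.604 to 3.53) in Post-T 2. From Ctrl to Pre-T macrophages Itgad rose, where 942 UMIs against 3 gave a ratio of 65.8 with a counting interval of 22.4 to 319. The adjusted p was 0.0353 from edgeR and became 0.394 without Ctrl 1, 0.328 without Ctrl 2, 0.158 without Pre-T 1 and 0.127 without Pre-T 2. From Ctrl to Post-T macrophages 896 UMIs against 3 gave a ratio of 124 with a counting interval of 42.3 to 602. Here the adjusted p was 0.0172 from edgeR and became 0.301 without Ctrl 1 and 0.235 without Ctrl 2.

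**Figure D3:**
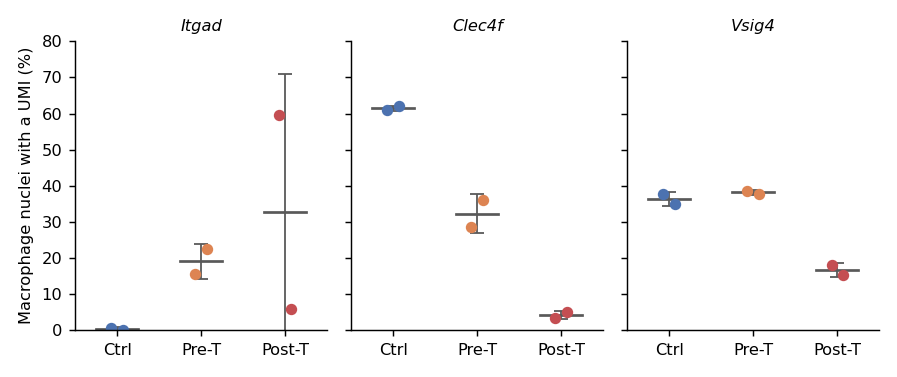
Percentage of macrophage nuclei with at least 1 UMI of Itgad, Clec4f and Vsig4 in Ctrl, Pre-T and Post-T mice. Points are mice, horizontal lines group means and whiskers 1 SD (n = 2). The Post-T mice lie at 59.7% and 5.74% for Itgad, and both lie below the other mice for Clec4f and Vsig4.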

Unknown cells within the macrophage population were classified as M1-like cells based on their similarity with M1 cells, notably their high expression of CD11d (Itgad) (Fig. S2), which is expressed by M1 macrophages during chronic inflammation^33–35^. A graphical summary of the hepatic immunological pattern during health and diseases, manifesting super-patterns and inferior patterns were quantitatively analyzed by focusing on the ratios/proportion of immune cells interacting with each other in a network (Fig. 1I).

**Figure 1:**
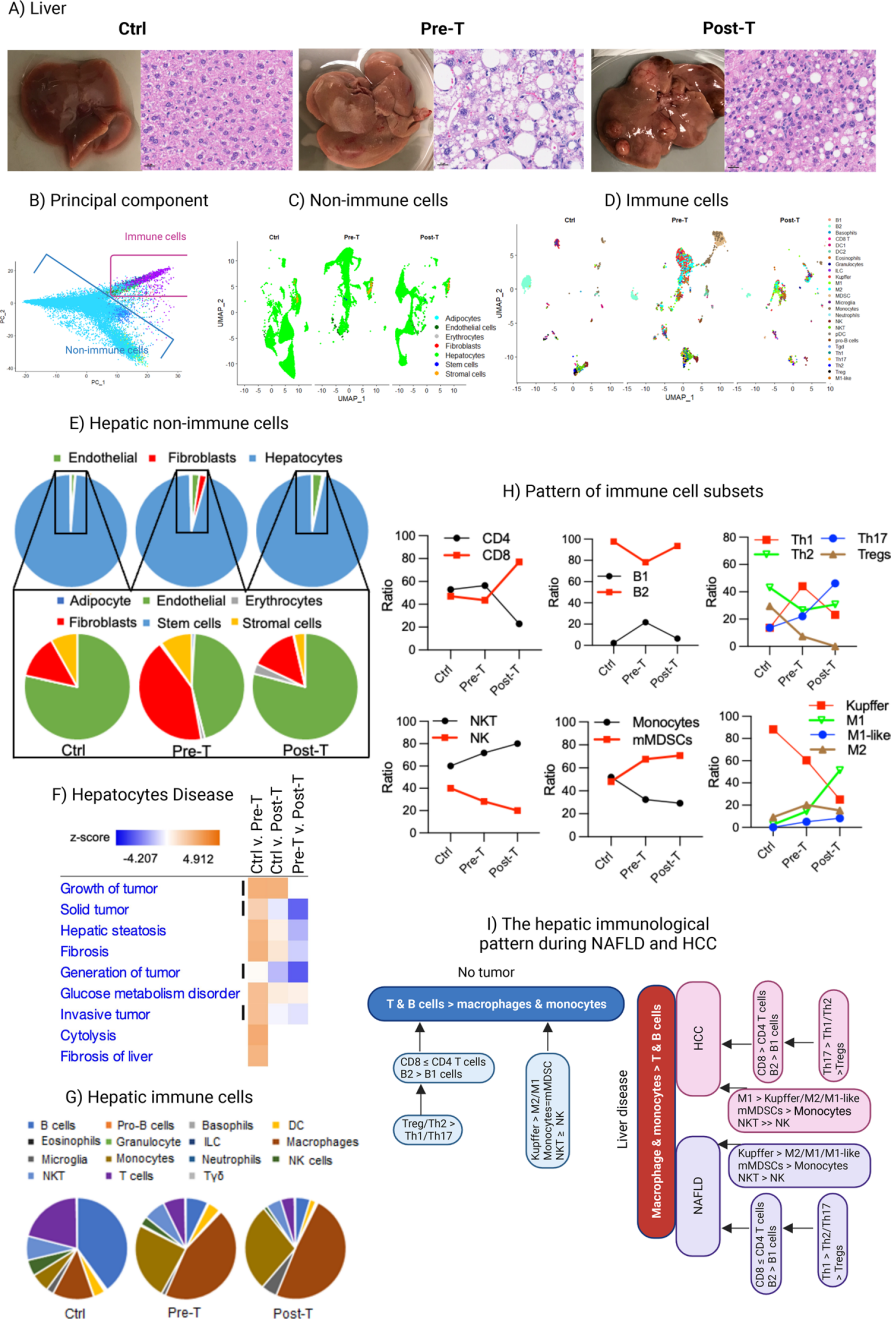
Visualization and pattern assessment of hepatic immune and non-immune cells: (**A**) Livers as well as hematoxylin–Eosin staining of liver specimens collected from the control group (Ctrl) as well as from animals being on a WD prior to tumor development (Pre-T) or after the development of HCC (Post-T). IHC pictures were generated using VectraPolaris 1.0 acquisition software, image size of 16.76 mm × 30.18 mm with the resolution of 25 µm/pixel (40×). (**B**) SingleR annotated cell types after all cells were classified by the ImmGen and MouseRNAseq reference databases. After annotations were complete and compared, the top 20 marker genes of each cell type (immune and non-immune) were passed to PCA to optimize visualization, indicated by separate clustering of immune and non-immune cells due to the use of these genes. (**C**–**D**) UMAP of pooled samples split to show group specific non-immune cells (**C**) and immune cells (**D**). All SingleR annotated cell types and scSorter identified subsets were included in data visualization. (**E**) Pie graphs displaying non-immune cell components in each sample (hepatocytes accounted for over 95% of non-immune cells in each sample, while fibroblasts and endothelial cells primarily comprised the rest. (**F**) IPA analysis of the hepatocyte population portraying disease-related functions and activation z-scores (blue and orange bar) based on DESeq2 results after filtering on a *p*-value < 0.01 and z-scores > 2. Carcinogenesis events are shown using vertical lines. (**G**) Pie graphs showing the composition of immune cells annotated in each sample by ImmGen and MouseRNAseq databases accessed through SingleR. Panels E & G are based on the percentage of all cells in each compartment (innate and adaptive immune cells and non-immune cells) normalized in each for a total of 100%. (**H**) Ratio of immune cell subsets within each population was identified using scSorter (H only includes cells classified as specific subsets of interest from scSorter to normalize each subset of cells to 100%, while removing any “Unknown” cells that were not classifiable to ensure accuracy). (**I**) Multilayered immunological patterns during health and diseases, manifesting super-patterns and inferior patterns were quantitatively analyzed by focusing on the ratios/proportion of immune cells interacting with each other in a network.

### The hepatic immunological pattern dominated by macrophages and monocytes creates a collective function that orchestrates the transition from tissue-protective to liver-damaging and tumor-promoting immunity

Results from differential gene expression analysis of all immune cells, and individual immune cell types were uploaded to IPA, excluding non-immune cells to increase the sensitivity of detection of predicted immune function, and determine whether the collective immune function is the sum of individual immune cell functions. 

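UMIs of all nuclei named as an immune class were summed per mouse, and 16748 genes were tested. At an adjusted p under 0.05, edgeR called 2 genes between Pre-T and Ctrl immune nuclei, both lower in Pre-T mice. It called 112 between Post-T and Ctrl, 42 of them higher in Post-T mice, and 0 between Post-T and Pre-T. At an unadjusted p under 0.05 the counts were 3190, 3403 and 2034. At an unadjusted p under 0.01, the threshold the paper used for its DESeq2 results, they were 1154, 1304 and 503. DESeq2 called 808, 1005 and 167 genes at an adjusted p under 0.05 on the same sums, and it shared every edgeR call in direction. In a fit of only the 2 groups compared, 1525 genes changed between Pre-T and Ctrl and 0 between Post-T and Ctrl. Without any 1 Ctrl or Pre-T mouse no gene was called between Pre-T and Ctrl. Without Post-T 1 or Post-T 2 the counts rose to 1578 and 1649 for Pre-T against Ctrl, and to 143 and 223 for Post-T against Pre-T. For Post-T against Ctrl the count was 0 without Ctrl 1, 0 without Ctrl 2, 0 without Pre-T 1, 3 without Pre-T 2, 328 without Post-T 1 and 2027 without Post-T 2.
In single classes, where genes with at least 3 counts were tested, edgeR called 371, 467 and 9 genes in macrophages for Pre-T against Ctrl, Post-T against Ctrl and Post-T against Pre-T, and 564, 491 and 308 in monocytes. It called 695, 462 and 318 in T cells, 454, 244 and 170 in B cells and 73, 52 and 30 in plasmacytoid dendritic cells. The counts from DESeq2 were 543, 642 and 92 in macrophages, 119, 141 and 39 in monocytes, 71, 76 and 39 in T cells, 40, 33 and 18 in B cells and 10, 20 and 10 in plasmacytoid dendritic cells. NK cells were left out, since 2 mice had fewer than 10 of these nuclei. Only genes with more counts, as filterByExpr keeps them, left 102, 198 and 5 genes changed in any single class, against 1224, 1099 and 509 with at least 3 counts. With at least 3 counts, edgeR drew each gene's spread between mice almost wholly to a trend in T cells and B cells. The prior degrees of freedom were 210 and infinite there, against 3.53 in pooled immune nuclei.
Of the genes changed in pooled immune nuclei, those with the largest changes, a mean of at least 10 CPM over the 6 mice and no overlap between the 2 groups were followed with their values per mouse. Dlgap1 (ENSMUSG00000003279, chromosome 17, 69969073 to 70821413) was at 106 ± 3.01 in Ctrl and 8.87 ± 0.0404 in Pre-T mice, a log2 fold change of -3.58 with a standard error of 0.27 (adjusted p = 0.0481 from edgeR). Lef1 (ENSMUSG00000027985, chromosome 3, 131110471 to 131224356), a transcription factor of T cells, was at 289.9 ± 2.5 in Ctrl and 43 ± 0.37 in Pre-T mice, a log2 fold change of -2.75 with a standard error of 0.20 (adjusted p = 0.0481 from edgeR). T nuclei held the most of it, 1677 CPM in Ctrl mice. For Post-T against Ctrl, Olfr111 (ENSMUSG00000090675, chromosome 17, 37508030 to 37532449) was at 0 in Ctrl and 22.6 ± 1.22 in Post-T mice, where 74 UMIs against 0 made it at least 20.1-fold higher (adjusted p = 0.0358 from edgeR). Hamp (ENSMUSG00000050440, chromosome 7, 30942368 to 30944032) was at 386 ± 52.7 in Ctrl and 0.403 ± 0.57 in Post-T mice, where 1201 UMIs against 1 gave a ratio of 1474 with a counting interval of 264 to 58248 (adjusted p = 0.0393 from edgeR). Etnppl (ENSMUSG00000019232, chromosome 3, 130617448 to 130637521) was at 218 ± 31.3 in Ctrl and 0.25 ± 0.353 in Post-T mice, where 675 UMIs against 1 gave a ratio of 828 with a counting interval of 148 to 32758 (adjusted p = 0.0212 from edgeR). Aspg (ENSMUSG00000037686, chromosome 12, 112106679 to 112127559) was at 51.2 ± 1.43 in Ctrl and 0 in Post-T mice, where 159 UMIs against 0 made it at least 65-fold lower (adjusted p = 0.0465 from edgeR). Gm3839 (ENSMUSG00000097148, chromosome 14, 11280735 to 11356726) was at 76.8 ± 46.5 in Ctrl and 0 in Post-T mice, where 236 UMIs against 0 made it at least 96.5-fold lower (adjusted p = 0.04996 from edgeR). The adjusted p became 0.431, 0.219, 0.354 and 0.265 for Dlgap1 and 0.431, 0.219, 0.354 and 0.265 for Lef1 when Ctrl 1, Ctrl 2, Pre-T 1 and Pre-T 2 were left out in turn. Leaving out Ctrl 1, Ctrl 2, Pre-T 1 and Pre-T 2 in turn took the adjusted p to 0.309, 0.168, 0.0904 and 0.0837 for Olfr111, 0.35, 0.223, 0.0684 and 0.065 for Aspg and 0.343, 0.166, 0.0978 and 0.0915 for Gm3839. With Ctrl 1, Ctrl 2, Pre-T 1 and Post-T 1 left out in turn, edgeR's adjusted p became 0.309, 0.177, 0.0543 and 0.0545 for Hamp. The adjusted p became 0.309, 0.166 and 0.0543 for Etnppl when Ctrl 1, Ctrl 2 and Pre-T 1 were left out in turn. Dlgap1, Hamp, Etnppl, Aspg and Gm3839 had their highest CPM of all classes in hepatocytes, 1529 CPM for Hamp in Ctrl mice. Their counts in immune nuclei cannot be separated here from free hepatocyte RNA.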

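A gene counted as changed only collectively if edgeR called it in pooled immune nuclei and in none of the 5 immune classes tested, namely macrophages, monocytes, T cells, B cells and plasmacytoid dendritic cells. Neither of the 2 genes called between Pre-T and Ctrl met this, and 17 of the 112 called between Post-T and Ctrl (15.2%) did, while 0 genes were called between Post-T and Pre-T. In the other direction, 1222, 1004 and 509 genes were called in a single class and not in pooled nuclei, against 169, 223 and 48 with DESeq2. With DESeq2 in place of edgeR, 365, 486 and 83 genes were called only in pooled nuclei (45.2%, 48.4% and 49.7% of the pooled calls). With only the 2 groups compared in the fit, 423 genes were called only in pooled nuclei between Pre-T and Ctrl and 0 between Post-T and Ctrl. At an unadjusted p under 0.01, edgeR gave 344, 427 and 109 such genes. By chance, 167 of the genes tested would pass in the pooled nuclei of each comparison. Without Post-T 1 there were 423, 35 and 1 genes called only in pooled nuclei. Without Post-T 2 there were 438, 542 and 5, and without any 1 of Ctrl 1, Ctrl 2, Pre-T 1 or Pre-T 2 none in any comparison.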

As shown in Fig. 2, the predicted collective immune function (column 1) was beyond and independent from its cellular constituents (columns 2–8). The predicted collective immune function, but not the immune cell constituents, detected specific inflammatory cytokines being present or absent (Fig. 2A, marked rows including IL1RN, TNFSF12, IFNL1, IFNB1, IL36A, EDN1, FASLG, IL37, CCL2, CXCL8, IL27, CCL20, IFN type I, CXCL3, CXCL2, SCGB1A1, C10orf99, IL7, TNFSF10, IL33, IL18, IL20). Also, it detected increased phagocytosis and antigen presentation, as well as cell death of lymphocytes associated with decreased quantity of T and B cells preceding the formation of HCC (Fig. 2B, marked rows). 

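Phagocytosis and cell death terms were not tested here. For antigen presentation (MHC class II), 8 genes of its molecules and their regulator stood in. In pooled immune nuclei the median log2 fold change of these genes was 0.45 with an adjusted p of 0.369 from camera between Pre-T and Ctrl mice, and -0.97 with an adjusted p of 0.0104 between Post-T and Ctrl mice. The Post-T value became -0.81 with an adjusted p of 0.0662 without Ctrl 2 and -0.30 with an adjusted p of 0.205 without Post-T 1. Per class, the median between Pre-T and Ctrl mice was 1.66 in macrophages, 3.44 in T cells, 2.95 in endothelial cells, 2.55 in fibroblasts and 3.13 in hepatocytes, against 0.020 in monocytes and 0.49 in B cells, which carry the most of these transcripts. H2-Aa (ENSMUSG00000036594, chromosome 17, 34282744 to 34287823), which encodes an MHC class II chain, had a UMI in 33.4% ± 1.26, 31.7% ± 6.11 and 7.28% ± 0.0906 of Ctrl, Pre-T and Post-T monocytes (SD, n = 2 mice). In hepatocytes, which should lack it, the shares were 1.16%, 17.7% and 2.97%, and in endothelial cells 1.2%, 17.3% and 1.53%, at median depths of 1490.5 to 2018 UMIs in monocytes, 4358 to 9585 in hepatocytes and 1130 to 1928 in endothelial cells. Of Post-T monocytes, 68.9% and 82.5% lay in immune cluster 19, which held 0 Ctrl monocytes. The like shares in unrelated classes of Pre-T mice, 17.5% in fibroblasts and 15.9% in T cells, are read as free RNA.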

Genes that affect the quantity of lymphocytes were found to be decreased while genes associated with cell death increased collectively, though they were not detectable for each immune cell type (Fig. 2B, marked rows). Alterations in the predicted collective function of the hepatic immune response were associated with significantly reduced cellular metabolism during the progression of NAFLD and HCC, which again, were predicted as collective immune function but not for each immune cell type (Fig. 2C, marked rows). In particular, oxidative phosphorylation and glycolysis, which were reported to be associated with tumor immune surveillance^36^, were found to increase prior to but not after tumor development only when collective functions of the immune cells were analyzed (Fig. 2C, marked rows). Nevertheless, immune cell metabolism was collectively higher in the Post-T compared with that in the Pre-T group (Fig. 2C, marked rows), which was reflected by the dominance of M1 macrophages, as well as a higher ratio of mMDSCs to monocytes and shifts from predominant CD4^+^ T cells to CD8^+^ T cells (Fig. 1H). Such alterations in the hepatic immune patterns increased their hepatotoxicity (Fig. 2D), as well as their liver-damaging and tumor-promoting functions during the progression of NAFLD (Fig. 2E, marked rows). 

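For metabolism, the sets tested in pooled immune nuclei were cholesterol biosynthesis (19 genes), the urea cycle (6 genes), xenobiotic and hormone degradation (61 genes of the Cyp, Ugt, Fmo and Aox families) and hepatocyte-abundant transcripts (22 genes). The last follows free hepatocyte RNA. The values that follow are median log2 fold changes with adjusted p from camera. Cholesterol biosynthesis was at -1.58 with an adjusted p of 4.31e-07 for Pre-T and -1.09 with an adjusted p of 0.00364 for Post-T against Ctrl. The urea cycle was at -0.93 with an adjusted p of 0.00657 and -2.66 with an adjusted p of 6.80e-05. Xenobiotic degradation was at -0.99 with an adjusted p of 8.87e-06 and -0.36 with an adjusted p of 0.0619, and hepatocyte-abundant transcripts at -0.79 with an adjusted p of 0.00364 and -1.06 with an adjusted p of 0.00307. For cholesterol biosynthesis the value between Post-T and Ctrl became -0.14 with an adjusted p of 0.459 without Ctrl 1 and -0.60 with an adjusted p of 0.232 without Post-T 1. For the urea cycle the value between Pre-T and Ctrl became -0.46 with an adjusted p of 0.0735 without Pre-T 1. For xenobiotic degradation the value between Post-T and Ctrl became -0.63 with an adjusted p of 0.011 without Ctrl 2, -0.36 with an adjusted p of 0.0234 without Pre-T 1, -0.36 with an adjusted p of 0.0301 without Pre-T 2, 0.29 with an adjusted p of 0.000854 without Post-T 1 and -1.61 with an adjusted p of 2.26e-06 without Post-T 2. For hepatocyte-abundant transcripts the value between Pre-T and Ctrl became -0.098 with an adjusted p of 0.135 without Ctrl 1 and -0.14 with an adjusted p of 0.457 without Pre-T 1. For hepatocyte-abundant transcripts the value between Post-T and Ctrl became -0.43 with an adjusted p of 0.0827 without Ctrl 1 and -0.57 with an adjusted p of 0.0787 without Post-T 1. The median of cholesterol biosynthesis between Pre-T and Ctrl mice was -1.61 in macrophages, -1.28 in monocytes, -1.47 in T cells, -1.55 in B cells, -1.45 in plasmacytoid dendritic cells and -2.14 in hepatocytes. In the single immune classes these medians were not tested, and free RNA would lower all classes alike. Within hepatocytes the urea cycle changed by -1.48 with an adjusted p of 1.17e-05 between Pre-T and Ctrl and by -2.12 with an adjusted p of 9.91e-05 between Post-T and Ctrl. The hepatocyte-abundant transcripts changed there by -1.01 with an adjusted p of 1.17e-05 and -1.65 with an adjusted p of 1.04e-05, in the direction of the immune nuclei. Of the 8, 5 and 5 set calls of the 11 sets in pooled immune nuclei in the 3 comparisons, none held under fry, where the lowest adjusted p was 0.572. None held with the correlation estimated either, where it was 0.793.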

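The nuclear-encoded genes of oxidative phosphorylation (94 genes) had a median log2 fold change of 0.91 with an adjusted p of 8.33e-06 from camera in pooled immune nuclei between Pre-T and Ctrl mice, 85 of them higher in Pre-T mice. It was 0.19 with an adjusted p of 0.38 between Post-T and Ctrl mice. Without Pre-T 2 the first became 0.20 with an adjusted p of 0.139, and the second became 0.40 with an adjusted p of 0.0497 without Ctrl 1, 0.55 with an adjusted p of 2.99e-05 without Post-T 1 and -0.61 with an adjusted p of 0.0176 without Post-T 2. The mitochondrially encoded genes (13 genes) had medians of 0.79 with an adjusted p of 0.0029 and 0.42 with an adjusted p of 0.118, and the first became 0.35 with an adjusted p of 0.266 without Ctrl 2. Glycolysis (19 genes) had medians of 0.91 with an adjusted p of 0.000926 in Pre-T and 0.78 with an adjusted p of 0.0134 in Post-T mice against Ctrl, and the second became 0.36 with an adjusted p of 0.0787 without Post-T 1. In single classes, the median of the nuclear-encoded genes between Pre-T and Ctrl mice was 0.80 in macrophages, 1.28 in monocytes, 1.12 in T cells, 0.94 in B cells, 1.08 in plasmacytoid dendritic cells and 0.36 in hepatocytes. In hepatocytes its adjusted p was 0.0151 from camera, and the value became 0.26 with an adjusted p of 0.108 without Ctrl 2 and 0.091 with an adjusted p of 0.866 without Pre-T 2. Between Post-T and Ctrl hepatocytes the median of these genes was 0.0065 while their mean was -0.048 and camera pointed down with an adjusted p of 0.865. Glycolysis in hepatocytes had medians of 0.52 with an adjusted p of 0.0213 in Pre-T and 0.51 with an adjusted p of 0.0117 in Post-T mice against Ctrl. The value between Pre-T and Ctrl became 0.83 with an adjusted p of 0.0525 without Ctrl 1 and 0.44 with an adjusted p of 0.142 without Pre-T 2. The value between Post-T and Ctrl became 0.13 with an adjusted p of 0.242 without Post-T 1.

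**Figure D4:**
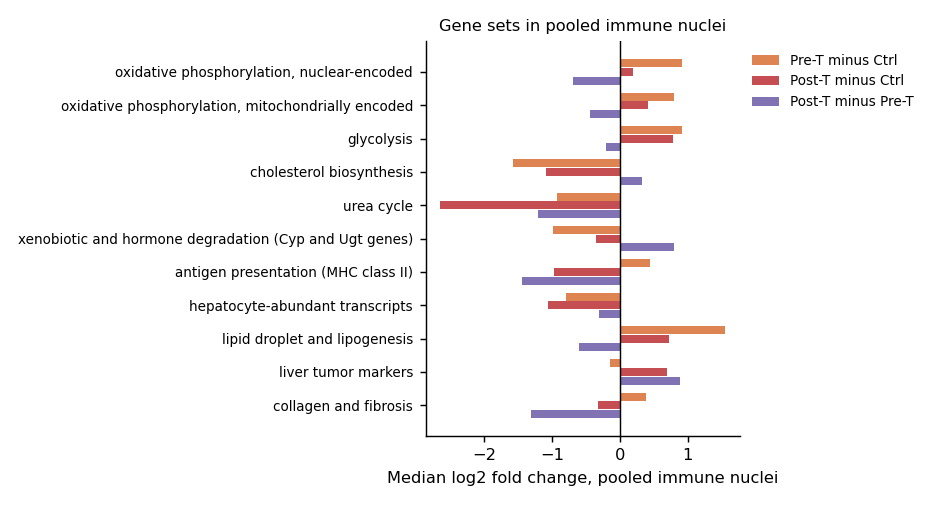
Median log2 fold change of the genes of each set in pooled immune nuclei for Pre-T against Ctrl, Post-T against Ctrl and Post-T against Pre-T, as horizontal bars. The bar of nuclear-encoded oxidative phosphorylation lies at 0.91 for Pre-T and at 0.19 for Post-T against Ctrl.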

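Between Post-T and Pre-T mice, 5 of the 11 sets passed the threshold in pooled immune nuclei with camera. Cholesterol biosynthesis and xenobiotic and hormone degradation (Cyp and Ugt genes) were higher in Post-T mice, with median log2 fold changes of 0.33 with an adjusted p of 0.00657 and 0.80 with an adjusted p of 0.00364. Lower in Post-T mice were oxidative phosphorylation, nuclear-encoded, at -0.69 with an adjusted p of 8.87e-06, antigen presentation (MHC class II) at -1.44 with an adjusted p of 1.04e-05 and the lipid droplet and lipogenesis set at -0.60 with an adjusted p of 0.0447. Glycolysis, at -0.21 with an adjusted p of 0.347, and oxidative phosphorylation, mitochondrially encoded, at -0.45 with an adjusted p of 0.067, did not pass. All but the MHC class II value rested on single mice. The oxidative phosphorylation value became -0.038 with an adjusted p of 0.521 without Pre-T 2 and -0.15 with an adjusted p of 0.491 without Post-T 1. That of cholesterol biosynthesis became 0.050 with an adjusted p of 0.142 without Pre-T 1 and -0.21 with an adjusted p of 0.90 without Post-T 2. That of xenobiotic degradation became 0.58 with an adjusted p of 0.811 without Pre-T 1 and -0.71 with an adjusted p of 0.142 without Post-T 2, and that of the lipid set -0.16 with an adjusted p of 0.79 without Pre-T 2 and -0.32 with an adjusted p of 0.188 without Post-T 1. In nuclei outside the immune classes the same comparison gave medians of -0.42 in hepatocytes, -0.65 in endothelial cells and -0.88 in fibroblasts for nuclear-encoded oxidative phosphorylation. For MHC class II it gave -3.12 in hepatocytes, -1.99 in endothelial cells and -3.23 in fibroblasts. In hepatocytes 5 sets passed as well, the lipid set at -0.81 with an adjusted p of 0.00872 and cholesterol biosynthesis at 0.64 with an adjusted p of 0.00113. The others were oxidative phosphorylation with an adjusted p of 0.0251, MHC class II with 1.72e-06 and collagen and fibrosis at -1.73 with an adjusted p of 0.0213. In hepatocytes cholesterol biosynthesis became 0.52 with an adjusted p of 0.0707 without Post-T 2. In hepatocytes oxidative phosphorylation became -0.11 with an adjusted p of 0.80 without Pre-T 2 and -0.023 with an adjusted p of 0.525 without Post-T 1. In hepatocytes collagen and fibrosis became -1.05 with an adjusted p of 0.14 without Pre-T 2, -2.35 with an adjusted p of 0.0607 without Post-T 1 and -1.25 with an adjusted p of 0.12 without Post-T 2.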

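In pooled immune nuclei, the liver tumor markers had a median log2 fold change of -0.15 with an adjusted p of 0.722 from camera between Pre-T and Ctrl and 0.69 with an adjusted p of 0.552 between Post-T and Ctrl mice, neither past the threshold. The collagen and fibrosis set (13 genes) had medians of 0.38 with an adjusted p of 0.347 and -0.32 with an adjusted p of 0.67. The lipid droplet and lipogenesis set had medians of 1.55 with an adjusted p of 0.0128 and 0.73 with an adjusted p of 0.446. For the lipid set between Pre-T and Ctrl the value became 1.43 with an adjusted p of 0.0823 without Ctrl 2 and 0.60 with an adjusted p of 0.29 without Pre-T 2. For the collagen set between Pre-T and Ctrl the value became 1.39 with an adjusted p of 0.012 without Ctrl 1 and 0.75 with an adjusted p of 0.0234 without Pre-T 1. From terms found in pooled immune cells and not in single classes, the paper concludes that the collective immune function goes beyond its cellular constituents, and it states that the altered immune patterns increased liver-damaging and tumor-promoting functions.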

The predicted functional transformation of the hepatic immune response was further confirmed by the analysis of non-immune cells predicting carcinogenesis events only in hepatocytes (Fig. 2F), as well as the pathways linked to mir-802 being associated with HCC^37–39^ increased only in hepatocytes (Fig. S3A). 

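Of the hepatocyte genes past the threshold with a mean of at least 10 CPM over the 6 mice and no overlap between the 2 groups, 22 met these for Pre-T against Ctrl, 563 for Post-T against Ctrl and 207 for Post-T against Pre-T. Of the 5 with the largest changes in each, all are given in CPM for the first 2 comparisons and 4 for the last. For Pre-T against Ctrl, Ephb2 (ENSMUSG00000028664, chromosome 4, 136647539 to 136835988), a receptor of ephrins, was at 0.354 ± 0.177 in Ctrl and 40.9 ± 12 in Pre-T mice, a log2 fold change of 6.82 with a standard error of 0.43 (adjusted p = 0.033 from edgeR). Ly6d (ENSMUSG00000034634, chromosome 15, 74762056 to 74763620), in the list of liver tumor markers used here, was at 0.355 ± 0.287 in Ctrl and 30.6 ± 8.41 in Pre-T mice, a log2 fold change of 6.40 with a standard error of 0.56 (adjusted p = 0.0334 from edgeR). Without TMM scaling, Ly6d in Pre-T mice was at 36.2 CPM in hepatocytes, 30.8 in endothelial cells and 175 in B cells. Free RNA and a rise in hepatocytes cannot be told apart for this gene. Tmprss11f (ENSMUSG00000048764, chromosome 5, 86521898 to 86632424) was at 2.24 ± 1.12 in Ctrl and 55.3 ± 22.8 in Pre-T mice, a log2 fold change of 4.62 with a standard error of 0.49 (adjusted p = 0.0472 from edgeR). Gm35696 (ENSMUSG00000112527, chromosome 10, 121506623 to 121526101) was at 118 ± 60.9 in Ctrl and 3.59 ± 1.13 in Pre-T mice, a log2 fold change of -5.03 with a standard error of 0.48 (adjusted p = 0.0353 from edgeR), and Adgrf1 (ENSMUSG00000041293, chromosome 17, 43270329 to 43324737) was at 18 ± 5.26 in Ctrl and 0.102 ± 0.144 in Pre-T mice, where 464 UMIs against 2 gave a ratio of 140.0 with a counting interval of 38.6 to 1160 (adjusted p = 0.0472 from edgeR). Leaving out Ctrl 1, Ctrl 2, Pre-T 1 and Pre-T 2 in turn took the adjusted p to 0.231, 0.144, 0.348 and 0.123 for Ephb2, 0.231, 0.144, 0.465 and 0.329 for Ly6d, 0.33, 0.19, 0.465 and 0.335 for Tmprss11f, 0.231, 0.144, 0.56 and 0.419 for Gm35696 and 0.33, 0.19, 0.465 and 0.389 for Adgrf1.
For Post-T against Ctrl, Hamp was at 1643 ± 734 in Ctrl and 0.389 ± 0.381 in Post-T mice, a log2 fold change of -11.92 with a standard error of 0.78 (adjusted p = 0.00637 from edgeR). Hal (ENSMUSG00000020017, chromosome 10, 93488768 to 93519304) was at 1267 ± 8.87 in Ctrl and 2.22 ± 1.27 in Post-T mice, a log2 fold change of -9.18 with a standard error of 0.54 (adjusted p = 0.00455 from edgeR), and Gm12718 (ENSMUSG00000086136, chromosome 4, 103382500 to 103492040) was at 373 ± 355 in Ctrl and 0.12 ± 0.169 in Post-T mice, where 9726 UMIs against 2 gave a ratio of 3631 with a counting interval of 1005 to 29987 (adjusted p = 0.0166 from edgeR). Rbm24 (ENSMUSG00000038132, chromosome 13, 46418434 to 46431095) was at 0 in Ctrl and 44 ± 49.9 in Post-T mice, where 915 UMIs against 0 made it at least 408-fold higher (adjusted p = 0.0425 from edgeR). It had 8.74 CPM in Post-T 1 and 79.3 CPM in Post-T 2. Gm47352 (ENSMUSG00000114841, chromosome 13, 39571583 to 39699499) was at 0.468 ± 0.0152 in Ctrl and 361 ± 431 in Post-T mice, a log2 fold change of 9.56 with a standard error of 1.64 (adjusted p = 0.0357 from edgeR). Its values were 56.9 CPM in Post-T 1 and 666 CPM in Post-T 2. With Ctrl 1 left out, edgeR's adjusted p became 0.0671 for Hamp and 0.0671 for Hal. The adjusted p became 0.085, 0.0685 and 0.0686 for Gm12718 when Ctrl 1, Pre-T 1 and Pre-T 2 were left out in turn. Leaving out Ctrl 1, Ctrl 2, Pre-T 1 and Pre-T 2 in turn took the adjusted p to 0.21, 0.172, 0.123 and 0.124 for Rbm24 and 0.24, 0.204, 0.0932 and 0.0938 for Gm47352.
For Post-T against Pre-T, Wnk4 (ENSMUSG00000035112, chromosome 11, 101260567 to 101277409) was at 0.552 ± 0.348 in Pre-T and 147 ± 23.3 in Post-T mice, a log2 fold change of 8.03 with a standard error of 0.50 (adjusted p = 0.0115 from edgeR). Gm34664 (ENSMUSG00000109407, chromosome 7, 68843099 to 68916016) was at 1.95 ± 2.04 in Pre-T and 216 ± 62.5 in Post-T mice, a log2 fold change of 6.78 with a standard error of 0.79 (adjusted p = 0.0317 from edgeR). Adgrf1 was at 0.102 ± 0.144 in Pre-T and 20.9 ± 7.79 in Post-T mice, where 410 UMIs against 2 gave a ratio of 166 with a counting interval of 45.6 to 1373 (adjusted p = 0.0297 from edgeR). Hamp was at 455 ± 34.2 in Pre-T and 0.389 ± 0.381 in Post-T mice, a log2 fold change of -10.07 with a standard error of 0.74 (adjusted p = 0.019 from edgeR). With Ctrl 1, Ctrl 2, Pre-T 1 and Pre-T 2 left out in turn, edgeR's adjusted p became 0.0998, 0.102, 0.103 and 0.193 for Wnk4, 0.101, 0.103, 0.103 and 0.193 for Gm34664, 0.101, 0.103, 0.256 and 0.206 for Adgrf1 and 0.101, 0.103, 0.18 and 0.193 for Hamp.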

The predicted significance of mir-802 was detected through the pattern of gene expression changes interacting with mir-802 (Fig. S3B).

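The miRNA itself was not measured, and of the genes that the paper draws around mir-802, the 12 that the files list were followed in hepatocytes. None changed between Pre-T and Ctrl hepatocytes in edgeR, whose lowest adjusted p was 0.195, for Hpgd. The lowest from DESeq2 was 0.0315. Between Post-T and Ctrl hepatocytes edgeR called none either, while 1 gene changed between Post-T and Pre-T. Hpgd (ENSMUSG00000031613, chromosome 8, 56294585 to 56321043) had a UMI in 29.7%, 18.4% and 71.5% of Ctrl, Pre-T and Post-T hepatocytes. It rose from Pre-T to Post-T hepatocytes, with a log2 fold change of 2.85, a standard error of 0.41 and an adjusted p of 0.0398 from edgeR against 1.62e-08 from DESeq2. Hpgd came to an adjusted p of 0.101 without Ctrl 1, 0.103 without Ctrl 2, 0.329 without Pre-T 1 and 0.259 without Pre-T 2 from edgeR between Post-T and Pre-T. Fmo2 (ENSMUSG00000040170, chromosome 1, 162874317 to 162898726) had a UMI in 3.82%, 10.8% and 64.2% of Ctrl, Pre-T and Post-T hepatocytes. It had a log2 fold change of 5.45 between Post-T and Ctrl (standard error 1.17, adjusted p = 0.0578 from edgeR and 6.91e-08 from DESeq2). Fgf1 (ENSMUSG00000036585, chromosome 18, 38838673 to 38929472) had a UMI in 24.6%, 22.7% and 67.8% of Ctrl, Pre-T and Post-T hepatocytes. Mylk (ENSMUSG00000022836, chromosome 16, 34745210 to 35002420) had a UMI in 72.6%, 66% and 95.4% of Ctrl, Pre-T and Post-T hepatocytes. Their adjusted p was 0.0966 and 0.0692 between Post-T and Ctrl from edgeR. Endothelial nuclei had median depths of 1130 to 1928 UMIs against 4358 to 9585 in hepatocytes. Their shares in Post-T mice were 9.88% for Hpgd, 16.6% for Fmo2, 8.7% for Fgf1 and 19% for Mylk. Cxcl12 (ENSMUSG00000061353, chromosome 6, 117168535 to 117181367) had a UMI in 52.8%, 37.7% and 22.4% of Ctrl, Pre-T and Post-T hepatocytes, with an adjusted p of 0.0739 between Post-T and Ctrl from edgeR. The share of hepatocytes with Spp1 (ENSMUSG00000029304, chromosome 5, 104435118 to 104441050) was 1.33%, 15.3% and 1.7%, like the 1.49%, 12.5% and 1.29% of endothelial nuclei and 1.45%, 11.1% and 2.21% of T nuclei. It is read as background. Acta2 (ENSMUSG00000035783, chromosome 19, 34241090 to 34255590), Cdh11 (ENSMUSG00000031673, chromosome 8, 102632095 to 102785642), Des (ENSMUSG00000026208, chromosome 1, 75360329 to 75368579), Itga8 (ENSMUSG00000026768, chromosome 2, 12106632 to 12301922), Myh11 (ENSMUSG00000018830, chromosome 16, 14194535 to 14291372) and Fgf2 (ENSMUSG00000037225, chromosome 3, 37348346 to 37410108) had a UMI in under 2% of hepatocytes in every group, at most 1.69% for Itga8 in Ctrl mice. In comparison, 25.3%, 35.2% and 26.6% of fibroblasts and 17.2%, 24.1% and 3.53% of endothelial nuclei had Itga8.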

**Figure 2:**
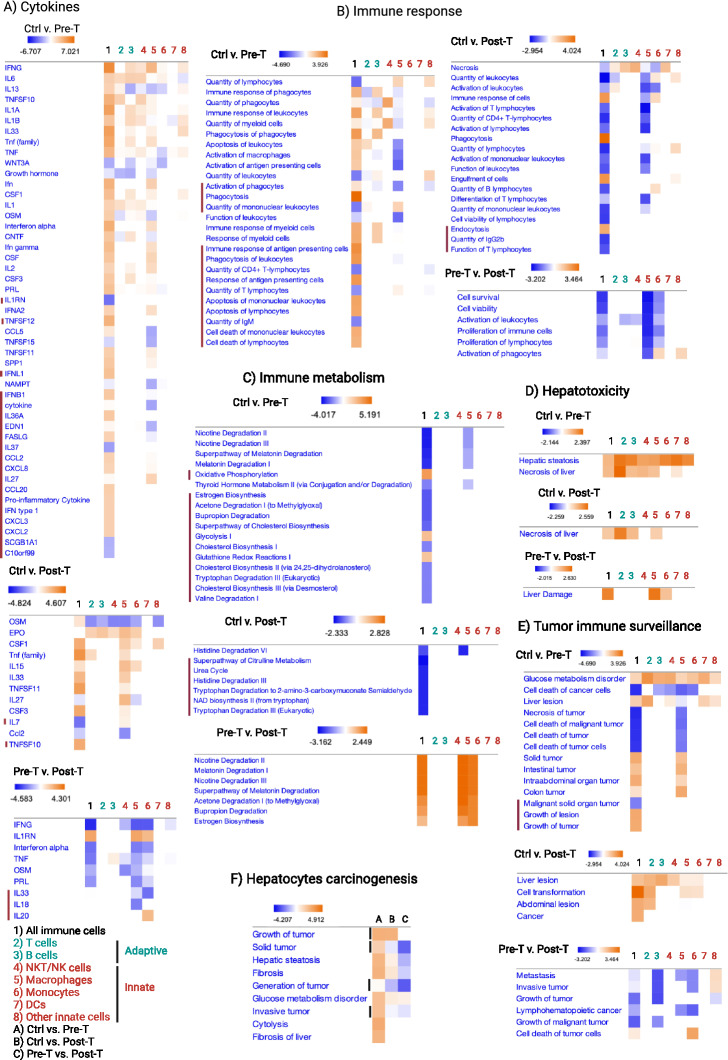
A shift in immunological pattern from a dominant adaptive immunity to innate immunity alters the immune cells function and creates a collective function beyond its cellular constituents: DESeq2 was utilized to assess differences in the entire immune cell population (1) compared to each immune cell type components, including T cells (2), B cells (3), NKT/NK cells (4), Macrophages (5), Monocytes (6), DCs (7), and other immune cells (ILCs, granulocytes, eosinophils, basophils and microglia-like) (8) by using SingleR annotated cell types and passing differentially expressed genes to IPA. Cytokines, immune response pathways and immune metabolism that were only detected by collective immune function analysis (#1) but not the immune cell constituents separately (#2–8) are marked using red line. (**A**) Upstream analysis of comparative groups were performed to detect cytokines. (**B**) Diseases & functions analysis was focused on immune response related functions. (**C**) Metabolic canonical pathways were analyzed to detect immune cell metabolic functions identified across groups. (**D**) Toxic functions were analyzed for the detection of hepatotoxicity related functions when comparing immune cells in each group. (**E**) Diseases & functions analysis was focused on carcinogenesis events to detect tumor immunosurveillance functions in immune cells. (**F**) Hepatocyte populations were subjected to diseases & functions analysis focused on carcinogenesis events; columns represent comparisons, in (**A**) Ctrl vs. Pre-T, (**B**) Ctrl vs. Post-T, and (**C**) Pre-T vs. Post-T. Results from DESeq2 were filtered on a *p*-value < 0.01 and z-score > 2 in IPA for analysis. Carcinogenesis events are shown using vertical lines.

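For all liver cells, UMIs of every kept nucleus, named or not, were summed per mouse and 21790 genes were tested. edgeR called 0 genes between Pre-T and Ctrl, 483 between Post-T and Ctrl, 144 of them higher in Post-T mice, and 0 between Post-T and Pre-T. At an unadjusted p under 0.05 the counts were 4291, 5667 and 5315, and DESeq2 called 2088, 3195 and 2819 genes at an adjusted p under 0.05. The edgeR count between Pre-T and Ctrl rose to 1078 without Post-T 1 and to 1392 without Post-T 2, and that between Post-T and Pre-T to 1695 without Post-T 1. The count between Post-T and Ctrl was 0 without Ctrl 1, 0 without Ctrl 2, 30 without Pre-T 1, 57 without Pre-T 2, 1651 without Post-T 1 and 1592 without Post-T 2. Hepatocytes take a larger part of these sums than their number of nuclei does, since their median depth was 4358 to 9585 UMIs per nucleus against 1209 to 1563.5 in T cells.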

In order to determine whether the tumor-promoting collective immune function preceding HCC in hepatocytes, we assessed the pooled SingleR annotated cell types and detected a similar set of events, such as highly upregulated hepatotoxicity and carcinogenesis preceding tumor development (Figs. 3A,B, S3C). These events were associated with inflammatory immune responses and cell death of immune cells altering the hepatic immune system towards tissue-damaging and tumor-promoting functions^40^ (Fig. 3C).

**Figure 3:**
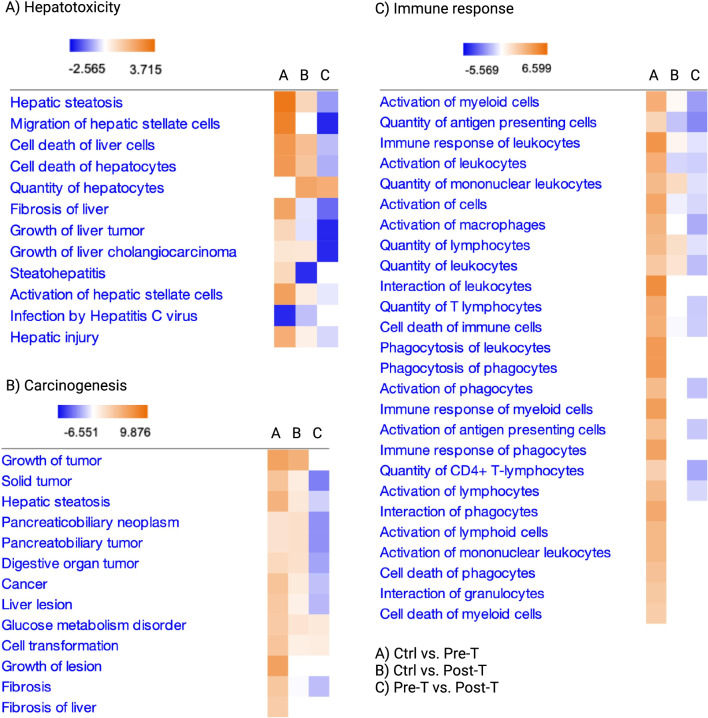
Collective immune function indicates increased inflammatory immune responses associated with liver damage and carcinogenesis events during a WD: All liver cells including the immune [B1, B2, pro-B cells, CD8^+^ T cells, CD4^+^ T cells (Th1, Th17, Th2, Treg), NK, NKT, Tγδ, DC1, DC2, pDC, MDSCs, Monocytes, Macrophages (Kupffer, M1, M2, M1-like), Microglia (microglia-like), Basophils, Eosinophils, Granulocytes, Neutrophils, ILCs] and non-immune cell population [Fibroblasts and Hepatocytes] and subsets from CellChat analysis containing SingleR annotated cell types and scSorter identified subsets were pooled to undergo DESeq2 and analysis in IPA. (**A**) Toxic functions were analyzed for the detection of hepatotoxicity related functions in each group. (**B**) Diseases & functions analysis focused on carcinogenesis events detected across groups. (**C**) Diseases & functions analysis was focused on immune response related functions. Contrasts are as followed and noted in the bottom right legend: Ctrl vs. Pre-T uses Ctrl group as reference, and Pre-T as test; Ctrl vs. Post-T tests the Post-T group against the Ctrl; and Pre-T vs. Post-T compares the Post-T group to the Pre-T as its reference.

### Structural cells and innate immune cells dominate functional signaling network in the liver

Because of major shifts in the pattern of innate immune cells and structural cells during a WD (Fig. 1), we sought to determine their contribution in the hepatic ligand-receptor signaling network compared with those of adaptive immune cells. First, we focused on the ligand-receptor pathways in which 50% of the cells within each cell type were involved. We found that in all cohorts, fibroblasts and hepatocytes appear to send the majority of signals while fibroblasts, endothelial cells and macrophages dominated the incoming signals (Fig. 4A). In the post-T group, monocytes also dominated the incoming signals (Fig. 4A). Some of these pathways such as FN1 and PARs remained active in all groups, but by targeting different cells in each group (Fig. 4B). 

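CellChat was not run here, and the genes of ligands and receptors that the paper names were instead followed in each class, as 471 tests of a gene in a class. edgeR called 23 of them between Pre-T and Ctrl, 29 between Post-T and Ctrl and 12 between Post-T and Pre-T, where the adjustment ran over all genes of a class. Most calls between Post-T and Pre-T were of Vtn, Il1r1 or Pard3 in monocytes, T cells and B cells. Hepatocytes hold much of these transcripts, so free hepatocyte RNA is not excluded there. Adjusted over the list alone, the counts were 44, 44 and 20, which is not independent evidence, since the paper chose its genes on these samples. DESeq2 called 23, 35 and 14. With no minimum beyond 1 count they were 50, 57 and 25 of 533 tests, and with nuclei sampled to the same number per mouse 8, 20 and 9 of 404. Leaving out 1 mouse changed the count between Pre-T and Ctrl to 12 without Ctrl 1, 11 without Pre-T 1, 42 without Post-T 1 and 46 without Post-T 2. Between Post-T and Ctrl it changed to 6 without Ctrl 1, 12 without Ctrl 2, 16 without Pre-T 1, 17 without Pre-T 2 and 44 without Post-T 2. Between Post-T and Pre-T it changed to 7 without Ctrl 1, 7 without Ctrl 2, 7 without Pre-T 1 and 42 without Post-T 1.
In monocytes, 5 of 63 genes changed between Pre-T and Ctrl, 5 between Post-T and Ctrl and 4 between Post-T and Pre-T. DESeq2 called 1, 0 and 1 there. The edgeR calls included Fn1 and Pard3 for Pre-T against Ctrl and Fn1, Vtn and Il1r1 for Post-T against Ctrl. For Post-T against Pre-T they included Pard3, Vtn and Il1r1. Hepatocytes hold much of these transcripts, so free hepatocyte RNA is not excluded for them. Cd44 (ENSMUSG00000005087, chromosome 2, 102811141 to 102901665), a receptor of fibronectin and other matrix ligands, had a UMI in 56.1% ± 1.51, 57% ± 4.55 and 64.2% ± 9.11 of monocytes from Ctrl, Pre-T and Post-T mice (SD, n = 2). Itgb1 (ENSMUSG00000025809, chromosome 8, 128685654 to 128733200) had a UMI in 44.3% ± 6.06, 59.7% ± 5.74 and 53.5% ± 13 of monocytes. In B nuclei the shares were 10.5%, 17.9% and 9.49% with Cd44 and 16.1%, 19.1% and 15.1% with Itgb1. The depths behind these shares had medians of 1490.5 to 2018 UMIs in monocytes and 1264.5 to 1551 in B nuclei. Between Post-T and Ctrl monocytes neither gene changed (adjusted p = 0.767 and 0.624 from edgeR).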

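Fn1 (ENSMUSG00000026193, chromosome 1, 71585520 to 71653200), which encodes fibronectin, had a UMI in 94.4%, 80.1% and 95.1% of hepatocytes in Ctrl, Pre-T and Post-T mice, and 58.1%, 54.7% and 46.9% of fibroblasts. The shares were 50.9%, 34.4% and 34% of endothelial nuclei and 44.6%, 22.7% and 35.4% of T nuclei. Plg (ENSMUSG00000059481, chromosome 17, 12378608 to 12419385) and F2 (ENSMUSG00000027249, chromosome 2, 91625320 to 91636414), ligands of the protease-activated receptors (PARs), were found in hepatocytes at 95.4%, 82% and 91.3% for Plg and 71.7%, 63.5% and 85.5% for F2. In T nuclei they were found at 43.4%, 27.6% and 40.4% and 22.3%, 25.5% and 35.2%. T nuclei should lack Plg and F2, and their shares are read as free hepatocyte RNA. Per mouse, the median depth was 1209 to 1563.5 UMIs in T nuclei and 4358 to 9585 in hepatocytes. The same holds for Fn1 outside hepatocytes where its share does not exceed that of T nuclei. Fibroblasts exceeded T nuclei in Fn1 in each group. Pard3 (ENSMUSG00000025812, chromosome 8, 127063893 to 127612286), drawn as a receptor of this pathway, had a UMI in 94.5%, 79.6% and 98.6% of hepatocytes, 79.6%, 70.2% and 62.5% of fibroblasts and 38.2%, 8.38% and 24% of B nuclei. In B nuclei Pard3 fell between Ctrl and Pre-T mice, as its share in hepatocytes did (log2 fold change -2.89, standard error 0.47, adjusted p = 5.06e-07 from edgeR).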

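Tnxb (ENSMUSG00000033327, chromosome 17, 34670535 to 34719815), which encodes tenascin-X, had a UMI in 31.4% ± 13.3, 20.6% ± 2.56 and 26.1% ± 2.73 of fibroblasts from Ctrl, Pre-T and Post-T mice (SD, n = 2). Of macrophages, 0.717%, 0.474% and 0.126% had a UMI of Tnxb. These nuclei had median depths of 1916 to 2904 UMIs in fibroblasts and 1031 to 3528 in macrophages. Its receptor gene Itga9 (ENSMUSG00000039115, chromosome 9, 118606690 to 118901003) had a UMI in 69.4%, 78.3% and 54.4% of fibroblasts, 54.7%, 71.3% and 78.9% of macrophages and 54.5%, 55.1% and 41.9% of endothelial nuclei. Of T nuclei, 4.35%, 5.08% and 7.43% had a UMI of Itga9. In fibroblasts Tnxb did not change between Pre-T and Ctrl or between Post-T and Ctrl mice (adjusted p = 0.0945 and 0.686 from edgeR). Ccl5 (ENSMUSG00000035042, chromosome 11, 83525778 to 83530518) had a UMI in 10.2%, 33% and 25.6% of T nuclei and 33.9%, 40.0% and 42.9% of NK nuclei. Of endothelial nuclei, 0.205%, 1.99% and 0.323% had a UMI of Ccl5. In T cells Ccl5 rose between Ctrl and Pre-T mice, with a log2 fold change of 1.80, a standard error of 0.38 and an adjusted p of 0.000365 from edgeR against 0.238 from DESeq2. Ccl5 came to an adjusted p of 0.225 without Ctrl 1 from edgeR between Pre-T and Ctrl. Ccl5 in T cells was also higher in Post-T than in Ctrl mice, with a log2 fold change of 1.38, a standard error of 0.39 and an adjusted p of 0.0231 from edgeR against 0.679 from DESeq2. Ccl5 came to an adjusted p of 0.775 without Ctrl 1, 0.0637 without Post-T 1 and 0.628 without Post-T 2 from edgeR between Post-T and Ctrl. Bmp5 (ENSMUSG00000032179, chromosome 9, 75775364 to 75900310) had a UMI in 71.8%, 74.6% and 59.8% of fibroblasts, 5.15%, 2.03% and 13.2% of hepatocytes and 2.14%, 1.04% and 0.336% of T nuclei. Median depths were 1916 to 2904 UMIs in fibroblasts, 4358 to 9585 in hepatocytes and 1209 to 1563.5 in T nuclei. In hepatocytes Bmp5 was higher in Post-T than in Pre-T mice, with a log2 fold change of 2.44, a standard error of 0.35 and an adjusted p of 0.0398 from edgeR against 3.91e-06 from DESeq2. Bmp5 came to an adjusted p of 0.101 without Ctrl 1, 0.103 without Ctrl 2, 0.337 without Pre-T 1 and 0.234 without Pre-T 2 from edgeR between Post-T and Pre-T. Its receptor genes Acvr1 (ENSMUSG00000026836, chromosome 2, 58388644 to 58567157), Bmpr2 (ENSMUSG00000067336, chromosome 1, 59763400 to 59879014) and Acvr2a (ENSMUSG00000052155, chromosome 2, 48814109 to 48903269) were found in hepatocytes at 47.6%, 37.9% and 61.4% for Acvr1, 38.2%, 36.1% and 56.6% for Bmpr2 and 31.6%, 30.4% and 46.8% for Acvr2a. In T nuclei their shares were 5.67%, 4.13% and 4.89%, 8.81%, 7.15% and 9.64% and 9.05%, 6.51% and 6.42%.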

Tenascin, CCL, BMP or CSF were uniquely involved in the Ctrl, Pre-T, and Post-T groups, respectively (Fig. 4B). IGF1 remained active in the Ctrl and Pre-T groups while VTN was active in the Ctrl and Post-T groups, yet, targeting different cells in each group (Fig. 4B). 

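Igf1 (ENSMUSG00000020053, chromosome 10, 87858265 to 87937042) had a UMI in 75.7% ± 3.35, 74.2% ± 7.1 and 53.6% ± 43.7 of hepatocytes and 54.7% ± 8.18, 47% ± 4.13 and 25.1% ± 3.48 of macrophages from Ctrl, Pre-T and Post-T mice (SD, n = 2). Of T nuclei, 19.2%, 19.6% and 11.7% had a UMI of Igf1. The depths behind these shares had medians of 4358 to 9585 UMIs in hepatocytes, 1031 to 3528 in macrophages and 1209 to 1563.5 in T nuclei. In macrophages Igf1 was lower in Post-T than in Ctrl mice, with a log2 fold change of -2.40, a standard error of 0.50 and an adjusted p of 0.0367 from edgeR against 0.00268 from DESeq2. Igf1 came to an adjusted p of 0.364 without Ctrl 1, 0.261 without Ctrl 2, 0.0621 without Pre-T 1 and 0.0806 without Pre-T 2 from edgeR between Post-T and Ctrl. This compares macrophages of different clusters. Its receptor gene Igf1r (ENSMUSG00000005533, chromosome 7, 67952827 to 68233668) had a UMI in 56.6%, 50.1% and 51.1% of fibroblasts, 34.9%, 43.9% and 39.9% of endothelial nuclei and 2.99%, 1.76% and 34.5% of hepatocytes. Of B nuclei, 4.2%, 4.9% and 8.37% had a UMI of Igf1r. Vtn (ENSMUSG00000017344, chromosome 11, 78499091 to 78502324), which encodes vitronectin, had a UMI in 68.2%, 57.1% and 87.5% of hepatocytes, 42.8%, 33.4% and 71.5% of fibroblasts and 41%, 30.0% and 64.1% of T nuclei. Its share also rose in Post-T mice in T nuclei, which should lack it, and is read there as free RNA. The integrin genes Itgav (ENSMUSG00000027087, chromosome 2, 83724397 to 83806916) and Itgb5 (ENSMUSG00000022817, chromosome 16, 33829665 to 33949338) were found in macrophages at 25%, 52.2% and 53.1% for Itgav and 28.7%, 46.6% and 42.7% for Itgb5. In B nuclei they were found at 11.3%, 16.6% and 13.4% and 4.8%, 3.46% and 7.24%. In T cells Itgav rose between Ctrl and Pre-T mice, with a log2 fold change of 1.22, a standard error of 0.38 and an adjusted p of 0.0336 from edgeR against 0.432 from DESeq2. Itgav came to an adjusted p of 0.486 without Ctrl 1, 0.108 without Pre-T 1 and 0.0985 without Pre-T 2 from edgeR between Pre-T and Ctrl.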

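At the mark of 25% of nuclei, and apart from genes read as free hepatocyte RNA, T cells passed in every group with Itgb1, at 29.5%, 39.4% and 29.6% of T nuclei, and with Tgfbr2 (ENSMUSG00000032440, chromosome 9, 116084293 to 116175360), whose shares were 45.5% ± 7.51, 30.9% ± 1.98 and 30.7% ± 6.45 in Ctrl, Pre-T and Post-T mice (SD, n = 2). B cells passed in every group with Tgfbr2, at 36.7%, 45% and 40.2% of B nuclei, and with Btla (ENSMUSG00000052013, chromosome 16, 45224315 to 45257670), at 66.9%, 65.1% and 71% of B nuclei. Cholangiocytes had 32.2%, 41.2% and 17.5% with Itgb1, 13.2%, 11.6% and 3.4% with Tgfbr2 and 1.45%, 1.25% and 0 of 104 (up to 2.88%) with Btla, where the Post-T means weigh the 103 cholangiocytes of Post-T 1 and the 1 of Post-T 2 alike. Per mouse, the median depth was 1209 to 1563.5 UMIs in T nuclei, 1264.5 to 1551 in B nuclei and 1524 to 2207 in cholangiocytes. At the mark of 50% Btla in B cells stayed, and Itgb1 and Tgfbr2 did not. In T cells the shares with Btla were 18.9%, 10.5% and 8.71%. In edgeR neither Tgfbr2 in T cells nor Btla in B cells changed, and the lowest adjusted p of the 3 comparisons was 0.31 for Tgfbr2 in T cells and 0.975 for Btla in B cells.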

A default program analysis focusing on 25% of the cells within each cell type being involved in the hepatic signaling network revealed the appearance of adaptive immune cell (B and T cells) contributing in the signaling network, to a lesser extent than innate immune cells (Fig. 4C). Analysis of the ligand-receptor signaling interactions showed different functional signaling or receptor targeting of the same ligands in each group. For instance, TGF-β showed modulatory effects in the Ctrl group by promoting and inhibiting TGF-β signaling through Tgfbr1/Tgfbr2 and Acvr1b/Tgfbr2, respectively (Fig. 4D). 

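Tgfb1 (ENSMUSG00000002603, chromosome 7, 25687002 to 25705077) had a UMI in 13.1% ± 0.00503, 29% ± 4.17 and 29.8% ± 11.3 of macrophages and 28.7% ± 0.126, 31.9% ± 2.84 and 24.8% ± 7.32 of monocytes from Ctrl, Pre-T and Post-T mice (SD, n = 2). Of hepatocytes, 1.17%, 2.87% and 1.58% had a UMI of Tgfb1. These nuclei had median depths of 1031 to 3528 UMIs in macrophages, 1490.5 to 2018 in monocytes and 4358 to 9585 in hepatocytes. Tgfb2 (ENSMUSG00000039239, chromosome 1, 186622792 to 186705989) had a UMI in 5.73%, 18.6% and 10.1% of fibroblasts and Tgfb3 (ENSMUSG00000021253, chromosome 12, 86056745 to 86079041) in 2.13%, 3.62% and 4.39% of fibroblasts, against 1.35%, 2.46% and 1.15% of hepatocytes with Tgfb2 and 0.373%, 0.271% and 0.147% with Tgfb3. The receptor gene Tgfbr1 (ENSMUSG00000007613, chromosome 4, 47353222 to 47414931) had a UMI in 31.2%, 63.7% and 62.7% of macrophages, 22.7%, 40.7% and 32.6% of fibroblasts and 35.7%, 38.4% and 52.8% of hepatocytes. Of B nuclei, 13.8%, 18.6% and 12.9% had a UMI of Tgfbr1. In macrophages the rise of Tgfbr1 between Ctrl and Pre-T mice did not pass (log2 fold change 1.15, standard error 0.38, adjusted p = 0.179 from edgeR). In fibroblasts it was higher in Post-T than in Ctrl mice, with a log2 fold change of 1.18, a standard error of 0.24 and an adjusted p of 0.0404 from edgeR against 0.00412 from DESeq2. Tgfbr1 came to an adjusted p of 0.113 without Ctrl 1, 0.22 without Ctrl 2, 0.0794 without Pre-T 1, 0.0761 without Pre-T 2 and 0.112 without Post-T 1 from edgeR between Post-T and Ctrl. In endothelial cells Tgfbr2 was higher in Post-T than in Ctrl mice, with a log2 fold change of 0.94, a standard error of 0.21 and an adjusted p of 0.0408 from edgeR against 0.0261 from DESeq2. Tgfbr2 came to an adjusted p of 0.154 without Ctrl 1, 0.205 without Ctrl 2, 0.0915 without Pre-T 1, 0.0873 without Pre-T 2 and 0.0942 without Post-T 1 from edgeR between Post-T and Ctrl.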

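Acvr1b (ENSMUSG00000000532, chromosome 15, 101174067 to 101213684), which encodes the activin receptor ALK4, had a UMI in 8.83% ± 0.0489, 5.91% ± 0.761 and 14% ± 2.64 of hepatocytes from Ctrl, Pre-T and Post-T mice (SD, n = 2). The shares were 3.33%, 7.67% and 13% of macrophages, 2.59%, 7.72% and 6.82% of monocytes, 3.08%, 5.45% and 5.45% of fibroblasts, 4.45%, 4.62% and 3.23% of endothelial nuclei and 3.33%, 2.23% and 2.81% of T nuclei. No class can be said to lack this gene, so no background share is given. Median depths were 4358 to 9585 UMIs in hepatocytes and 1209 to 1563.5 in T nuclei. In none of these 6 classes was Acvr1b lower in Pre-T or Post-T than in Ctrl mice at the threshold. The lowest adjusted p from edgeR was 0.219, in hepatocytes for Pre-T against Ctrl with a log2 fold change of -0.90.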

In the Pre-T and Post-T groups, no TGF-β inhibitory signal (Acvr1b/Tgfbr2)^41^ was detected (Fig. 4D). A strong inhibition of complement activation by B cells through CR2 interaction with C3 or C4b was evident in the Ctrl group, and it was switched to complement activation during a WD by the involvement of Itgam/Itgb2 and Itgax/Itgb2 receptor^42^ (Fig. 4D). 

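Cr2 (ENSMUSG00000026616, chromosome 1, 195136811 to 195176716), which encodes CR2, had a UMI in 23% ± 1.31, 34.8% ± 3.79 and 16.8% ± 0.132 of B nuclei from Ctrl, Pre-T and Post-T mice (SD, n = 2). Of T nuclei, 0.873%, 1.7% and 0 of 217 (up to 1.38%) had a UMI of Cr2. The depths behind these shares had medians of 1264.5 to 1551 UMIs in B nuclei and 1209 to 1563.5 in T nuclei. It did not change in B cells (adjusted p = 0.75 for Pre-T and 0.839 for Post-T against Ctrl from edgeR). The ligand gene C3 (ENSMUSG00000024164, chromosome 17, 57203970 to 57228136) had a UMI in 88.2%, 87.5% and 96.9% of hepatocytes and 56.8%, 59.7% and 79.1% of T nuclei. C4b (ENSMUSG00000073418, chromosome 17, 34728380 to 34743882) had a UMI in 76%, 68.9% and 54.8% of hepatocytes and 17.6%, 25.2% and 16.5% of T nuclei. Their shares in T nuclei are read as free RNA. Per mouse, the median depth was 4358 to 9585 UMIs in hepatocytes and 1209 to 1563.5 in T nuclei. Itgam (ENSMUSG00000030786, chromosome 7, 128062640 to 128118491) had a UMI in 6.06%, 14.7% and 28.7% of macrophages and 40.9%, 44.4% and 36.6% of monocytes. Itgax (ENSMUSG00000030789, chromosome 7, 128129547 to 128150657) had a UMI in 0.598%, 15.6% and 16% of macrophages and 19.9%, 19.4% and 16.9% of monocytes. Itgb2 (ENSMUSG00000000290, chromosome 10, 77530252 to 77565708) had a UMI in 6.66%, 28.4% and 29.4% of macrophages and 26.2%, 42.3% and 36.8% of monocytes. In endothelial nuclei the shares were 0.561%, 1.41% and 1.68% with Itgam, 0.157%, 1.29% and 0.198% with Itgax and 0.259%, 5.34% and 1.81% with Itgb2. These nuclei had median depths of 1031 to 3528 UMIs in macrophages, 1490.5 to 2018 in monocytes and 1130 to 1928 in endothelial nuclei. Itgax rose in macrophages between Ctrl and Pre-T mice, with a log2 fold change of 4.16, a standard error of 0.43 and an adjusted p of 0.00952 from edgeR against 1.67e-05 from DESeq2. Itgax came to an adjusted p of 0.303 without Ctrl 1, 0.081 without Ctrl 2, 0.118 without Pre-T 1 and 0.10 without Pre-T 2 from edgeR between Pre-T and Ctrl. Between Ctrl and Post-T mice it rose with a log2 fold change of 4.21, a standard error of 0.43 and an adjusted p of 0.0035 from edgeR against 8.44e-06 from DESeq2. Itgax came to an adjusted p of 0.109 without Ctrl 1 and 0.056 without Ctrl 2 from edgeR between Post-T and Ctrl. Macrophages of the 3 groups lay in different clusters. Itgam and Itgb2 did not pass in macrophages (adjusted p = 0.707 and 0.231 for Pre-T against Ctrl from edgeR).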

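Il1b (ENSMUSG00000027398, chromosome 2, 129364570 to 129371139) had a UMI in 26.1% ± 17.5, 26.7% ± 4.2 and 14.1% ± 16.4 of macrophages and 19.1% ± 9.34, 28.4% ± 4.57 and 18.2% ± 14.1 of monocytes from Ctrl, Pre-T and Post-T mice (SD, n = 2). Of endothelial nuclei, 1.26%, 2.52% and 0.505% had a UMI of Il1b. Median depths were 1031 to 3528 UMIs in macrophages, 1490.5 to 2018 in monocytes and 1130 to 1928 in endothelial nuclei. Of its receptor genes, Il1r1 (ENSMUSG00000026072, chromosome 1, 40225080 to 40317257) had a UMI in 53.9%, 45.7% and 96.2% of hepatocytes, 40.6%, 56.2% and 58.7% of fibroblasts and 36.2%, 44.6% and 47.7% of endothelial nuclei. In T nuclei the shares were 8.26%, 6.75% and 45.1%, and the rise in Post-T mice is read as free hepatocyte RNA. Il1rap (ENSMUSG00000022514, chromosome 16, 26581704 to 26730117) had a UMI in 74.4%, 56.9% and 66.3% of hepatocytes and 29.7%, 16.3% and 14.6% of fibroblasts. Of T nuclei, 19.4%, 9.16% and 11.2% had a UMI of Il1rap. The depths behind these shares had medians of 4358 to 9585 UMIs in hepatocytes, 1916 to 2904 in fibroblasts and 1209 to 1563.5 in T nuclei. In hepatocytes neither receptor gene changed between Pre-T and Ctrl mice (adjusted p = 0.907 for Il1r1 and 0.254 for Il1rap from edgeR). Il1r1 did not pass between Post-T and Ctrl mice (log2 fold change 3.53, standard error 0.72, adjusted p = 0.0508 from edgeR and 1.68e-06 from DESeq2).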

In the Ctrl group, IL-1β was produced by macrophages and microglia-like targeting fibroblasts, microglia-like, NK cells and hepatocytes, while it shifted towards targeting only hepatocytes in the Pre-T group or hepatocytes and fibroblasts in the Post-T group (Fig. 4D).

**Figure 4:**
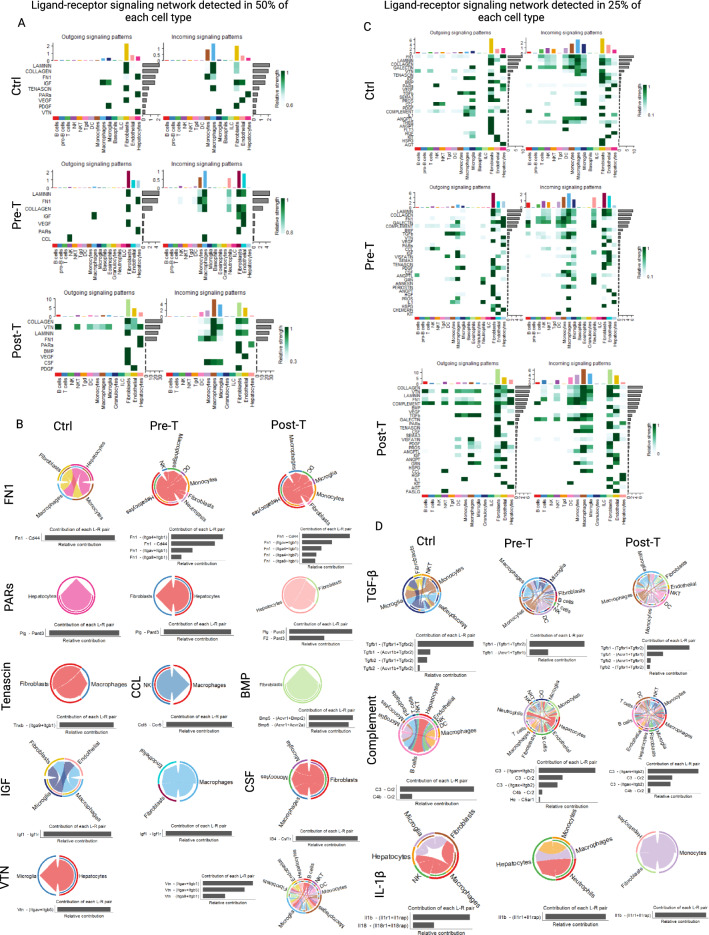
Structural cells and innate immune cells dominate functional signaling network in the liver. (**A**) Heatmaps portraying all signaling pathways found to be significant by the CellChat R package across SingleR annotated cell types, encompassing immune cells, structural cells, and hepatocytes. CellChat analysis parameters were adjusted to use a truncated mean of 50% in order to detect pathways with ligand and receptor genes expressed in at least 50% of cells within annotated cell types, while only mapping significant pathways (*p*-value < 0.05) for each sample to show the cellular sources of signals (outgoing) and those receiving signals (incoming) based on the CellChat database of known ligand-receptor pairs in Ctrl (upper panel), Pre-T (Middle panel), and Post-T (lower panel). (**B**) Chord diagrams of shared signaling pathways ain all groups (FN1 and PARs), unique signaling pathway in each group (Tenascin, CCL, BMP, CSF) as well as shared signaling pathways in the Ctrl and Pre-T (IGF) or Ctrl and Post-T (VTN) groups. (**C**) Heatmaps portraying all identified significant signaling pathways by CellChat using default parameters (25% of cells expressing genes in each cell type. (**D**) Chord diagrams showing three signaling pathways shared by all groups. All figures were made through the use of CellChat version 1.5.0, and heatmaps in (**A**) and (**C**) used the dependent software ComplexHeatmap version 2.15.1 (https://github.com/jokergoo/ComplexHeatmap), while the chord diagrams in (**B**) and (**D**) used the dependent software circlize version 0.4.16 (https://github.com/jokergoo/circlize).

### The same immune cell types and cytokines manifest different functional signaling on immune cells and structural cells depending on the dominance of the innate or adaptive immune response

In order to determine whether distinct immunological pattern shaped by dominant-subdominant relationship of immune cell types may change functional signaling of the immune cells, all known ligand-receptor interactions were analyzed for each group by including even low frequency cells to cover for the majority of adaptive immune cells as well (Fig. S4). Then, we focused on immune-related pathways, including those shared among three groups or unique to each group. For the shared pathways (Fig. 5A), all functional signaling molecules (TGF-β, TNF-α, IL1, IL2, IL10, IL12, IL16, FASLG) and regulatory molecules (CD137, BTLA, FLT3) were involved in immune cell–cell interaction, though manifesting different signaling pattern in each group. 

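Among the shared molecules, Il2 (ENSMUSG00000027720, chromosome 3, 37120523 to 37125959) had a UMI in 0 of 355 nuclei, which allows a share of up to 0.845%, in Ctrl T cells, and in 4 of 648 and 1 of 217 T nuclei of Pre-T and Post-T mice. Hepatocytes had it at 0.25%, 0.202% and 0.217%, so its shares in T cells are near background. Il10 (ENSMUSG00000016529, chromosome 1, 131019845 to 131024974) had a UMI in 0 of 672 nuclei, which allows a share of up to 0.446%, in Ctrl macrophages, and in 43 of 1852 and 50 of 763 macrophages of Pre-T and Post-T mice. Of hepatocytes, 0.0872%, 0.0675% and 0.294% had a UMI of Il10. Il12a (ENSMUSG00000027776, chromosome 3, 68690644 to 68698547) had a UMI in 18 of 539, 7 of 188 and 3 of 107 B nuclei of Ctrl, Pre-T and Post-T mice. Of hepatocytes, 0.0394%, 0.0339% and 0.0531% had a UMI of Il12a. Il12b (ENSMUSG00000004296, chromosome 11, 44400063 to 44414033) had a UMI in 0 of 672 nuclei, which allows a share of up to 0.446%, in Ctrl macrophages, and in 24 of 1852 and 4 of 763 macrophages of Pre-T and Post-T mice. Of hepatocytes, 0.0239%, 0.102% and 0.0531% had a UMI of Il12b. Il16 (ENSMUSG00000001741, chromosome 7, 83642825 to 83745726) had a UMI in 6.25%, 9.68% and 6.71% of B nuclei and 10.1%, 5.96% and 2.73% of monocytes. Of hepatocytes, 1.13%, 1.35% and 0.94% had a UMI of Il16. Fasl (ENSMUSG00000000817, chromosome 1, 161780689 to 161788495) had a UMI in 4.5%, 11.6% and 10.8% of T nuclei and 17.3%, 20.3% and 14.3% of NK nuclei. Of endothelial nuclei, 0.103%, 0.411% and 0.0313% had a UMI of Fasl. Tnfrsf9 (ENSMUSG00000028965, chromosome 4, 150914562 to 150946102), which encodes CD137, had a UMI in 0.834%, 2.39% and 1.81% of T nuclei and 0.097%, 0.705% and 1.85% of endothelial nuclei. Median depths were 4358 to 9585 UMIs in hepatocytes, 1130 to 1928 in endothelial nuclei and 1209 to 1563.5 in T nuclei. They were 1264.5 to 1551 in B nuclei, 1490.5 to 2018 in monocytes and 1031 to 3528 in macrophages. No change of these genes passed in edgeR in the classes given, NK cells not being tested. The lowest adjusted p was 0.125, for Il10 in macrophages of Post-T against Ctrl mice.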

Only four pathways were similarly involved in interactions of immune cells with hepatocyte target cells in all groups (Fig. 5B: TGF-β, TNF-α, IL1, FASLG). Even these four cytokines were dominantly involved in immune cell interactions with one another and with structural cells compared with their interaction with hepatocyte target cells (Fig. 5B). 

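Tnf (ENSMUSG00000024401, chromosome 17, 35199381 to 35202007) had a UMI in 0.279% ± 0.394, 4.76% ± 0.573 and 5.46% ± 6.17 of macrophages and 0.625% ± 0.884, 6.14% ± 1.24 and 3.29% ± 1.74 of monocytes from Ctrl, Pre-T and Post-T mice (SD, n = 2). Of hepatocytes, 0.0872%, 0.202% and 0.266% had a UMI of Tnf. Per mouse, the median depth was 1031 to 3528 UMIs in macrophages, 1490.5 to 2018 in monocytes and 4358 to 9585 in hepatocytes. In macrophages the share was higher in each Western-diet mouse than in both Ctrl mice, by 4.83 points on average (exact permutation test on the means, p = 0.20). Thinning every nucleus to 500 UMIs, the alternative that moved this difference most, left 0.739 points. In monocytes the difference was 4.09 points (exact permutation test, p = 0.133) and 0.397 points after thinning. Adam17 (ENSMUSG00000052593, chromosome 12, 21323509 to 21373632) had a UMI in 18.4%, 39.6% and 42.1% of macrophages and 25.7%, 32.7% and 34.6% of monocytes in Ctrl, Pre-T and Post-T mice. Every class held it, 10.6%, 13.6% and 16.3% of T nuclei being among the lowest. Adam17 did not change in macrophages (adjusted p = 0.405 for Pre-T and 0.29 for Post-T against Ctrl from edgeR).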

Since TNF-α, which was detected in all groups, can manifest opposing functions depending on its receptors and being soluble or membranous (sTNF-α or mTNF-α), we looked at the expression of ADAM17 for increasing sTNF-α in TNF-α-producing cells^43^ as well as TNFR1/TNFR2 expression^44^ on target cells. 

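Tnfrsf1a (ENSMUSG00000030341, chromosome 6, 125349362 to 125362484), which encodes TNFR1, had a UMI in 5.38% ± 0.521, 10.8% ± 0.896 and 9.3% ± 4.66 of macrophages and 7.32% ± 0.253, 14.3% ± 1.83 and 7.8% ± 0.638 of monocytes from Ctrl, Pre-T and Post-T mice (SD, n = 2). Tnfrsf1b (ENSMUSG00000028599, chromosome 4, 145213463 to 145246870), which encodes TNFR2, had a UMI in 20.1% ± 2.26, 22.9% ± 2.57 and 27.4% ± 3.05 of macrophages and 40.7% ± 13.1, 53.6% ± 6.8 and 48.9% ± 2.02 of monocytes. In every group more of these nuclei held Tnfrsf1b than Tnfrsf1a. B nuclei had 1.4%, 2.75% and 3.34% with Tnfrsf1a and 3.18%, 5.97% and 7.8% with Tnfrsf1b. Hepatocytes had 8.64%, 11.5% and 11.2% and 30.1%, 23% and 37.3%. These nuclei had median depths of 1031 to 3528 UMIs in macrophages, 1490.5 to 2018 in monocytes, 1264.5 to 1551 in B nuclei and 4358 to 9585 in hepatocytes. Between Western-diet and Ctrl mice the share with Tnfrsf1a differed by 4.65 points (exact permutation test, p = 0.133) in macrophages and 3.73 points (exact permutation test, p = 0.20) in monocytes. The share with Tnfrsf1b differed by 5.01 points (exact permutation test, p = 0.267) in macrophages and 10.5 points (exact permutation test, p = 0.20) in monocytes. After every nucleus was thinned to 500 UMIs the differences were -0.0498 and 0.492 points for Tnfrsf1a and -1.07 and -0.236 points for Tnfrsf1b. With each nucleus named on its own that of Tnfrsf1b in macrophages was -0.237 points. In monocytes the difference of Tnfrsf1a was 2.22 points without Pre-T 1 and 4.97 points without Post-T 1, and that of Tnfrsf1b was 1.21 points without Ctrl 1 and 19.8 points without Ctrl 2.

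**Figure D5:**
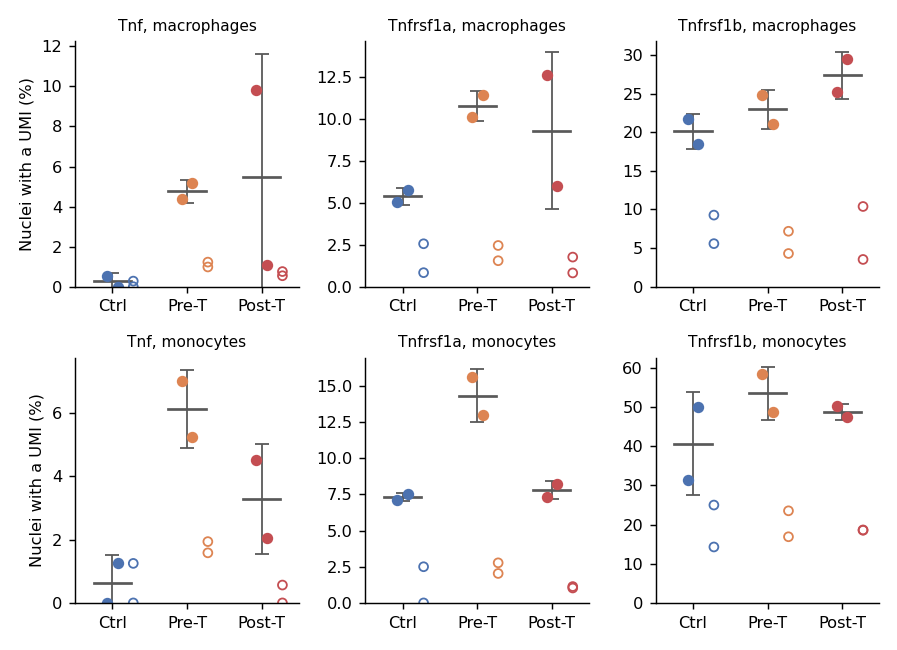
Percentage of macrophage and monocyte nuclei with at least 1 UMI of Tnf, Tnfrsf1a and Tnfrsf1b in Ctrl, Pre-T and Post-T mice. Filled points are mice, horizontal lines group means and whiskers 1 SD (n = 2), and open circles are the same mice with each nucleus thinned to 500 UMIs. Tnfrsf1b in monocytes lies highest, with group means of 40.7%, 53.6% and 48.9%.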

We found that macrophages and monocytes were the main target of TNF-α with predominant expression of TNFR2 (Fig. 5C). 

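Of the cytokines named for single groups, Il6 (ENSMUSG00000025746, chromosome 5, 30013114 to 30019981) had a UMI in 14 of 672, 10 of 1852 and 2 of 763 macrophages of Ctrl, Pre-T and Post-T mice and in 4 of 4628, 0 of 2964 and 1 of 2164 hepatocytes. Tnfsf18 (ENSMUSG00000066755, chromosome 1, 161494655 to 161505290), which encodes GITRL, had a UMI in 3 of 1988 and 2 of 1049 fibroblasts of Ctrl and Pre-T mice and in 0 of 283 nuclei, which allows a share of up to 1.06%, in Post-T mice. Of endothelial nuclei, 0 of 1955, 2 of 1277 and 2 of 2337 had one. Osm (ENSMUSG00000058755, chromosome 11, 4236420 to 4241026) had a UMI in 2 of 355, 2 of 648 and 1 of 217 T nuclei and in 0 of 672, 3 of 1852 and 2 of 763 macrophages, against 0 of 4628, 0 of 2964 and 0 of 2164 hepatocytes. In neutrophils, few and shallow at median depths of 1047, 978 and 1124 UMIs, Osm had one in 0 of 22, 1 of 50 and 0 of 35. Il4 (ENSMUSG00000000869, chromosome 11, 53602982 to 53618669) had a UMI in 1 of 672, 2 of 1852 and 0 of 763 macrophages and 5 of 4628, 13 of 2964 and 2 of 2164 hepatocytes, so its shares in macrophages are near background. Ifng (ENSMUSG00000055170, chromosome 10, 118441046 to 118445892) had a UMI in 2 of 355, 5 of 648 and 3 of 217 T nuclei and 1 of 154, 2 of 103 and 0 of 14 NK nuclei, against 0 of 4628, 1 of 2964 and 1 of 2164 hepatocytes. Tnfsf11 (ENSMUSG00000022015, chromosome 14, 78277445 to 78308043), which encodes RANKL, had a UMI in 3 of 355, 9 of 648 and 3 of 217 T nuclei and 2 of 4628, 0 of 2964 and 0 of 2164 hepatocytes. The median depths were 1031 to 3528 UMIs in macrophages, 1209 to 1563.5 in T nuclei, 1916 to 2904 in fibroblasts, 1130 to 1928 in endothelial nuclei and 4358 to 9585 in hepatocytes. Where 0 nuclei had a UMI, shares of up to 1.06% of Post-T fibroblasts with Tnfsf18 and 1.38% of Post-T T nuclei with Il4 remain possible. For Osm, up to 0.446% of Ctrl macrophages, 13.6% of Ctrl neutrophils and 8.57% of Post-T neutrophils remain possible. At these counts a cytokine that was not seen in a group is not shown to be absent there.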

For the unique cytokines for each group identified in the heatmaps (Fig. S4), IL6 (from macrophages and DCs) and GITRL (from fibroblasts) were detected in the Ctrl group with dominant T and B cells; OSM (from neutrophils), IL4 (from microglia-like), and IFN-γ (from NKT cells) were detected in the Pre-T group; and RANKL (from T cells) was detected in the Post-T group during the dominance of macrophages and monocytes, interacting mainly with other immune cells as well as with structural cells and hepatocytes (Fig. 5D). The dominance of immune cell–cell interactions in all groups was clearly visualized when only immune cells were analyzed (Fig. S5).

**Figure 5:**
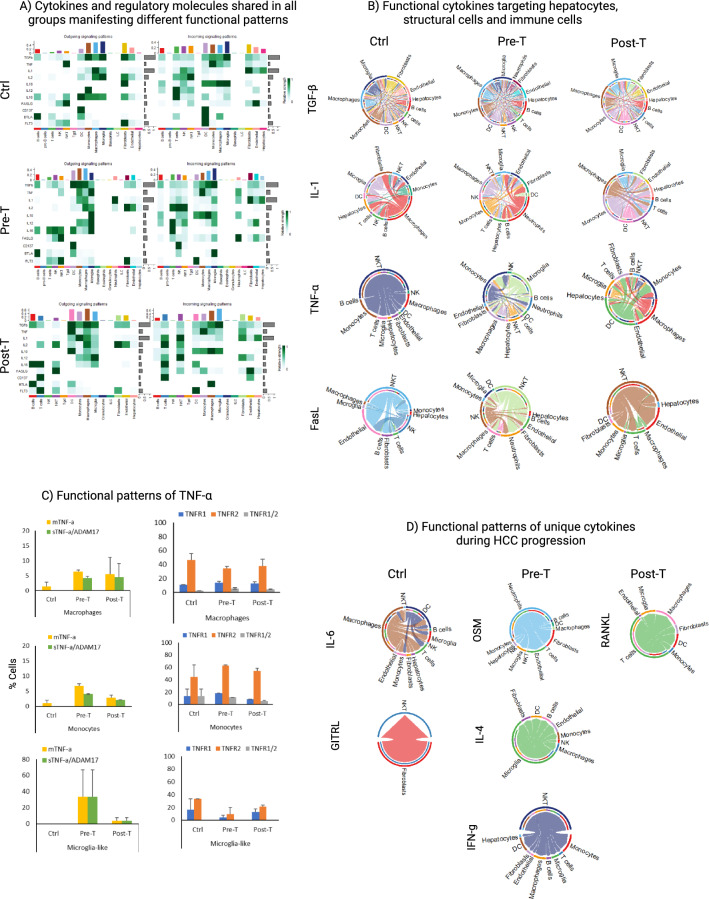
Functional signaling molecules being present in all groups exhibit different patterns of signaling interactions during HCC progression. (**A**) Heatmaps portraying only selected immunologically relevant signaling and regulatory molecules identified by CellChat with analysis parameters adjusted to use a truncated mean of 2.5%, in order to detect functional signaling pathways in reduced numbers of adaptive immune cells during a WD. (**B**) Chord diagrams showing the directionality of functional cytokine signaling targeting hepatocytes (TGF-β, IL-1, TNF-α, and FASL), as well as structural cells, and immune cells. (**C**) Functional patterns of the TNF-α signaling pathway were quantified by assessing the number of cells in each detected cell type involved in the pathway that were TNF-α + (Tnf > 0), TNF-α + /ADAM17 + (double positive and sTNF-α; Tnf > 0 & Adam17 > 0), TNFR1 + (Tnfrsf1a > 0), TNFR2 + (Tnfrsf1b > 0), and TNFR1 + /2 + (double positive; Tnfrsf1a > 0 & Tnfrsf1b > 0); all cells expressing genes are presented as a percentage of the cell type population in each sample. (**D**) Chord diagrams using CellChat for evaluating unique ligand-receptor in the Ctrl (IL-6 and GITRL), Pre-T (OSM, IL-4, and IFN-γ), and Post-T (RANKL). Figures (**A**), (**B**), and (**D**) were made through the use of CellChat version 1.5.0, and heatmaps in A used the dependent software ComplexHeatmap version 2.15.1 (https://github.com/jokergoo/ComplexHeatmap), while the chord diagrams in (**B**) and (**D**) used the dependent software circlize version 0.4.16 (https://github.com/jokergoo/circlize).

Given the role of structural cells in regulating organ-specific immune responses^45,46^, we found endothelial cells and fibroblasts affecting mainly the hepatic immune cells rather than hepatocytes (Fig. 6). 

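In endothelial cells, 12 of 58 ligand and receptor genes changed in edgeR between Post-T and Ctrl, and 2 between Post-T and Pre-T. Between Pre-T and Ctrl 0 changed, where 13 had an unadjusted p under 0.05 and DESeq2 called 4. In fibroblasts 4 of 59 changed between Pre-T and Ctrl and 4 between Post-T and Ctrl. Between Post-T and Pre-T 0 changed, with 11 at an unadjusted p under 0.05 and 0 by DESeq2. In hepatocytes 1 of 62 changed between Post-T and Ctrl, and 1 between Post-T and Pre-T, where DESeq2 called 11 and 7. Between Pre-T and Ctrl 0 changed, with 17 at an unadjusted p under 0.05 and 7 by DESeq2. Cd44 had a UMI in 3.96% ± 0.391, 22.4% ± 0.894 and 15.6% ± 4.98 of fibroblasts from Ctrl, Pre-T and Post-T mice (SD, n = 2). Of hepatocytes, 1.64%, 11.3% and 12% had a UMI of Cd44. Median depths were 1916 to 2904 UMIs in fibroblasts and 4358 to 9585 in hepatocytes. It rose in fibroblasts between Ctrl and Pre-T mice, with a log2 fold change of 2.26, a standard error of 0.33 and an adjusted p of 0.0113 from edgeR against 0.000116 from DESeq2. Cd44 came to an adjusted p of 0.0554 without Pre-T 2 from edgeR between Pre-T and Ctrl. Between Ctrl and Post-T mice it rose in fibroblasts with a log2 fold change of 2.15, a standard error of 0.36 and an adjusted p of 0.0193 from edgeR against 0.000994 from DESeq2. Cd44 came to an adjusted p of 0.271 without Post-T 1 from edgeR between Post-T and Ctrl. Cluster 5 held 81.2% and 89.9% of the fibroblasts of the Ctrl mice and 1.74% and 1.19% of those of the Pre-T mice, whose others lay in cluster 10, so this is largely a difference between 2 clusters. Within cluster 10 Cd44 had a UMI in 11.6% and 15% of Ctrl, 22.2% and 23% of Pre-T and 19.1% and 13% of Post-T nuclei per mouse.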

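Flt3l (ENSMUSG00000110206, chromosome 7, 45129788 to 45136432) had a UMI in 8.55% ± 0.0378, 12.2% ± 2.15 and 5.08% ± 4.75 of fibroblasts and 5.44% ± 0.421, 3.64% ± 1.19 and 1.58% ± 0.639 of endothelial nuclei from Ctrl, Pre-T and Post-T mice (SD, n = 2). Of plasmacytoid dendritic cells, 0 of 61 (up to 4.92%), 0.725% and 0 of 21 (up to 14.3%) had a UMI of Flt3l. Its receptor gene Flt3 (ENSMUSG00000042817, chromosome 5, 147330741 to 147400489) had a UMI in 16%, 8.14% and 5.92% of monocytes and 21.9%, 28.1% and 33.2% of plasmacytoid dendritic cells. Of endothelial nuclei, 0.097%, 0.351% and 0.0313% had a UMI of Flt3. In monocytes Flt3 was lower in Post-T than in Ctrl mice, with a log2 fold change of -1.51, a standard error of 0.41 and an adjusted p of 0.0219 from edgeR against 0.153 from DESeq2. Flt3 came to an adjusted p of 0.0669 without Ctrl 1, 0.221 without Ctrl 2 and 0.357 without Post-T 1 from edgeR between Post-T and Ctrl. Of Post-T monocytes, 68.9% and 82.5% lay in immune cluster 19, which held 0 Ctrl monocytes, so this compares different clusters. Il7 (ENSMUSG00000040329, chromosome 3, 7569994 to 7613760) had a UMI in 0.902%, 7.69% and 4.59% of fibroblasts and 1.28%, 1.11% and 0.0313% of endothelial nuclei. Of monocytes, 0 of 150 (up to 2%), 0.415% and 0.798% had a UMI of Il7. In fibroblasts Il7 rose between Ctrl and Pre-T mice, with a log2 fold change of 2.45, a standard error of 0.48 and an adjusted p of 0.0293 from edgeR against 0.0161 from DESeq2. Il7 came to an adjusted p of 0.0789 without Ctrl 1, 0.112 without Pre-T 1 and 0.0986 without Pre-T 2 from edgeR between Pre-T and Ctrl. Most Ctrl fibroblasts lay in cluster 5 and most Pre-T fibroblasts in cluster 10, where Il7 had a UMI in 0.61% and 0.885% of Ctrl and 8.87% and 6.35% of Pre-T nuclei per mouse. Il15 (ENSMUSG00000031712, chromosome 8, 82331632 to 82403222) had a UMI in 16.6%, 24.3% and 21.1% of fibroblasts, 12.1%, 18.9% and 11.8% of endothelial nuclei and 20.7%, 24.7% and 21.3% of macrophages. Of B nuclei, 1.93%, 0.595% and 1.69% had a UMI of Il15. In monocytes Il15 was lower in Post-T than in Ctrl mice, with a log2 fold change of -1.70, a standard error of 0.50 and an adjusted p of 0.0388 from edgeR against 0.243 from DESeq2. Il15 came to an adjusted p of 0.434 without Ctrl 1, 0.0567 without Ctrl 2, 0.066 without Pre-T 1, 0.0622 without Pre-T 2, 0.299 without Post-T 1 and 0.0635 without Post-T 2 from edgeR between Post-T and Ctrl. The depths of these classes had medians of 1916 to 2904 UMIs in fibroblasts, 1130 to 1928 in endothelial nuclei, 1490.5 to 2018 in monocytes, 1031 to 3528 in macrophages and 1264.5 to 1551 in B nuclei.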

TGF-β and Flt3 affected mainly innate immune cells while homeostatic cytokines (IL-2, IL-7, IL-15) affected mainly NK or NKT cells as well as T cells. 

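Tslp (ENSMUSG00000024379, chromosome 18, 32815383 to 32819797) had a UMI in 9 of 1988, 24 of 1049 and 6 of 283 fibroblasts of Ctrl, Pre-T and Post-T mice, mean shares of 0.429% ± 0.282, 2.32% ± 0.41 and 1.33% ± 1.89 (SD, n = 2). It had one in 6 of 1955, 23 of 1277 and 4 of 2337 endothelial nuclei and in 5 of 4628, 1 of 2964 and 0 of 2164 hepatocytes. The depths behind these shares had medians of 1916 to 2904 UMIs in fibroblasts, 1130 to 1928 in endothelial nuclei and 4358 to 9585 in hepatocytes. In Pre-T mice its share was thus alike in fibroblasts and in endothelial cells, 2.32% and 2.33%. Between Ctrl and Pre-T fibroblasts the log2 fold change of Tslp was 2.06 (standard error 0.69, adjusted p = 0.149 from edgeR), and between Ctrl and Pre-T endothelial cells it was 2.50 (adjusted p = 0.276).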

Dominant ratio of fibroblasts over endothelial cells in the Pre-T group not only changed cytokine-mediated communication of fibroblasts with immune cells but also resulted in the production of TSLP by fibroblasts affecting cells of the innate and adaptive immune system in the liver (Fig. 6, bottom rows). IL-33 was engaged with DCs or monocytes in the Ctrl group, as well as with T cells and microglia-like in the Pre-T group, or only with T cells in the Post-T group. 

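Il33 (ENSMUSG00000024810, chromosome 19, 29925114 to 29960718) had a UMI in 2.33% ± 0.543, 8.9% ± 2.58 and 0.979% ± 0.146 of endothelial nuclei and 2.63% ± 0.164, 6.02% ± 0.119 and 4.44% ± 6.29 of fibroblasts from Ctrl, Pre-T and Post-T mice (SD, n = 2). Of T nuclei, 0 of 355 (up to 0.845%), 0.276% and 0 of 217 (up to 1.38%) had a UMI of Il33. Per mouse, the median depth was 1130 to 1928 UMIs in endothelial nuclei, 1916 to 2904 in fibroblasts and 1209 to 1563.5 in T nuclei. In endothelial cells Il33 was lower in Post-T than in Pre-T mice, with a log2 fold change of -2.57, a standard error of 0.38 and an adjusted p of 0.032 from edgeR against 0.000724 from DESeq2. Il33 came to an adjusted p of 0.066 without Ctrl 1, 0.068 without Ctrl 2, 0.136 without Pre-T 1, 0.20 without Pre-T 2 and 0.105 without Post-T 2 from edgeR between Post-T and Pre-T. Between Pre-T and Ctrl endothelial cells it did not pass (log2 fold change 1.66, standard error 0.35, adjusted p = 0.131 from edgeR).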

Restoration of endothelial cells dominance in the Post-T group, did not restore their functional signaling pattern compared with those in the Ctrl group (Fig. 6). 

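Il1a (ENSMUSG00000027399, chromosome 2, 129299610 to 129309972) had a UMI in 9.5% ± 3.7, 8.74% ± 0.819 and 2.3% ± 1.34 of endothelial nuclei and 7.57% ± 3.48, 7.69% ± 0.53 and 2.95% ± 2.39 of macrophages from Ctrl, Pre-T and Post-T mice (SD, n = 2). Of hepatocytes, 0.767%, 1.08% and 0.282% had a UMI of Il1a. Of T nuclei, 1.19%, 0.138% and 0 of 217 (up to 1.38%) had a UMI of Il1a. These nuclei had median depths of 1130 to 1928 UMIs in endothelial nuclei, 1031 to 3528 in macrophages, 4358 to 9585 in hepatocytes and 1209 to 1563.5 in T nuclei. No change of Il1a passed in endothelial cells or macrophages. The lowest adjusted p from edgeR was 0.0781 in endothelial cells and 0.111 in macrophages.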

IL-1α was the only inflammatory cytokine from endothelial cells which mainly affected hepatocytes and structural cells in the liver.

**Figure 6:**
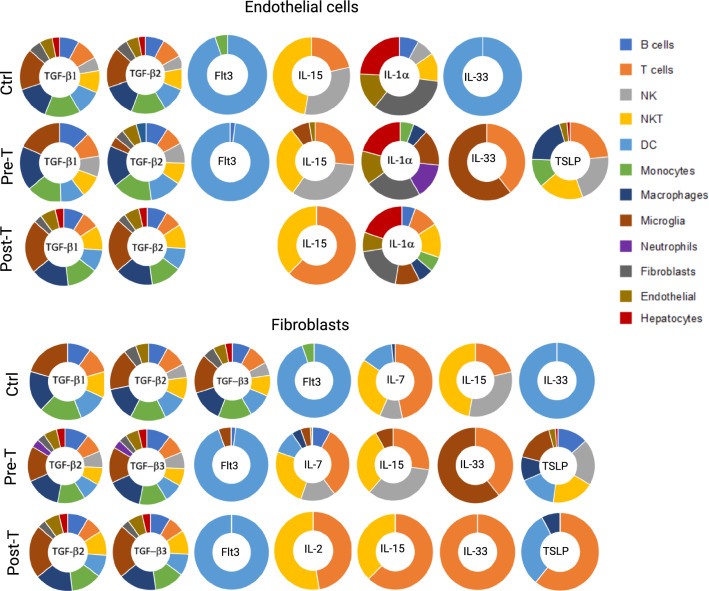
Structural cells are highly influential in the signaling interactions with other immune cells and non-immune cells in the liver. CellChat analyses enabled us to investigate signaling pathways based on the exact ligand and receptor pairs detected in each cell type, using the truncated mean of 2.5% analysis results. We focused on signaling coming from structural cells to immune cells, in which many functional signaling molecules were detected in endothelial cells (upper panel) and fibroblasts (lower panel) across groups.

### Innate immune cells producing IL-1β are associated with the promotion of HCC

Given the dominance of the innate immune cells and structural cells in singaling network in the liver, we sought to analyze the signaling pathways while focusing on different innate immune cell subsets interacting with hepatocytes and structural cells (Fig. 7A). 

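Of the platelet-derived growth factor genes, Pdgfc (ENSMUSG00000028019, chromosome 3, 81036416 to 81214040) had a UMI in 22.7% ± 9.4, 48.6% ± 1.16 and 55.1% ± 9.96 of hepatocytes and 22.7% ± 5.36, 30.3% ± 5.74 and 28.8% ± 2.05 of macrophages from Ctrl, Pre-T and Post-T mice (SD, n = 2). Of B nuclei, 2.17%, 4.3% and 3.34% had a UMI of Pdgfc. Pdgfd (ENSMUSG00000032006, chromosome 9, 6168584 to 6378850) had a UMI in 27.2%, 32.8% and 42.8% of endothelial nuclei and 25.9%, 33.6% and 20.1% of fibroblasts. Of B nuclei, 1.87%, 0.595% and 2.25% had a UMI of Pdgfd. Pdgfb (ENSMUSG00000000489, chromosome 15, 79995874 to 80014977) had a UMI in 4.64%, 14.8% and 18.3% of macrophages, 7.68%, 11.1% and 8.73% of monocytes and 3.46%, 5.61% and 15.1% of endothelial nuclei, so some nuclei of Ctrl mice held it as well. The paper's signaling maps of these cells use CellChat's default of 25% of the cells of a type. Pdgfb stayed below 25% in these classes in every group, so its presence in Ctrl nuclei does not contradict the paper's detection. Of hepatocytes, 0.325%, 1.32% and 1.59% had a UMI of Pdgfb. In macrophages its log2 fold change was 0.82 between Pre-T and Ctrl and 1.18 between Post-T and Ctrl (standard errors 0.36 and 0.37, adjusted p = 0.331 and 0.138 from edgeR). In endothelial cells Pdgfb was higher in Post-T than in Ctrl mice, with a log2 fold change of 2.69, a standard error of 0.52 and an adjusted p of 0.0285 from edgeR against 0.000248 from DESeq2. Pdgfb came to an adjusted p of 0.109 without Ctrl 1, 0.148 without Ctrl 2 and 0.0646 without Post-T 2 from edgeR between Post-T and Ctrl. Pdgfd was higher with a log2 fold change of 1.78, a standard error of 0.30 and an adjusted p of 0.0186 from edgeR against 3.20e-05 from DESeq2. Pdgfd came to an adjusted p of 0.132 without Ctrl 1, 0.0821 without Ctrl 2 and 0.0539 without Pre-T 1 from edgeR between Post-T and Ctrl. Endothelial nuclei lay in different clusters, 78.6% and 84.3% of those of the Ctrl mice in cluster 6, 69% of those of Post-T 1 in cluster 26 and 98.8% of those of Post-T 2 in cluster 4. Pdgfa (ENSMUSG00000025856, chromosome 5, 138976014 to 138997370) had a UMI in 5.19%, 7.79% and 46.2% of hepatocytes. Of T nuclei, 0.397%, 1.9% and 4.22% had a UMI of Pdgfa. It was higher in Post-T than in Ctrl hepatocytes, with a log2 fold change of 3.34, a standard error of 0.54 and an adjusted p of 0.032 from edgeR against 1.33e-07 from DESeq2. Pdgfa came to an adjusted p of 0.20 without Ctrl 1, 0.186 without Ctrl 2, 0.101 without Pre-T 1 and 0.102 without Pre-T 2 from edgeR between Post-T and Ctrl. The receptor genes Pdgfra (ENSMUSG00000029231, chromosome 5, 75152292 to 75198215) and Pdgfrb (ENSMUSG00000024620, chromosome 18, 61045150 to 61085061) were found in fibroblasts at 25.5%, 48.1% and 30.6% for Pdgfra and 40.6%, 54.1% and 62.9% for Pdgfrb, against 0.459%, 0.938% and 0.401% and 0.832%, 1.06% and 0.328% in endothelial nuclei. Median depths were 4358 to 9585 UMIs in hepatocytes, 1031 to 3528 in macrophages, 1490.5 to 2018 in monocytes and 1130 to 1928 in endothelial nuclei. They were 1916 to 2904 in fibroblasts, 1264.5 to 1551 in B nuclei and 1209 to 1563.5 in T nuclei.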

We detected the expression of PDGEF c and d isoforms being involved in fibroblasts proliferation and survival in all groups while PDGEF b isoform being involved in fibroblast activation and fibrinogenesis process was detected only during a WD (Fig. 7B). The innate immune cell recruting chemokine, CSF, was produced by fibroblasts only during a WD recruiting macrophages and monocytes into the liver (Fig. 7B). Also, IL-1β was produced by kupffer cells in the Ctrl group wheres it was produced mainly by the innate immune cells targeting hepatocytes in the Pre-T group as well as targeting hepatocytes and fibroblasts in the Post-T group (Fig. 7B). 

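Csf1 (ENSMUSG00000014599, chromosome 3, 107741048 to 107760469) had a UMI in 12.7% ± 2.74, 23.1% ± 3.4 and 14.5% ± 5.88 of fibroblasts from Ctrl, Pre-T and Post-T mice (SD, n = 2). Of macrophages, 1.2%, 1.3% and 1.17% had a UMI of Csf1. Il34 (ENSMUSG00000031750, chromosome 8, 110741829 to 110805924), the other ligand of its receptor, had a UMI in 29.4% ± 7.22, 37.8% ± 0.747 and 57.8% ± 13.3 of fibroblasts. Of macrophages, 0.438%, 0.737% and 0.252% had a UMI of Il34. Both genes thus had a UMI in some fibroblasts of Ctrl mice. The paper's signaling maps of these cells use CellChat's default of 25% of the cells of a type. In fibroblasts Csf1 lay below 25% in every group and Il34 above it in every group. In fibroblasts Csf1 did not change (log2 fold changes 0.62 and 0.59, standard errors 0.25 and 0.28, adjusted p = 0.225 and 0.367 for Pre-T and Post-T against Ctrl from edgeR). Il34 was higher in Post-T than in Ctrl fibroblasts, with a log2 fold change of 1.76, a standard error of 0.39 and an adjusted p of 0.0498 from edgeR against 0.0064 from DESeq2. Il34 came to an adjusted p of 0.142 without Ctrl 1, 0.071 without Ctrl 2, 0.0578 without Pre-T 1, 0.0545 without Pre-T 2 and 0.0785 without Post-T 2 from edgeR between Post-T and Ctrl. The receptor gene Csf1r (ENSMUSG00000024621, chromosome 18, 61100598 to 61132149) had a UMI in 36.7%, 49.8% and 44.1% of macrophages and 36.6%, 57.2% and 48.5% of monocytes. Of endothelial nuclei, 1.33%, 9.28% and 1.7% had a UMI of Csf1r. Median depths were 1916 to 2904 UMIs in fibroblasts, 1031 to 3528 in macrophages, 1490.5 to 2018 in monocytes and 1130 to 1928 in endothelial nuclei. In monocytes Csf1r rose between Ctrl and Pre-T mice, with a log2 fold change of 1.19, a standard error of 0.31 and an adjusted p of 0.0117 from edgeR against 0.109 from DESeq2. Csf1r came to an adjusted p of 0.203 without Ctrl 1, 0.214 without Pre-T 1 and 0.0572 without Pre-T 2 from edgeR between Pre-T and Ctrl.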

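In macrophages the log2 fold change of Il1b was -0.99 between Pre-T and Ctrl (standard error 0.81, adjusted p = 0.639 from edgeR). It was -2.50 between Post-T and Ctrl (standard error 0.86, adjusted p = 0.175 from edgeR). In monocytes the log2 fold changes were 1.17 (standard error 0.38, adjusted p = 0.0666) and 0.39 (standard error 0.40, adjusted p = 0.784 from edgeR), and none passed the threshold. DESeq2 called no change of Il1b in either class, where its lowest adjusted p was 0.0948.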

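Il18 (ENSMUSG00000039217, chromosome 9, 50554827 to 50581840) had a UMI in 10.6% ± 1.24, 16.4% ± 5.07 and 17.3% ± 9.15 of macrophages and 14% ± 3.14, 9.21% ± 0.741 and 19.9% ± 9.07 of hepatocytes from Ctrl, Pre-T and Post-T mice (SD, n = 2). Of T nuclei, 0.218%, 0.626% and 1.01% had a UMI of Il18. Its receptor genes Il18r1 (ENSMUSG00000026070, chromosome 1, 40465552 to 40500854) and Il18rap (ENSMUSG00000026068, chromosome 1, 40515362 to 40551705) were found in NK nuclei at 25.7%, 26.2% and 21.4% for Il18r1 and 41.6%, 40.9% and 71.4% for Il18rap. In T nuclei they were found at 13.6%, 15.3% and 17.5% and 7.58%, 9.7% and 16.6%. Some T nuclei of each group thus had a UMI of each gene, in shares below CellChat's default of 25%. In endothelial nuclei the shares were 0.20%, 0.292% and 0.135% with Il18r1 and 0.157%, 0.292% and 0.234% with Il18rap. The depths behind these shares had medians of 1031 to 3528 UMIs in macrophages, 4358 to 9585 in hepatocytes, 1209 to 1563.5 in T nuclei and 1130 to 1928 in endothelial nuclei. The Post-T shares of NK cells rest on 14 nuclei. In T cells neither receptor gene changed between Post-T and Ctrl mice (adjusted p = 0.668 for Il18r1 and 0.71 for Il18rap from edgeR).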

The IL-1 family cytokine, IL-18, targeted NK cells in the Ctrl and Pre-T group while targeting NK cells and CD8^+^ T cells in the post-T group (Fig. 7B). 

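Per mouse, Tnf was at 3.49 and 0 CPM in macrophages of the Ctrl mice, 25.6 and 31.8 CPM in the Pre-T mice and 38 and 5.88 CPM in the Post-T mice. These values rest on 2, 0, 49, 92, 60 and 5 UMIs of Tnf. The 2 UMIs of the Ctrl mice against 206 of the Western-diet mice gave a ratio of 14.3 with a counting interval of 3.92 to 119. With mice as replicates, edgeR gave an adjusted p of 0.128 for Pre-T and 0.133 for Post-T against Ctrl. Between Post-T and Pre-T macrophages the log2 fold change was -0.14 (standard error 0.64, adjusted p = 0.974 from edgeR). In monocytes Tnf rose between Ctrl and Pre-T mice, where 87 UMIs against 1 gave a ratio of 15.4 with a counting interval of 2.7 to 616. The adjusted p of 0.00533 from edgeR became 0.243 without Ctrl 1 and 0.0649 without Pre-T 1. Between Post-T and Pre-T monocytes the log2 fold change was -0.76 (standard error 0.53, adjusted p = 0.708 from edgeR). From ligand and receptor expression by class the paper infers which classes signal to which in each group. The values above give the expression of the genes, and the inferred signaling itself was not analysed here.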

TNF-α was detected only in the Pre-T group produced by M1 macrophages targeting mainly MDSCs and monocytes (Fig. 7B). A summary of the stepwise signaling communications during a WD is showin in Fig. 7C.

**Figure 7:**
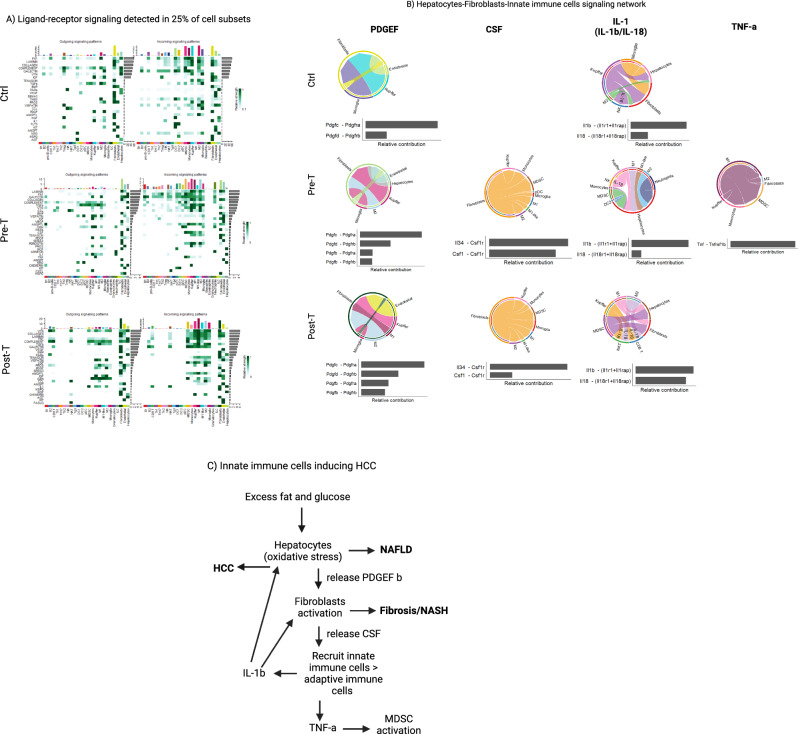
Innate immune cells are central players in promoting HCC. (**A**) Heatmaps portraying all identified significant signaling pathways by CellChat using default parameters (25% of cells expressing genes in each cell type. (**B**) Chord diagrams showing signaling pathways among hepatocytes, structural cells and innate immune cells in all groups. (**C**) A summary of the stepwise signaling communications in the liver during a WD. Figures (**A**) and (**B**) were made through the use of CellChat version 1.5.0, and the heatmaps in A used the dependent software ComplexHeatmap version 2.15.1 (https://github.com/jokergoo/ComplexHeatmap), while the chord diagrams in B used the dependent software circlize version 0.4.16 (https://github.com/jokergoo/circlize).

## Discussion

The strength of the reductionistic approach lies in a focused and precise analysis of individual components in isolation, yet missing the mutual interconnection and feedback loops between the various cellular components which create a dynamically changing immune system, as well as failure to understand the emergent properties of the immune response as a system. In fact, it misses the forest for the trees. Therefore, there is an urgent need to balance reductionism with a systems immunology approach for a comprehensive understanding of the immune function. A systems immunology approach suggests focusing on cellular interactions and analyzing the feedback loops between the components, understanding the emergent properties or collective function of the immune responses, considering the immune cell interactions with the hepatic structural cells, and finally adopting a holistic perspective that considers the immune responses as a collective function rather than focusing solely on individual components.

By taking a systems immunology approach^28^, we discovered that (i) innate immune cells, M1 macrophages in particular, recruited into the liver are the major player for orchestrating liver fibrosis and progression of HCC (Fig. 7C), (ii) predicted collective immune function in the liver is beyond the function of its cellular constituents, which is absent or undetectable when each single cell type is analyzed separately; (iii) each predicted collective immune function arise from the crosstalking network of immune cells dynamically entangled and interacting with one another and with the hepatic structural cells; it is similar to the behaviors of a flock of birds arising from the interactions between individual birds, rather than from the behavior of any single bird; and (iv) such predicted collective immune function can be understood by the discovery of dominant-subdominant pattern of immune cells interactions as super-pattern as well as inferior-pattern during tumor progression. Specifically, we detected multilayered immunological patterns, extending from super-patterns to inferior patterns, and shifting from the super-pattern of dominant adaptive immunity (B and T cells) > innate immunity (macrophages and monocytes) to the dominant innate > adaptive immunity during the progression of HCC (Fig. 1I). The collective function, which was independent from and beyond the function of its cellular constituents (innate or adaptive immune cells), missed key immune mechanisms associated with the progression of NAFLD and HCC when each immune cell type was analyzed separately. To this end, increased inflammatory cytokines and hepatic immune responses along with reduced metabolism during disease progression were detected only when the collective function of the immune patterns was analyzed, but many of these functional changes were absent for each immune cell type, when they were analyzed separately out of the context of immune cells network. Importantly, oxidative phosphorylation and glycolysis, which were reported as features of tumor immune surveillance^36^, were found to be increased prior to but not after tumor development, only when the collective function of the immune pattern was analyzed. The carcinogenesis events were specifically evident in hepatocytes. These findings suggest that the collective function of the hepatic immune pattern could detect carcinogenesis pathways that precede tumor development, thereby predicting risk of HCC development without having to focus on specific tumor markers. A high incidence of some carcinogenesis events prior to tumor development and their disappearance or downregulation after tumor development is indicative of pathways that are active in normal cells only to alter the normal function of the cells, but they could be absent in already transformed tumor cells. For instance, pathways regulating telomerase reactivation may occur in the early stage of cancer development and then become downregulated or lost as the cancer progresses. Also, some epigenetic modifications may be reversible or dynamic such that they could occur for inducing cell transformation, but they may disappear or change as cancer evolves. Finally, some pre-tumor cells may stimulate angiogenesis to support their own growth, but this may be less pronounced or disappear once a tumor and blood vessels have formed. This is clinically significant because there is no specific marker to predict the risk of HCC in patients with progressive NAFLD and NASH. Therefore, this is the first report showing that detection of the collective immune function can reliably predict risk of HCC progression during NAFLD.

Internetwork analysis of the hepatic cells revealed that structural cells and innate immune cells dominated the ligand-receptor functional signaling network, followed by adaptive immune cells. Importantly, similar ligands interacted with different targets depending on the pattern in which they participated. During the dominance of adaptive immune cells in the Ctrl group, their participation in the ligand-receptor network was less than that of innate immune cells or even less than that of subdominant adaptive immune cells during a WD. This could be because, as we reported previously, only 20% of T cells were of T effector phenotype in the Ctrl group, but the effector phenotypes raised to over 80% during a WD^26^. Importantly, dynamic interactions of the same ligands created different functions, which cannot be explained, when they are analyzed in an isolated fashion by taking a reductionist approach. For instance, while TGF-β was present in the healthy control and those with NAFLD or HCC, its interaction with the activating receptors Tgfbr1/Tgfbr2 and modulatory receptors Acvr1b/Tgfbr2^41^ was present only in the Ctrl group. On the other hand, lack of the modulatory receptor Acvr1b/Tgfbr2 promoted constant activity of TGF-β through Tgfbr1/Tgfbr2 or Acvr1b/Tgfbr1^47^ during NAFLD and HCC. This could explain the TGF-β paradox in tumor inhibition and tumor promotion^48^. Also, complement pathway was detected in all groups but complement activation differed in each group when analyzed in the network of interaction with other immune cells. Although complement activation cannot be drawn from RNA sequencing alone, our findings suggest that dominance of B cells over macrophages in the Ctrl group could result in the CR2-mediated complement inhibitory function of B cells^49^, whereas shifts to dominant innate immune cells during a WD could remove such complement inhibition and promote inflammatory complement activation through the expression of Itgam/Itgb2 and Itgax/Itgb2 receptors by macrophages and monocytes^42^.

By focusing on the signaling pathways among hepatocytes, structural cells, and innate immune cells, we discovered that high fat/sugar diet induces hepatocytes to express the PDGF b isoform, which is typically produced by infiltrating macrophages during inflammation for activation of fibroblasts by signaling through the receptor PDGFRβ, followed by subsequent activation of PI3K/AKT pathways that prompt proliferation, fibrinogenesis, and collagen deposition^50–52^. Importantly, crosstalk between these cell types are implicated in hepatic inflammation, fibrosis, and carcinogenesis^51,53^, while the activation of hepatic stellate cells and fibroblasts in this manner facilitates expression of CSF for the recruitment of innate immune cells in the liver^54–56^. Consequently, the innate immune cells, M1 macrophages in particular, predominated over Kupffer cells and expressed IL-1β to further activate fibroblasts and target hepatocytes, as well as TNF-α to recruit and activate MDSCs. IL-1β is canonically produced by Kupffer cells and infiltrating macrophages during inflammation and can activate these structural cell species^53,57,58^, as well as converting fibroblasts into tumor-associated fibroblasts recruiting innate immune cells^56^. IL-1β was reported to increase carcinogenic events^59^ on hepatocytes during a WD, but it has also been noted to promote steatosis by its effects on hepatocyte fat accumulation^60^. TNF-α signaling through TNFR2 on MDSCs has been identified as a prominent mechanism in the accumulation, persistence, and survival of MDSCs in tumor sites^61,62^, and also for their ability to exert suppressive and tumor promoting functions^63,64^. Importantly, shifts from dominant T and B cells to macrophages and monocytes resulted in the production of TNF-α by macrophages promoting their survival and growth through higher expression of the TNFR2 survival receptor compared with the TNFR1 apoptotic receptor^44,65^ during a WD. Similar observations were made on structural cells with the dominant ratio and signaling of fibroblasts over endothelial cells changing their functional signaling in the Pre-T group. However, restoring endothelial cells dominance pattern did not restore their functional signaling to those in the Ctrl group. This is consistent with recent reports showing that shift towards predominant innate immunity resulted in epigenetic changes by a high-fat diet such that their inflammatory signature persisted even after weight loss and normalization of metabolism^66^.

We demonstrated that shifts in the position of each immune cell from subdominant to dominant and vice versa was not merely quantitative, rather, new position induced new function that created a new collective function. Therefore, analysis of each immune cell type without detecting the dominant-subdominant immune cells relationship that shapes the immune pattern, could result in contradictory reports on dynamic function of each immune cell type during the course of diseases. Such dynamic function has been documented as Th17 heterogeneity^67^, CD8^+^ T cell plasticity^68^, dynamic plasticity of macrophages^69^, site-specific DC plasticity^70^, as well as immune evasion mechanisms^71,72^. Very recent review of literature on the immune system also demonstrated how immune cell metabolites affect immune cell communication and function as a system^73^.

These data provide multiple novel insights on how the impact of immune-inflammation and oncogenic pathways may vary based on the biological context and immunological pattern in which they are activated. They support future integrated approaches to evaluation of the hepatic immune patterns and their mechanism of action as the collective function that may not be evident by conventional reductionist approaches. The pattern discovery approach suggests that progressive NAFLD or NASH and HCC cannot be described by tumor immune tolerance or immune suppression, because these mechanisms focus on each cell component, which do not reflect the collective immune function. In fact, focusing on each immune cell type, pro- or anti-inflammatory cells, would mask and miss important functional mechanisms and cellular dynamics, which can only be detected by the discovery of the hepatic immunological patterns creating collective functions. Based on the present data, we suggest that taking a systems immunology approach could change the direction of immunology research, and immunotherapeutic development. We offer pattern discovery approach for the understanding of networks of immune cell interactions, rather than getting lost in the details, as well as immune modulation strategies, rather than inducing or boosting a specific type of the immune response, for cancer therapies. To this end, the hepatic structural cells, fibroblasts and endothelial cells, in addition to hepatocytes appear to dominate the outgoing signals affecting the innate immune cells, macrophages and monocytes, as well as the adaptive immune cells, T and B cells. Also, innate immune cells appear to be dominant in signaling networks compared with T and B cells when truncated mean of 50% was used. Nevertheless, a truncated mean of 2.5% revealed an active role of T and B cells in signaling network as well. Overall, innate immune cells appear to have more contribution in signaling network than T and B cells. It is important to note that the dominant-subdominant pattern is just one factor that can influence the collective immune function, feedback loops among immune cells as well as between immune cells and the hepatic structural cells or liver-resident microbiome could also participate in shaping the collective immune function in the liver. Therefore, future studies should include multi-omics studies to achieve more accurate understanding of the hepatic immunological pattern by considering the role of tissue microbiome dysbiosis in remodeling the hepatic structural cells and immunological pattern^74^. The hepatic immune patterns that we discovered in the present study are limited to the methodology we used including SingleR containing reference database for annotating major cell types, and scSorter. Further analyses may be needed by means of more advanced programs to acheive a comprehensive understanding of the hepatic immunological patterns.

## Materials and methods

### Mice and specimens

Six snap-freeze liver samples collected from DIAMOND mice (Diet-induced animal model of non-alcoholic fatty liver disease; 129A1/SvIm and C57BL/6 J cross mice) were subjected to single nuclei RNA sequencing (snRNAseq). All mice were males and stratified into three groups, each including two samples. The control group was put on a standard CD for 40 weeks (Ctrl), two experiment groups were put on a WD either for 40 weeks when they were yet to develop HCC; thus, being classified as the pre-tumor (Pre-T) group, and those who were on a WD for 48 weeks by the time they have developed tumors (Post-T). WD consists of a high-fat food diet, coupled with sugar water (23.1 g/L of Fructose and 18.9 g/L of Glucose adjusted to 1L in distilled water) to promote the diet-induced phenotype in a longitudinal fashion over time. We utilized these specific time frames on a WD based on a previous study that found male DIAMOND mice consistently developed liver tumors after 48 weeks^26^. Lastly, the snap-freeze liver samples underwent snRNAseq through the 10 × Genomics Chromium system. Specifically, the Singulomics Corporation conducted library construction with Next GEM v3.1, then libraries were sequenced with approximately 200 million paired-end and 150 base-pair long reads per sample on an Illumina NovaSeq sequencer. These studies have been reviewed and approved by the Institutional Animal Care and Use Committee (IACUC) at Virginia Commonwealth University on animal protocol number AD10001306. All methods were performed in accordance with the relevant guidelines and regulations.

### ARRIVE guidelines

These studies were also conducted in accordance with ARRIVE Guidelines, in which more detailed information can be found in the ARRIVE Essential 10 (Table 1). Previous reports demonstrated validity of deep sequencing results in small cohorts of even 2 mice per group by presenting aggregate data^75–77^.

**Table 1:** Experimental design.

ARRIVE essential 10		
Study design	1	All mice were male and stratified into three groups housed in different cages: those on a standard chow diet (CD) for 40 weeks served as a control, while the rest of the mice were fed a high-fat diet in a longitudinal fashion. Mice in the Pre-T group were on this diet for 40 weeks, while those in the Post-T group were on the diet for 48 weeks and developed HCC, as shown in the development of this DIAMOND mice model^26,27^
Sample size	2	The total number of DIAMOND mice used was six, with two mice stratified in each group (Ctrl n = 2, Pre-T n = 2, and Post-T n = 2) in order to capture cellular changes in the liver during HCC progression. Sample size was decided based on cost of sequencing services and our ability to perform a base level of statistical analyses
Inclusion and exclusion criteria	3	No animals were excluded from this study, nor was an exclusion criterion established
Randomization	4	No randomization occurred, as all mice were housed in cages on the same rack, and their cage location remained the same throughout the study
Blinding	5	No blinding was performed, as knowledge of which cage the mice were in was required to provide them with the correct experimental diet and water (CD and regular water compared to high-fat diet and sugar water)
Outcome measures	6	Any behavioral changes in mice were monitored throughout the study. The outcome measure assessed was examination of the livers from our experimental groups of mice via snRNA-seq
Statistical methods	7	DESeq2 processed data was filtered on a *p*-value < 0.01, followed by subsequent filtering in IPA of only molecules with a z-score > 2. Quantification of specific molecules of interest was performed in each replicate (n = 2 per group) in order to generate an average and standard error mean (SEM) for plotting. CellChat analyses only presented predicted signaling pathways deemed significant by the program (*p*-value < 0.05)
Experimental animals	8	DIAMOND mice (129A1/SvIm and C57BL/6J cross mice) were all males in this study and started on their respective diets at two months of age for 40–48 weeks
Experimental procedures	9	No experimental procedures were conducted during the time on high-fat diet. At the end of the time course mice were humanely euthanized to snap-freeze resected livers and subjected to snRNA-seq
Results	10	Analyses of snRNA-seq data assessed both replicates (n = 2 per group) pooled together for visualization of data in Seurat and cell type annotation. Replicates were separated in R for statistical measures during analysis with DESeq2 and quantification of cells expressing specific molecules of interest

Detailed methods and procedures utilized for obtaining and analyzing in vivo experimentation in mice.

### Hematoxylin and eosin staining

Formalin-fixed paraffin-embedded liver (FFPE) liver tissues were subjected to hematoxylin and eosin (H&E) stain using Tissue Tek Prisma Autostainer. We used VectraPolaris 1.0 acquisition software, image size of 16.76 mm × 30.18 mm with the resolution of 25 um/pixel (40 ×).

### Data pre-processing, quality control, and visualization

After sequencing, reads were aligned to the mm10 version of the *Mus Musculus* reference genome provided by 10X Genomics with CellRanger v6.1.1 to generate our single nuclei sequencing results. All the sample data was processed in Seurat R package by first giving group identifying labels to each sample, which were all merged to undergo quality control and normalization by filtering on nFeature_RNA > 200 & nFeature_RNA < 5000 and the percentage of mitochondrial gene expression < 5% (percent.mt). Too few or too many features may be indicative of dead cells or multiple cells in a single run; while increasing amounts of mitochondrial associated genes corresponds with dying cells. The nCount_RNA metric in Seurat was not included with other quality control metrics, as we did not use this for filtering steps. Initial visualization through dimensional reduction was performed on all cells within sample groups by using marker genes from SingleR cell type annotations in principal component analysis (PCA), followed by uniform manifold approximation and projection (UMAP) (Fig. S1C; arXiv:1802.03426). Graphical visualization of cell clusters was performed with both PCA (Fig. 1B) and UMAP (Fig. 1C,D) in Seurat, followed by functional interrogation of cell types through additional R packages. Also, the Viridis package was utilized for improving heatmap coloration when using Seurat’s DoHeatmap function to assess any genes of interest^78^; along with the pheatmap package for the reference annotation probability score heatmap (Fig. S1C).

### Reference database cell type annotations and cellular subset quantification

Cell typing was performed using a 2-pass method. First, we used SingleR^79^, which enables access to reference databases of annotated cell types from a multitude of different experiments, in order to annotate cell types globally by using both ImmGen and MouseRNAseqData databases. This was performed to ensure accuracy of cell type annotations, which was confirmed through matched probability scoring of annotated cells by both databases (Fig. S1C). Only matched cell types with the same nomenclature were compared, as combining the use of both databases enabled us to identify cell types unique to one database or the other, such as Hepatocytes or NKT cells (http://bioconductor.org/books/release/SingleRBook/using-multiple-references.html). The ImmGen database contains 830 microarray samples focused on the classification of 20 main cell types and various subtypes of hematopoietic and immune cells, while the MouseRNAseq database contains 358 RNA-seq samples focused on annotating 28 specific cell types. All cell types annotated with both databases had the top 20 markers of each cell type recorded, so we could pass all gene markers excluding duplicates to PCA to optimize downstream visualization through dimensional reduction methods. All marker genes can be found in an Excel file listed in the Table 2 (SingleR Annotated Cell Markers xlsx file). Second, we used scSorter^80^, which performs a “semi-supervised” machine learning approach, to further interrogate subsets of our singleR annotated cell types, such as T cells, Dendritic cells (DCs), B cells, Monocytes, and Macrophages. All cells were sorted based on known marker genes, along with non-marker genes using the scSorter R package, which employed a machine learning approach to differentiate the subsets of interest for downstream analyses. DCs were sorted into DC1, DC2, and pDC; Macrophages were sorted into M1, M2, M1-like, and Kupffer cells; Monocytes were sorted into monocytic-MDSCs (mMDSC) or remained classified as monocytes; and T cells were sorted into CD4 and CD8 subsets. The CD4 T cell subset was further interrogated by classifying helper T cell subsets (Th1, Th2, Th17, and Treg) with scSorter to assess their functional pattern in each sample group. We initially sorted CD4 and CD8 T cells with marker genes from “GeneList18”, which recapitulated patterns seen in previous works showing different ratios in the spleen compared with the liver (Mirshahi et al., 2022), so we reported it in Fig. 1H. However, we sorted CD4 and CD8 T cells differently with “GeneList14” in order to interrogate helper T cell subsets, as we needed to acquire a higher number of cells with the algorithm to sufficiently capture the pattern of helper T cells on WD. These specific sorting results were only included in the UMAP visualization on Fig. 1D, demonstrating their pattern in Fig. 1G, and in Fig. 5 to investigate specific cellular sources of signaling. All sets of marker genes to sort cell type subsets can be found in an Excel file within Table 2 (IC Patterns scSorter genes and PMIDs xlsx file). All cells classified by SingleR annotations and scSorter were first quantified in R to understand the exact number of each cell type per sample group, and further recorded in Microsoft Excel for normalization and graphing. Any “Unknown” cell populations from the use of scSorter occur because they do not fit into any of the subsets of interest based on gene expression, so these were removed from analyses if there were few cells (n < 10 in any of the three groups). If there were sufficient cells, they were interrogated for any specific differentially expressed genes that may implicate an identity. M1-like cells were classified based on their similar expression profile to M1 cells, especially their high expression of Itgad, a marker of pro-inflammatory macrophages retained in inflamed sites^33–35^ (Fig. S2). When sorting CD4 + Helper T cell subsets, we sorted differently with “GeneList18” markers to optimize the number of CD4 + T cells to sort out the helper T cells. This was performed to find the proportion of the pattern that helper T cells constitute on WD and to identify potential sources of signaling with the CellChat R package downstream. Notably, this group did have significantly more than 10 cells classified as unknown in one group (Ctrl: n = 98, Pre-T: n = 21, and Post-T: n = 9). However, because the Post-T had less than 10 cells and differential expression analysis in Seurat did not reveal any distinguishing genes compared with other helper T cell subsets, these cells were removed to ensure only accurate annotations were included downstream. All known classified cellular subsets were normalized to 100% based on the total cells within that cell type category excluding any “Unknown”.

**Table 2:** Marker genes table. SingleR Annotated Cell Markers contains the top 20 marker genes for each cell type based on the SingleR reference databases, in which all unique and duplicate genes were compiled to pass these genes to principal component analysis.

Marker genes table	
SingleR cell type PCA genes	SingleR annotated cell markers xlsx file
scSorter cell type subsets	IC patterns scSorter genes and PMIDs xlsx file

IC Patterns scSorter genes and PMIDs contains marker genes for sorting cell type subsets out of the SingleR annotated population, in which the “GeneList# file for R” column shows the set of markers used for identifying subsets in each annotated cell type; along with PMIDs supporting the use of specific marker genes. All files can be found in the repositories listed in the data and code availability section.

### Differential gene expression

Differential gene expression analysis was performed with DESeq2^81^ to identify differentially expressed genes across sample groups to compare expression signatures by uploading data containing the calculated log fold change and statistics of group comparisons to Ingenuity Pathway Analysis (IPA). Specifically, three groups were stratified to assess disease progression: first comparing Pre-T cells to those in the Ctrl (Ctrl vs. Pre-T), Post-T cells against those in the Ctrl (Ctrl vs. Post-T), and finally the Post-T group compared against the Pre-T (Pre-T vs. Post-T). A pooled or bulk immune cell analysis was performed by consolidating all immune cells into a single Seurat object within each experimental group to assess any differences we see in a collective immune signature, compared to the individual SingleR annotated cell populations we performed DESeq2 on alone. Certain cell types were combined to ensure sufficient counts were present for statistical comparison, such as NK and NKT cells (NK/NKT), along with the remaining innate immune cells such as Microglia (microglia-like), Basophils, Eosinophils, Granulocytes, Neutrophils, ILC, and Tγδ cells (other innate cells). Since we detected microglia-associated gene expression signatures in the liver, we used the term microglia-like cells for microglia. The pooled immune cell group had counts of greater than or equal to 10 when running DESeq2, whereas investigation of individual cell populations used a filter of greater than or equal to 3 to accommodate for sample size differences. Figure 3 took another pooled approach by merging all annotated and sorted cell type subsets to analyze the hepatic microenvironment in each group (includes: B1, B2, pro-B cells, CD8 T, Th1, Th17, Th2, Treg, NK, NKT, Tγδ, DC1, DC2, pDC, m-MDSC, Monocytes, Kupffer, M1, M2, M1-like, Microglia (microglia-like), Basophils, Eosinophils, Granulocytes, Neutrophils, ILC, Fibroblasts, and Hepatocytes).

### Identification of intercellular signaling networks

The recently developed R package called CellChat^82^ employs an online manually curated database based on KEGG and various published articles to generate a comparative framework for detecting intercellular communication across biological conditions. It characterizes and compares inferred signaling networks using a novel approach that analyzes through looking at social networks, pattern recognition, and manifold learning. This approach enables evaluation of all predicted signaling networks between specific cell types, while also identifying sources and targets of signaling interactions based on gene expression of the ligand-receptor pairs between cell populations in a sample group. We performed this analysis with just our SingleR annotated immune cells, along with the annotated non-immune cells of interest such as hepatocytes and structural cells (Fig. 4A). This was followed by a second perspective of analysis, in which only SingleR annotated immune cells were included to assess any immune-immune cell signaling interactions during disease progression (Supplemental Fig. S5). Cells were also filtered so only groups with more than 10 cells were assessed to ensure accurate representation of intercellular communication networks between cell types. Further, we performed multiple layers of this analysis with CellChat by adjusting the parameters in the “computeCommunProb” function to a “truncatedMean”, in which we were able to examine the ligand-receptor pairs detected in a specific percentage of cells within each SingleR annotated cell type, such as 50%, 25% (Default “trimean” approach), 5%, and 2.5% to detect even lowly expressed interactions in immune cells.

### Enrichment analysis

Results from DESeq2 were uploaded to IPA (QIAGEN Inc., https://www.qiagenbioinformatics.com/products/ingenuity-pathway-analysis), which enabled an in-depth interrogation of functional differences based on counts between cell populations of interest compared across sample groups. All cell type populations analyzed through DESeq2 were filtered on a *p*-value less than 0.01, and subsequently a z-score greater than 2 in the IPA analysis results. Enrichment was primarily assessed for terms such as cancer and disease related functions, signaling pathways, immune response, cytokines, microRNA (mir-RNA), and metabolism.

### Quantification and statistical analysis

All cells (SingleR annotated and scSorter identified subsets) were quantified in R and recorded in Microsoft Excel, in order to normalize the data for immune and non-immune cells, respectively. Each group was treated as a single sample, as n = 2 for each experimental group. However, all DESeq2 results were filtered in IPA to only assess genes with a *p*-value < 0.01, followed by subsequent filtering of IPA analysis results for detected functions and molecules with z-scores > 2. All cell types expressing specific genes of interest identified in our CellChat analyses (TNF-α, ADAM17, TNFR1, TNFR2, and double positive cells) were identified in Seurat and quantified to differentiate how TNF signaling is occurring in a more mechanistic fashion within these cell types (Fig. 4C). Further, extracting each set of predicted signaling interactions from our CellChat analyses enabled us to focus on signals stemming from structural cells in Fig. 5, and the probability scores of those interactions with other cells in the liver were graphed for each signaling interaction to see which cell type was highly predicted to be receiving the signal.

### Supplementary Information

Supplementary Figures.

## Data Availability

All code has been deposited on GitHub (https://github.com/koelschnj/Hepatic-Immune-Cell-Patterns-Code) and is publicly available on the following link: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE225381. The datasets generated and/or analyzed during the current study are available in the GEO repository, GSE225381.

# Supplementary material for: The crosstalking immune cells network creates a collective function beyond the function of each cellular constituent during the progression of hepatocellular carcinoma
**Source:** Sci Rep. 2023 Aug 3;13:12630. doi: 10.1038/s41598-023-39020-w
**Supplement:** Supplementary file 1 — Supplementary Figures.

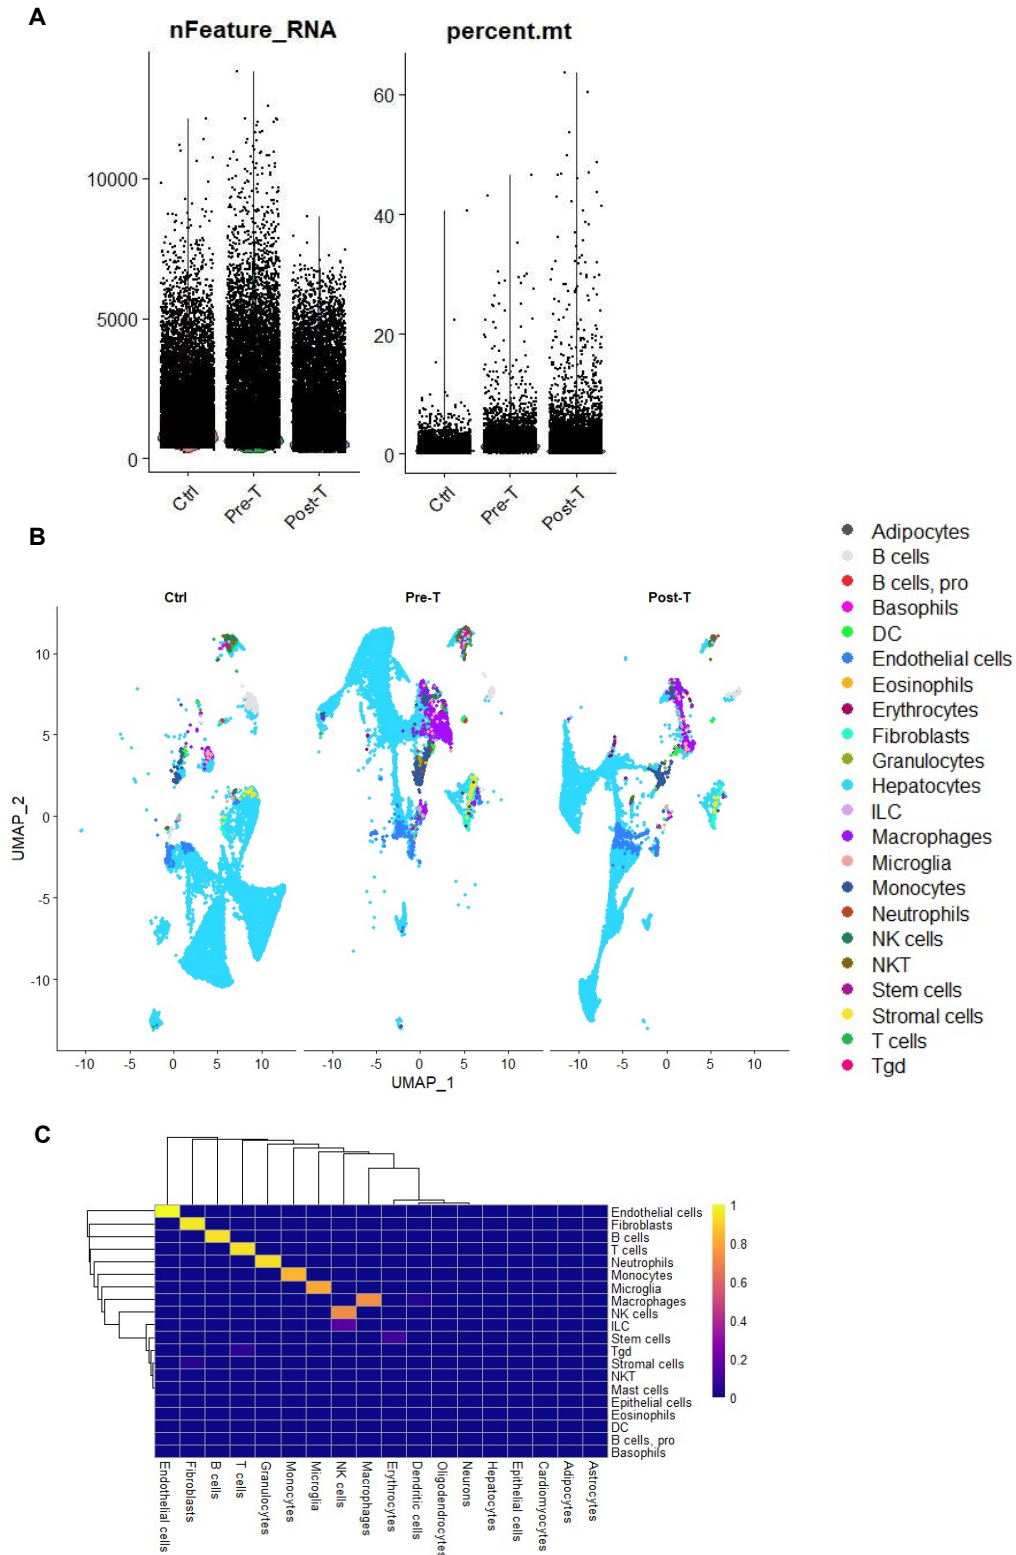

**Figure S1. Normalization and cellular annotation of the liver:** A) Quality control metrics employed to use only high-quality cells (cells were filtered on `nFeature_RNA` > 200 & `nFeature_RNA` < 5000 & `percent.mt` < 5). B) UMAP portraying cell type clusters in experimental sample groups separately after SingleR annotation of cell types. C) Heatmap portraying all matched cell type annotation probability scores based on the two murine reference databases (Immgen and mouse RNAseqdata) of annotated cells (probability score close to 1 indicates exact matches, whereas cell type annotations that are not shared between both databases were not compared). All cell type nomenclature on each axis stems from each individual database, so we could not alter the naming scheme, such as microglia, which will be termed “microglia-like” throughout the rest of the manuscript.

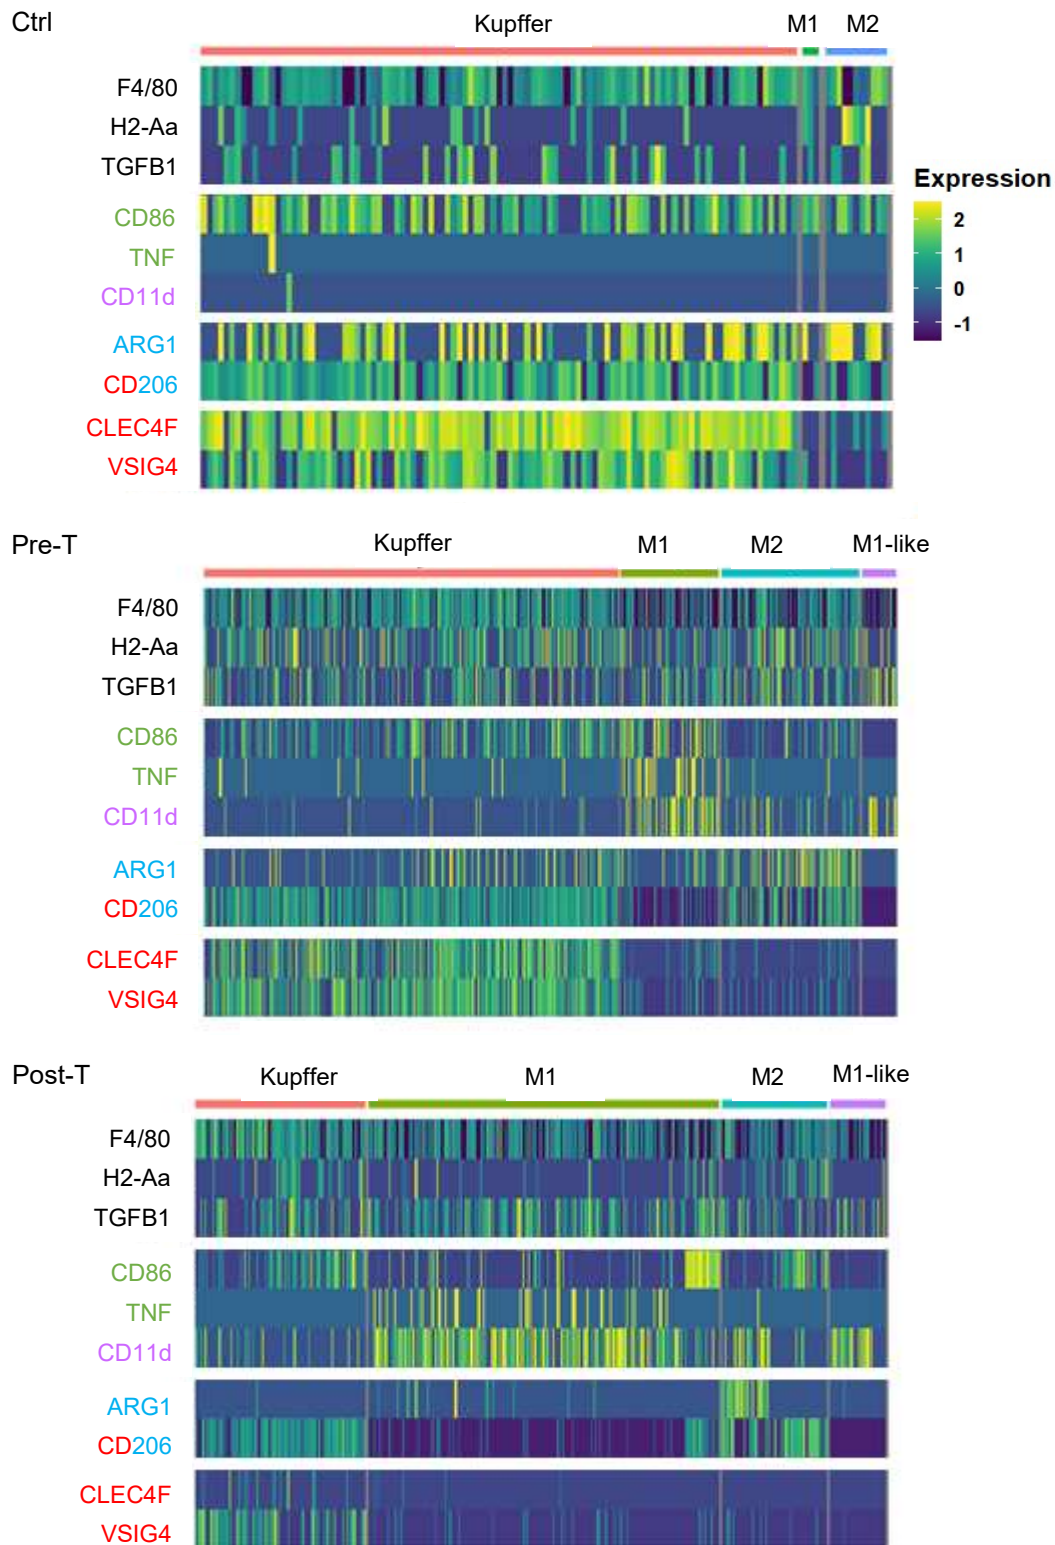

**Figure S2. Macrophage functional profiles:** Heatmaps showing the gene expression profile of major macrophage subsets (Kupffer cells, M1, M2, and M1-like) across groups (size of heatmap bands corresponds to the proportion of cells found with macrophage population by scSorter algorithm, where font color of genes on left of heatmaps corresponds to color above heatmaps and markers used to identify the subsets). All heatmaps in this figure were generated through the DoHeatmap function in Seurat version 4.3.0 (<https://cran.r-project.org/web/packages/Seurat/index.html>) and the viridis package version 0.6.2 for coloration (<https://cran.r-project.org/web/packages/viridis/index.html>).

A) Significantly changed mir-RNA species in hepatocytes

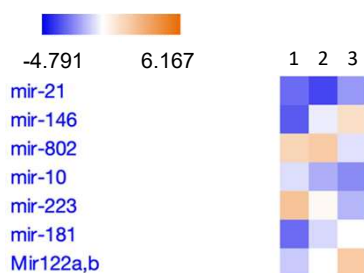

C) Significantly changed mir-RNA in the liver

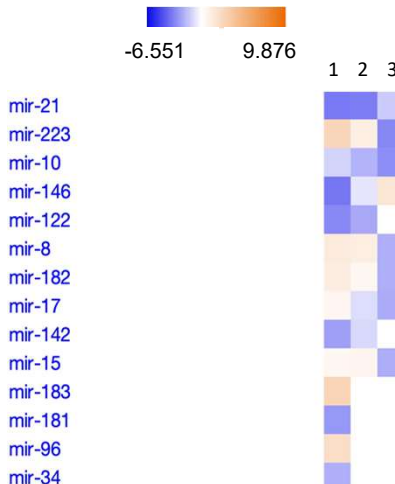

B) Significantly changed the mir-802 pathways in hepatocytes

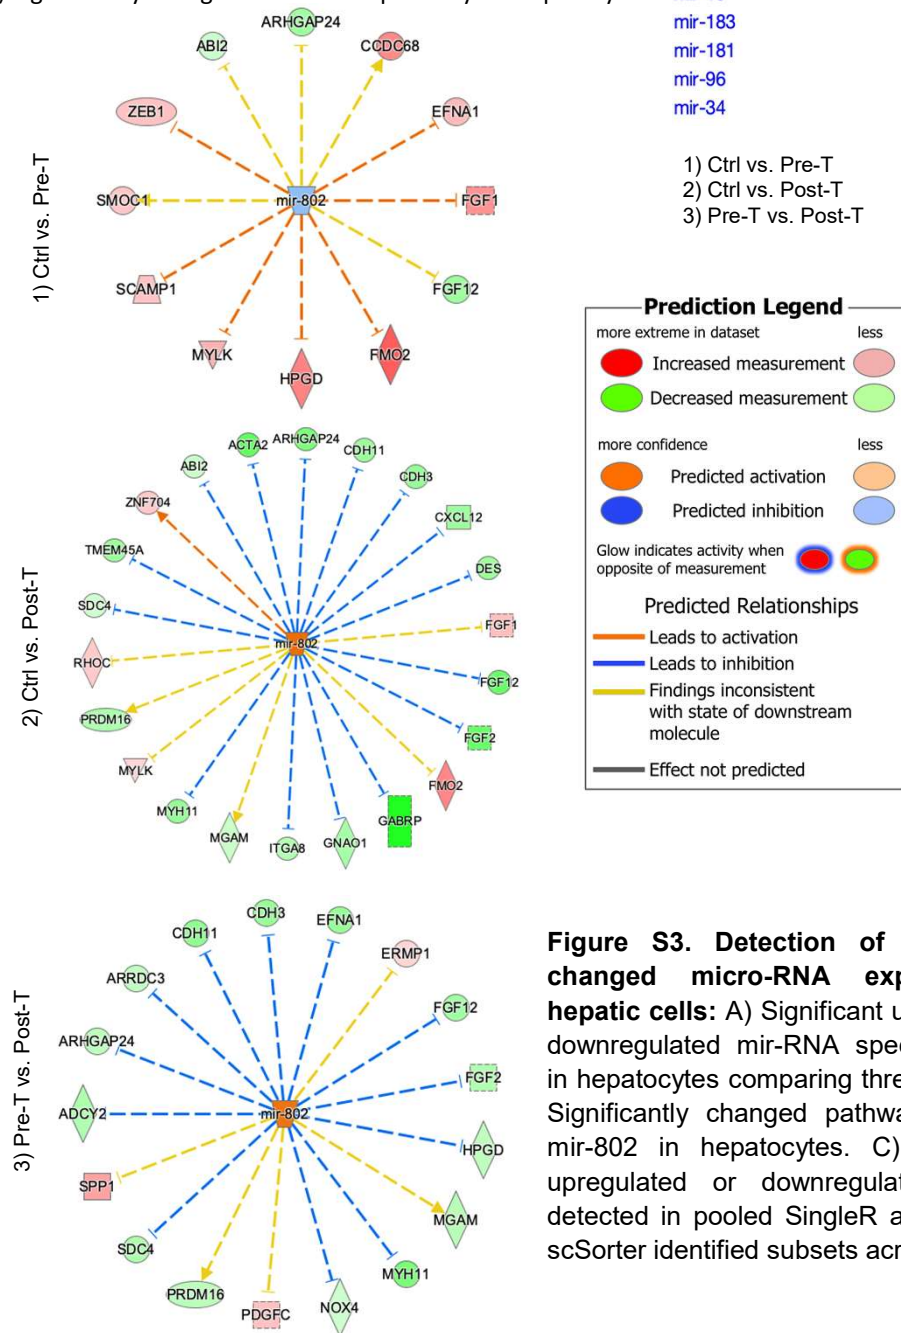

**Figure S3. Detection of significantly changed micro-RNA expression in hepatic cells:** A) Significant upregulated or downregulated mir-RNA species detected in hepatocytes comparing three groups. B) Significantly changed pathways linked to mir-802 in hepatocytes. C) Significantly upregulated or downregulated mir-RNA detected in pooled SingleR annotated and scSorter identified subsets across groups.

## Ligand-receptor interactions of hepatic cells

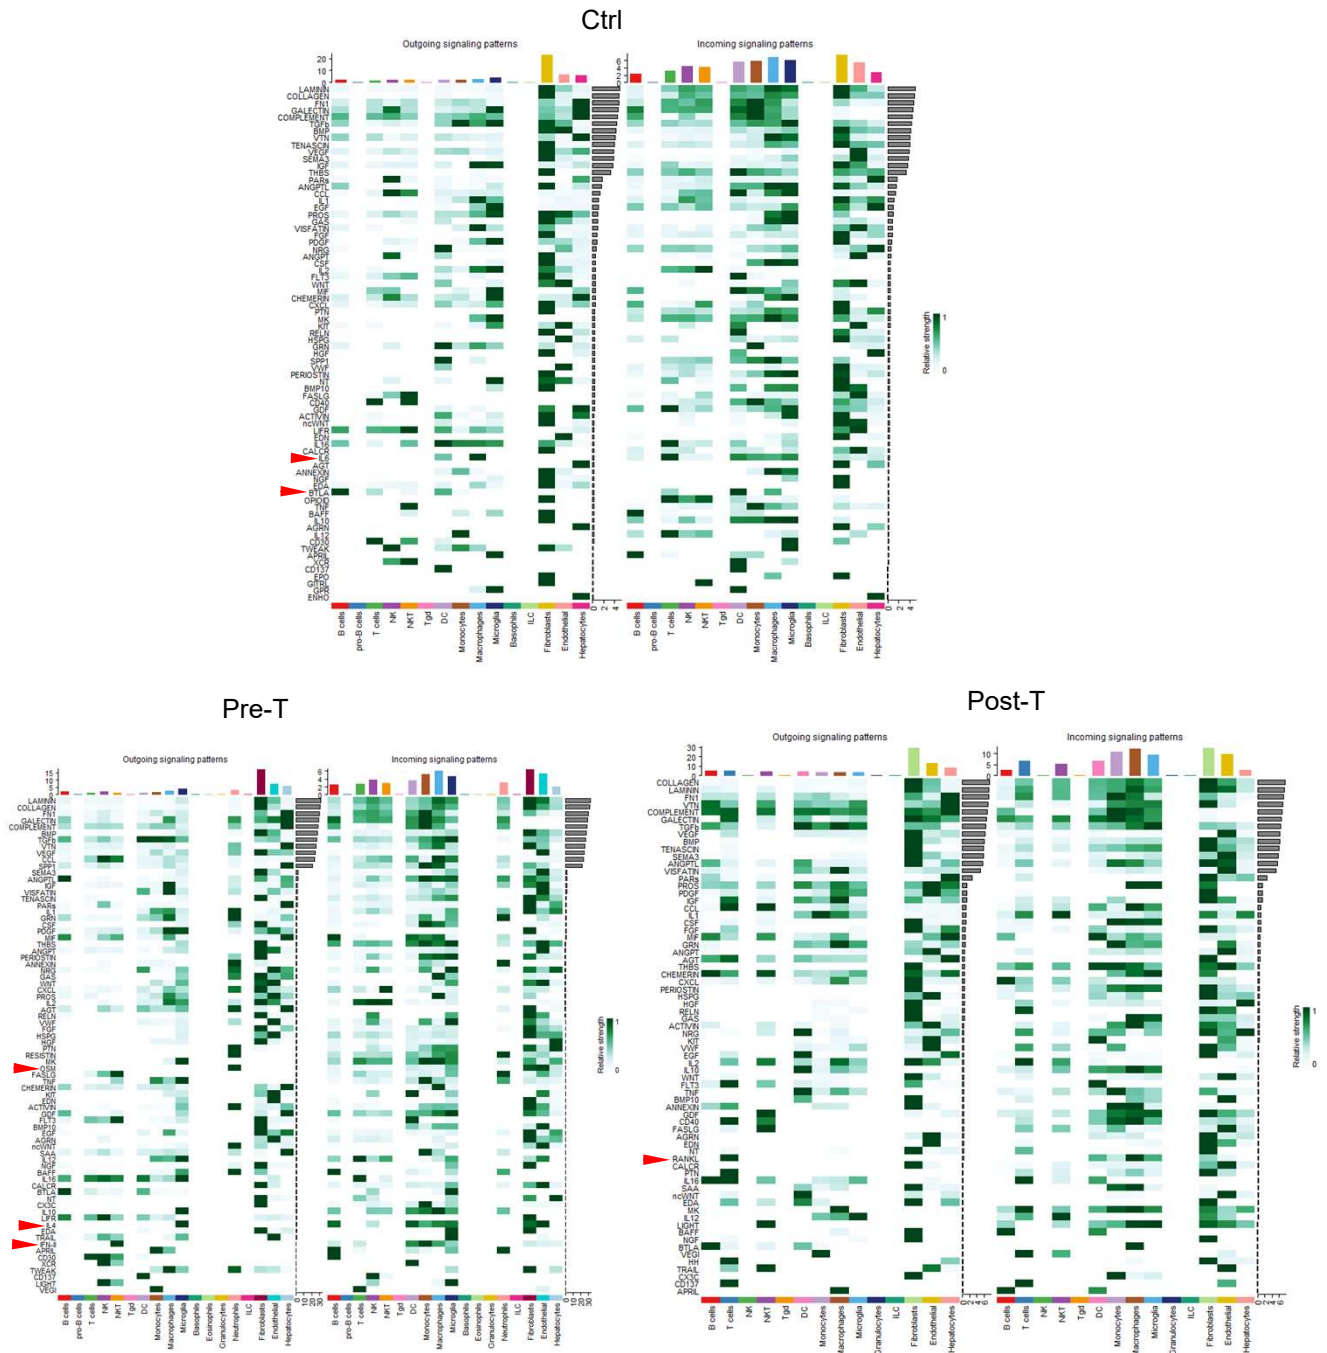

**Figure S4: CellChat Signaling analysis of hepatic cells.** CellChat analyzed cell type specific ligand-receptor signaling interactions in our SingleR annotated immune cells, structural cells, and hepatocytes. The analysis was conducted with truncated mean = 2.5% in order to detect even lowly expressed critical immunologically relevant signaling pathways. These heatmaps show all significantly detected signaling pathways in the Ctrl (upper panel), Pre-T (lower left panel), and Post-T (lower right panel). All heatmaps were generated through the use of CellChat version 1.5.0 (<https://github.com/sqjin/CellChat>), and the dependent software ComplexHeatmap version 2.15.1 (<https://github.com/jokergoo/ComplexHeatmap>).

## Ligand-receptor interactions of immune cells

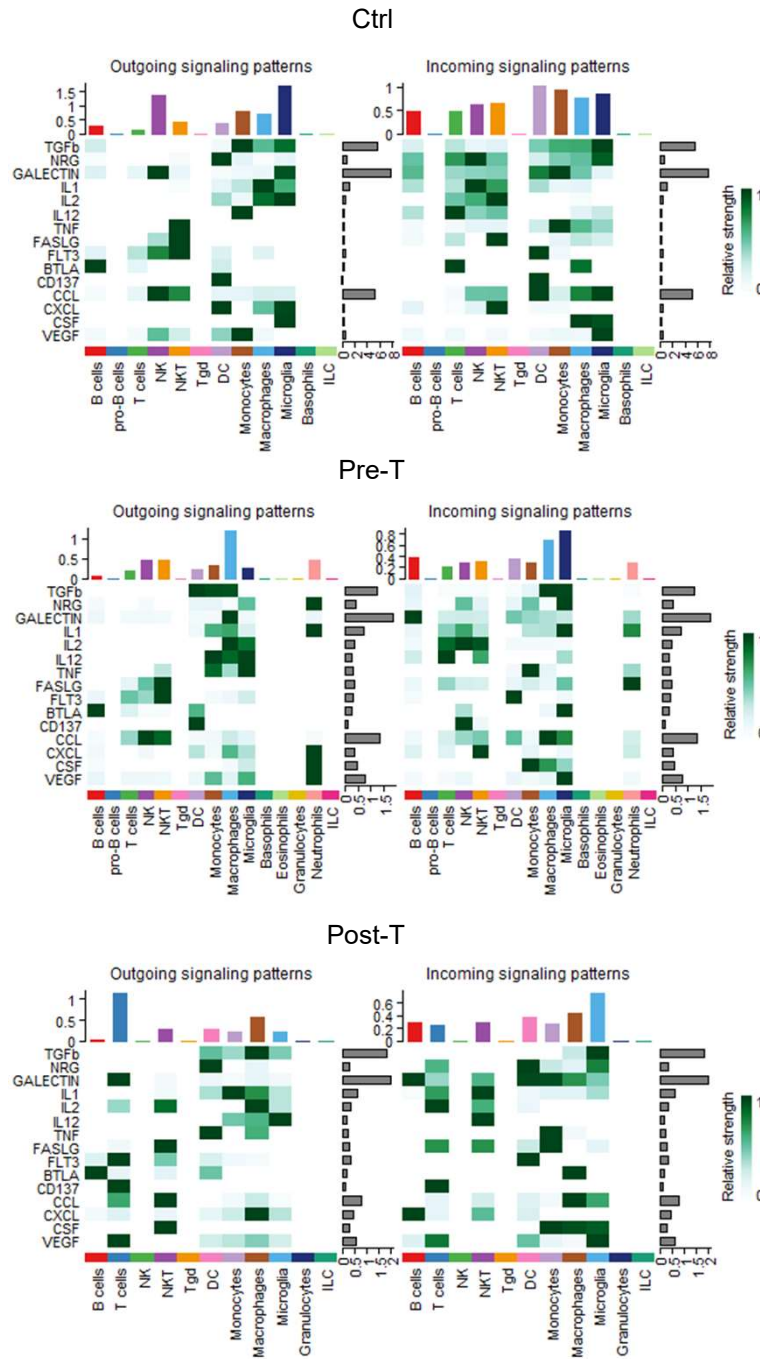

**Figure S5: CellChat Signaling Analysis of immune cells in the liver.** Another perspective of signaling was assessed by only using SingleR annotated immune cells, rather than including structural cells and hepatocytes. Once again, we adjusted CellChat parameters to use a truncated mean = 2.5% to detect additional pathways of interest. Here we show key shared immune cell pathways (TGF- $\beta$ , NRG, Galectin, IL-1, IL-2, IL-12, TNF- $\alpha$ , FASLG, FLT3, BTLA, CD137, CCL, CXCL, CSF, and VEGF) across the Ctrl (upper panel), Pre-T (middle panel), and Post-T (lower panel) groups. All heatmaps were generated through the use of CellChat version 1.5.0 (<https://github.com/sqjin/CellChat>), and the dependent software ComplexHeatmap version 2.15.1 (<https://github.com/jokergoo/ComplexHeatmap>).

How the deposited data were processed for this re-analysis (not part of the article)

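Nuclei from the livers of 6 male mice were profiled as 6 libraries, 2 mice per group: Ctrl on chow for 40 weeks, Pre-T on the Western diet for 40 weeks and Post-T on the Western diet for 48 weeks. The authors aligned the reads to the mm10 reference with CellRanger v6.1.1 and deposited, for each library, raw UMI counts per gene and called barcode as a count matrix with its lists of barcodes and genes. The counts were checked to be whole numbers, and the 6 gene lists were checked to be the same. Whether intronic reads were counted is not stated. The 6 libraries held 7372, 8132, 6160, 8469, 6111 and 5638 barcodes in the order Ctrl 1, Ctrl 2, Pre-T 1, Pre-T 2, Post-T 1 and Post-T 2, 41882 in all, with 27934047, 34912941, 40307564, 34445061, 30510319 and 22453658 UMIs. The sex given for the mice was checked on the counts, where Xist had 9 to 26 UMIs per library and Ddx3y 1319 to 2519.

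Nuclei were kept with the filter of the paper, over 200 and under 5000 genes detected and under 5% mitochondrial UMIs, which left 39012 nuclei. They were clustered over all libraries together with scanpy 1.11.5 under Python 3.11.15, on 30 principal components of 2000 variable genes with 15 neighbours and Leiden clusters (leidenalg 0.10.2, igraph 0.11.9) at a resolution of 1, without integration and with a random seed of 1. Immune clusters were clustered once more on their own. A cluster took the name of a class when at least 3 markers of its list were detected and raised, and stayed unnamed when it carried under 3, when it held the markers of 2 classes or when its 10 leading genes held more markers of another class. Raised meant at least 2 times the nuclei outside the cluster, in UMIs per nucleus and in CPM. Hepatocyte markers were judged by UMIs per nucleus alone, against the nuclei that other markers named. Shallow clusters reach that mark less easily, so the share and depth of hepatocytes depend in part on this rule. Seurat, the R package used in the paper, its annotation and its integration were not repeated, so the classes here are not those of the paper cell by cell. Nuclei of 1 class from different groups often fell into different clusters, so a change within such a class is also a difference between clusters. Markers of liver and blood classes were listed for hepatocytes, cholangiocytes, endothelial cells, fibroblasts, mesothelial cells, macrophages, monocytes, neutrophils, dendritic cells, plasmacytoid dendritic cells, B cells, plasma cells, T cells, NK cells, basophils or mast cells and erythroid cells, and the nuclei each list named are given beside the clustering in the paper. Other packages were numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0 and matplotlib 3.10.9.

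Depth per kept nucleus had a median of 2303, 1820, 2805, 1623, 2017 and 1792 UMIs in the 6 libraries, with 1339, 1154, 1645, 1061, 1195 and 997 genes. The share of nuclei with a transcript depends on this depth, so shares were also computed after thinning every nucleus to 500 UMIs. For a share of 0, the upper limit given is 3 nuclei over the number of nuclei of the group. Shares per mouse carry exact binomial intervals of 95%, which cover the sampling of nuclei and not the spread between mice.

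For tests between groups the UMIs of a class were summed per mouse, so that mice and not nuclei were the replicates. Summed counts were compared with edgeR 4.0.16 under R 4.3.3 (TMM normalization, quasi-likelihood test, all 6 mice in 1 fit, 3 residual degrees of freedom), for genes with at least 10 counts over the 6 mice in pooled nuclei and 3 in single classes, the minimums of the paper. Genes with an adjusted p under 0.05 (Benjamini-Hochberg) were called changed. The standard error given with a log2 fold change is its absolute value over the square root of edgeR's F statistic. The comparisons were Pre-T against Ctrl, Post-T against Ctrl and Post-T against Pre-T, and the 4 Western-diet mice against the 2 Ctrl mice for shares. Shares were compared by exact permutation tests over mice, where 2 against 2 mice allow no p under 0.333 and 4 against 2 no p under 0.0667. Gene sets, 11 lists written from general knowledge of the pathways, were tested with camera of limma 3.58.1 at a preset correlation of 0.01. Ligands and receptors named in the paper were tested in the classes the paper names for them, and the CellChat and Ingenuity Pathway Analysis inferences were not repeated because neither tool was at hand.

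In the text, the genes named are 100 genes that the paper names in its text or draws in a figure, in the class the paper names for them. The figures had been seen before this list was written. In addition, for each comparison of pooled immune nuclei and of hepatocytes, up to 5 genes are named that had the largest absolute log2 fold change among those with an adjusted p under 0.05, a mean of at least 10 CPM (counts of a gene scaled to the library sum) over the 6 mice and no overlap between the 2 groups of mice. Cell class markers, gene set members and genes of clusters 19 and 24 come from lists of their own, and Xist and Ddx3y were used to check the sex. Some of the genes so chosen are not reported here.

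The tests were tested on simulated data drawn from the means, library sizes and dispersions of the real counts, with 200 genes changed by log2 fold changes of 2 or 3 in either direction. In the 3 comparisons edgeR recovered 76.5, 68.5 and 76.5% of the changed genes in pooled immune nuclei, 65.5, 72.5 and 64.5% in hepatocytes, 65.5, 60 and 66% in all nuclei and 81, 76.5 and 73% in macrophages. False calls were 18, 7 and 13 of 171, 144 and 166 calls in pooled immune nuclei, 4, 8 and 11 of 135, 153 and 140 in hepatocytes and 9, 5 and 5 of 140, 125 and 137 in all nuclei. In macrophages they were 45, 53 and 48 of 207, 206 and 194, so the false share of calls in a single class is larger than the threshold of 0.05 states. DESeq2 1.42.0 recovered 88.5, 81.5 and 85% in pooled immune nuclei with 38, 25 and 38 false calls of 215, 188 and 208. Its false calls were 43, 63 and 53 of 218, 241 and 233 in hepatocytes and 71, 68 and 80 of 254, 246 and 253 in all nuclei. In macrophages it recovered 69, 66 and 69% with 16, 23 and 30 false calls of 154, 155 and 168. With camera the changed set was found in each of 6 simulations, and 0 of 10 unchanged sets were called in each. Genes were drawn independently of each other there, so this cannot show how camera behaves where the genes of a set vary together. In all simulations a gene had the same dispersion in every group, while in the data the spread between mice was wider in Post-T mice.

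The tests between groups, the named genes and 22 of the 26 alternatives were chosen before the data were examined. Those 22 were DESeq2 in place of edgeR, DESeq2's size factors within edgeR, filterByExpr or no count minimum beyond 1 count, unadjusted p under 0.01 as in the paper, a minimum of 500 genes, no maximum of genes, clusters at resolutions of 0.5 and 2, naming each nucleus on its own, nuclei sampled to the same number per mouse, thinning to 500 UMIs, fry or an estimated correlation in place of camera's preset one, gene sets without the genes 10 times higher in hepatocytes, the replicate number as a block, and leaving out each of the 6 mice. The Scrublet alternative is counted in none of them, since it was not run as written. Chosen after seeing the data were the removal of the 5% of barcodes with the highest Scrublet scores, counting the unnamed clusters 0, 9, 11, 19 and 24 as hepatocytes, not counting cluster 5 as fibroblasts, fits of only the 2 groups compared and, for the tests of ligands and receptors alone, the sampling of nuclei.

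Left out of the class tests were 6672 and 2565 unnamed nuclei of low depth, 1041 with the markers of 2 classes, 1548 in clusters of high depth and 103 with proliferation genes, because no class could be given to them. Microscopy, blood and protein measurements of the paper were not analysed here. Ambient RNA was not subtracted, and background shares in classes that should lack a gene are given in its place.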

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

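In this part, the tests of free RNA in the gene sets and in single genes and the tests of doublets and of the lobule position in clusters 19 and 24 were chosen only after the result was seen, and the test of active Wnt signalling was not.

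Changes from Ctrl that differ between Pre-T and Post-T mice were brought up in pooled immune nuclei for 5 of 11 gene sets, by a test of the difference itself. The values are median log2 fold changes between Post-T and Pre-T mice with adjusted p from camera. They were nuclear-encoded oxidative phosphorylation at -0.69 with an adjusted p of 8.87e-06, below both Pre-T mice in 1 of 2 Post-T mice, MHC class II antigen presentation at -1.44 with an adjusted p of 1.04e-05, below both Pre-T mice in 2 of 2 Post-T mice, and the lipid droplet and lipogenesis set at -0.60 with an adjusted p of 0.0447, below both Pre-T mice in 2 of 2 Post-T mice. In the other direction came cholesterol biosynthesis at 0.33 with an adjusted p of 0.00657, above both Pre-T mice in 1 of 2 Post-T mice, and xenobiotic and hormone degradation at 0.80 with an adjusted p of 0.00364, above both Pre-T mice in 1 of 2 Post-T mice. Over the alternatives, adjusted p ranged from 5.53e-17 to 0.793 for oxidative phosphorylation, 7.64e-13 to 0.793 for MHC class II, 0.000736 to 0.793 for the lipid set, 6.73e-06 to 0.90 for cholesterol biosynthesis and 2.77e-22 to 0.811 for xenobiotic degradation. None of the 5 held with fry or with an estimated correlation. Relative to the mean of the Pre-T mice, cholesterol biosynthesis was at -0.38 in Post-T 1 and 0.58 in Post-T 2, and xenobiotic degradation at -0.68 and 0.98, so the 2 Post-T mice went opposite ways in both sets. With 1 mouse left out, oxidative phosphorylation came to -0.038 with an adjusted p of 0.521 without Pre-T 2 and -0.15 with an adjusted p of 0.491 without Post-T 1, the lipid set to -0.16 with an adjusted p of 0.79 without Pre-T 2 and -0.32 with an adjusted p of 0.188 without Post-T 1, cholesterol biosynthesis to 0.050 with an adjusted p of 0.142 without Pre-T 1 and -0.21 with an adjusted p of 0.90 without Post-T 2 and xenobiotic degradation to 0.58 with an adjusted p of 0.811 without Pre-T 1 and -0.71 with an adjusted p of 0.142 without Post-T 2.

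For these 5 sets the technical explanation tested was free RNA that enters every droplet, which should move endothelial cells and fibroblasts in the same direction. Unnamed droplets of low depth were not used, since those of the Pre-T mice came from other clusters than those of the Post-T mice. The smallest shift in the direction of the immune nuclei was -0.65 for oxidative phosphorylation, -1.99 for MHC class II and -1.09 for the lipid set, so the other droplets moved along in each of these 3 sets and free RNA is a candidate explanation. For cholesterol biosynthesis the medians were 0.35 in endothelial cells and 0.16 in fibroblasts, with 12 and 11 of 19 genes higher, so free RNA and a change in the immune nuclei themselves cannot be told apart, because the genes went both ways. For xenobiotic degradation the medians were -0.053 in endothelial cells and -0.077 in fibroblasts, against 0.80 in immune nuclei. The 2 explanations cannot be told apart for this set either, because 30 of 66 and 30 of 62 genes were higher there and the others lower, while gene by gene the changes of immune nuclei followed those of endothelial cells (r = 0.883), fibroblasts (0.695) and hepatocytes (0.915). A response of immune cells to 8 more weeks of diet or to the tumor was not tested apart from this and stays open. The tumor and the longer diet cannot be separated in these mice, since every Post-T mouse had both.

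In hepatocytes, 5 sets were brought up by the same test. Lower in Post-T mice were nuclear-encoded oxidative phosphorylation at -0.42 with an adjusted p of 0.0251, below both Pre-T mice in 2 of 2 Post-T mice, MHC class II antigen presentation at -3.12 with an adjusted p of 1.72e-06, below both Pre-T mice in 2 of 2 Post-T mice, the lipid set at -0.81 with an adjusted p of 0.00872, below both Pre-T mice in 2 of 2 Post-T mice, and collagen and fibrosis at -1.73 with an adjusted p of 0.0213, below both Pre-T mice in 2 of 2 Post-T mice. Higher was cholesterol biosynthesis at 0.64 with an adjusted p of 0.00113, above both Pre-T mice in 2 of 2 Post-T mice. Their adjusted p ranged over the alternatives from 1.81e-11 to 0.823, 2.60e-11 to 0.351, 0.00169 to 0.249, 0.0017 to 0.493 and 5.71e-05 to 0.797, in the same order. With fry the lipid set alone held. Leaving out 1 mouse took oxidative phosphorylation to -0.11 with an adjusted p of 0.80 without Pre-T 2 and -0.023 with an adjusted p of 0.525 without Post-T 1, collagen and fibrosis to -1.05 with an adjusted p of 0.14 without Pre-T 2, -2.35 with an adjusted p of 0.0607 without Post-T 1 and -1.25 with an adjusted p of 0.12 without Post-T 2 and cholesterol biosynthesis to 0.52 with an adjusted p of 0.0707 without Post-T 2. MHC class II and collagen genes belong to other cells, and free RNA that enters every droplet was tested for these 2 sets in endothelial cells and T cells. The smallest shift there was -1.99 for MHC class II and -1.09 for collagen and fibrosis, against -3.12 and -1.73 in hepatocytes, so free RNA from immune cells and fibroblasts is a candidate explanation for both. For the other 3 sets, whose genes hepatocytes express themselves, no technical explanation was tested, and a change with the tumor or with the longer diet stays open, untested.

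Single genes whose changes from Ctrl differ between Pre-T and Post-T mice were brought up in hepatocytes, where edgeR called 276 between Post-T and Pre-T mice (129 higher, 147 lower in Post-T mice). DESeq2 called 2394. The count became 0 without Ctrl 1, 0 without Ctrl 2, 0 without Pre-T 1, 0 without Pre-T 2, 3175 without Post-T 1 and 1408 without Post-T 2. With only the 2 groups compared in the fit, a choice made after seeing the data, it was 0 (3939 at an unadjusted p under 0.05). The spread of the log2 difference between the 2 mice of a group was 0.53 in Ctrl, 0.29 in Pre-T and 0.96 in Post-T hepatocytes, and the hepatocytes of Post-T 1 and Post-T 2 formed clusters of their own, with 98.5% of those of Post-T 1 in cluster 17 and 99.8% of those of Post-T 2 in cluster 13. No technical explanation was tested for this count. Tumor tissue within the sampled piece of liver, or the longer diet, stays open and untested.

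Clusters 19 and 24 were brought up as nuclei that the paper does not report on and that are missing from the Ctrl mice. Cluster 19 made up 16.1% of Pre-T 1 (872 nuclei), with 11 nuclei in Post-T 1 and 0 in the other mice. Cluster 24 made up 12.1% of Post-T 1 (659 nuclei), with 5 nuclei in Pre-T 1, 1 in Post-T 2 and 0 in the other mice. In the Ctrl mice 0 nuclei allow shares of up to 0.0415% and 0.0386%. Their median depths were 8296 UMIs in Pre-T 1 and 7913 in Post-T 1, against 2805 and 2017 in the libraries and 4804 and 8103 in the hepatocytes of these mice, so cluster 24 was no deeper than hepatocytes. Doublets of a hepatocyte with another cell should raise most markers of the other class. In cluster 24 the largest share of a list raised at least 2 times was 0.20, which argues against doublets. In cluster 19 it was 0.286, 4 of 14 T cell markers, too many to rule doublets out and too few to show them, so doublets and cells of 1 kind cannot be told apart there. A pericentral position was tested with 8 pericentral genes, which had a median log2 ratio to the hepatocytes of the same mouse of 1.75 in cluster 19, while 7 periportal genes were at -4.39. In cluster 24 the pericentral genes were at -0.10 and the periportal genes at -2.70. Whether cluster 24 is pericentral or not cannot be told apart, because 4 of its 8 pericentral genes lay above 0 and the others below, and because the median ran from -1.25 to 0.96 over the hepatocytes of the 6 mice. For cluster 19 it ran from -0.58, against Post-T 2, to 1.81. The periportal median of cluster 19 was negative against the hepatocytes of every mouse but Post-T 2, where it was 1.21. The 8 Wnt targets had medians of 2.81 in cluster 19, 8 of them at least 2 times higher, and 1.11 in cluster 24, 4 of them. Hepatocytes with active Wnt signalling are a candidate explanation for both clusters, and a pericentral position for cluster 19. Each cluster comes almost wholly from 1 mouse, so that a property of that library stays open as well.

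A further 6 genes outside those the paper discusses were brought up because their level on the Western diet was above that of the Ctrl mice. Mean CPM were 22.6 for Olfr111 in pooled immune nuclei of Post-T mice, 40.9 for Ephb2, 30.6 for Ly6d and 55.3 for Tmprss11f in hepatocytes of Pre-T mice, and 44 for Rbm24 and 361 for Gm47352 in hepatocytes of Post-T mice. Over the nuclei of a group together, Olfr111 was at 30.8 in macrophages and 0.965 in endothelial cells of Post-T mice. In Pre-T mice Tmprss11f was at 65.4 in hepatocytes and 12.7 in endothelial cells. In Post-T mice Rbm24 was at 38.4 in hepatocytes and 13.6 in T cells, and Gm47352 at 314 against 51.6 in T cells and 63.3 in fibroblasts. These 4 genes were thus highest in the class that brought them up among the classes named here. Ephb2, at 48.3 in Pre-T hepatocytes, was at 69.1 in fibroblasts and 94 in plasmacytoid dendritic cells, and Ly6d, at 36.2, was at 30.8 in endothelial cells, 25.8 in T cells and 175 in B cells, so these 2 were not highest in hepatocytes. Free RNA of other cells enters every droplet, so a gene raised by it should be about as high in the other large classes of the same mouse. The highest ratio of the CPM in endothelial or macrophage nuclei to that in hepatocytes was 0.253 for Ephb2, 0.212 for Tmprss11f, 0.189 for Rbm24 and 0.12 for Gm47352, and for Olfr111 that of endothelial or hepatocyte nuclei to macrophages was 0.0545, which argues against free RNA for these 5. For Ly6d the ratios ran from 0.312 to 1.08, so free RNA and a rise in hepatocytes cannot be told apart there, because some of the other droplets held as much and some did not. Which of diet, time and single mice drives these levels was not tested and stays open. Among the 4 Western-diet mice, 16 shares were tested with Dixon's gap test at its 95% level, which chance passes in about 1 in 20 tests, and none passed it. Shares of single clusters such as 19 and 24 were not among them.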

How the results depend on the processing

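In this part, the removal of nuclei with the highest Scrublet scores, the counting of unnamed clusters as hepatocytes, the leaving out of cluster 5, the fits of only the 2 groups compared and, for the tests of ligands and receptors, the sampling of nuclei are alternatives chosen after seeing the data. Over 200 results and 26 alternatives, results are said to have kept when they had the same direction and side of the threshold, or, for values without a test, when they moved by less than the spread between mice, and counts when they stayed within a factor of 1.5. Removing the nuclei that Scrublet itself calls doublets was not run, since its automatic threshold called 12 of 41882 barcodes. Where no cause is given below, the cause was not tested.

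Among 5 differences of class shares and 6 of shares with Tnf or its receptor genes, all kept with a minimum of 500 genes, no maximum of genes, clusters at resolutions of 0.5 and 2 and the highest Scrublet scores removed. Naming each nucleus on its own moved the hepatocyte share to -31.5 points (from -1.75), that of T and B cells to -9.64 (from -22.9), that of macrophages and monocytes to 10.5 (from 29.4) and monocytes with Tnfrsf1a to 7.1 (from 3.73), and reversed macrophages with Tnfrsf1b to -0.237 (from 5.01). Without cluster 5, the fibroblast share rose between Ctrl and Pre-T mice by 33.5 points, from -3.91. With every nucleus thinned to 500 UMIs, the differences with Tnf became 0.739 points in macrophages (from 4.83) and 0.397 in monocytes (from 4.09). With Tnfrsf1a they became -0.0498 in macrophages, reversed, and 0.492 in monocytes, and with Tnfrsf1b -1.07 and -0.236, both reversed. Thinning lowers every share by construction, and at equal depth no rise of the receptor shares in macrophages was left.

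For counts of genes, the main values over Pre-T against Ctrl, Post-T against Ctrl and Post-T against Pre-T were 2, 112 and 0 in pooled immune nuclei, 25, 831 and 276 in hepatocytes, 0, 483 and 0 in all nuclei and 0, 17 and 0 called only in pooled immune nuclei. Behind the counts of 0, edgeR gave 2034 genes at an unadjusted p under 0.05 between Post-T and Pre-T immune nuclei, and 4291 and 5315 in all nuclei for Pre-T against Ctrl and Post-T against Pre-T. DESeq2 gave 808, 1005 and 167 in pooled immune nuclei, 951, 2282 and 2394 in hepatocytes, 2088, 3195 and 2819 in all nuclei and 365, 486 and 83 only in pooled immune nuclei. An unadjusted p under 0.01, looser by construction, gave 1154, 1304 and 503, 942, 1885 and 1896, 1470, 2100 and 1776 and 344, 427 and 109. Without a count minimum beyond 1 count, pooled immune nuclei had 1214, 1508 and 331, all nuclei 124, 1033 and 277, only pooled immune nuclei 301, 437 and 20 and hepatocytes 49 and 693 for Pre-T against Ctrl and Post-T against Pre-T. With filterByExpr, which tests fewer genes, edgeR called 0 and 68 genes in pooled immune nuclei of Pre-T and Post-T against Ctrl mice (the 0 with 2805 at an unadjusted p under 0.05) and 568 in hepatocytes of Post-T against Pre-T mice.

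Size factors from DESeq2 within edgeR moved 1 of 15 counts, to 3 in all nuclei of Post-T against Pre-T mice, and a minimum of 500 genes moved none of them. Nuclei sampled to the same number per mouse gave 19 in pooled immune nuclei and 7 in hepatocytes of Pre-T against Ctrl mice and 3 in all nuclei of Post-T against Pre-T mice. With the highest Scrublet scores removed, the counts were 0 in pooled immune nuclei of Pre-T against Ctrl mice (3146 at an unadjusted p under 0.05 from edgeR, 808 by DESeq2 on all nuclei) and 3 in all nuclei of Post-T against Pre-T mice. Fitting only the 2 groups compared raised Pre-T against Ctrl to 1525 in pooled immune nuclei, 1201 in hepatocytes, 1100 in all nuclei and 423 only in pooled immune nuclei. It lowered Post-T against Ctrl to 0, 44, 0 and 0, and Post-T against Pre-T hepatocytes to 0. At an unadjusted p under 0.05 these fits of edgeR gave 2551 and 4461 genes for Post-T against Ctrl in pooled immune and all nuclei and 3939 for Post-T against Pre-T in hepatocytes.

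Tests of ligands and receptors, 23, 29 and 12 past the threshold in the 3 comparisons, became 50, 57 and 25 without a minimum beyond 1 count, 8, 20 and 9 with nuclei sampled to the same number per mouse and 6, 17 and 4 with filterByExpr. Post-T against Ctrl came to 19 with the highest Scrublet scores removed, and fits of 2 groups gave 46 and 12 against Ctrl. Of 80 such calls of named genes, 28 fell below the threshold with DESeq2, 44 with filterByExpr, 33 in fits of 2 groups, 18 with the highest Scrublet scores removed, 8 with a minimum of 500 genes and 3 each with DESeq2's size factors and without a count minimum. With 1 mouse left out, 236 fits lost the call, and 2 of the calls kept it under all alternatives run. Of the 22 genes chosen for the largest changes, all kept with DESeq2 and without a count minimum, 13 lost the call in fits of 2 groups, 6 with filterByExpr, 5 with sampled nuclei, 3 with the highest Scrublet scores removed and 1 each with DESeq2's size factors and a minimum of 500 genes, and 80 fits without 1 mouse did. None of these lost calls reversed.

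Gene sets past the threshold, 8, 5 and 5 in pooled immune nuclei and 9, 5 and 5 in hepatocytes with camera at its preset correlation, became 0, 0 and 0 and 0, 0 and 0 with the correlation estimated and 0, 0 and 0 and 1, 1 and 1 with fry. Of 66 set tests, 37 and 34 lost their call under these 2 choices. At an unadjusted p under 0.05, fry had 4, 3 and 2 sets in hepatocytes and 0, 0 and 0 in pooled immune nuclei, and the estimated correlation 3, 1 and 0 and 0, 0 and 0. Removing the 87 genes at least 10 times higher in hepatocytes took 0 genes out of the 11 sets, so it says nothing about their stability. Of the 66 tests, 65 each kept with a minimum of 500 genes and with the highest Scrublet scores removed, 1 being called in addition, and 10 kept under all alternatives run.

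Leaving out 1 mouse at a time leaves a group with 1 mouse, whose spread is then assumed to be that of the other groups, and fewer samples. The counts ranged, in the order of the comparisons above, over 0 to 1649, 0 to 2027 and 0 to 223 in pooled immune nuclei, 0 to 1178, 1 to 2766 and 0 to 3175 in hepatocytes, 0 to 1392, 0 to 1651 and 0 to 1695 in all nuclei, 0 to 438, 0 to 542 and 0 to 5 only in pooled immune nuclei and 11 to 46, 6 to 44 and 7 to 42 for ligands and receptors. The highest counts came without a Post-T mouse and the counts of 0 without a Ctrl or Pre-T mouse, and also without Post-T 2 in all nuclei of Post-T against Pre-T mice. The fits of edgeR behind the counts of 0 in pooled immune nuclei, hepatocytes and all nuclei gave 936 to 5353 genes at an unadjusted p under 0.05, and DESeq2 was run with all 6 mice only. The fibroblast share ranged from -42.9 to -23 points between Post-T and Pre-T mice, the share of monocytes with Tnfrsf1a from 2.22 to 4.97 and with Tnfrsf1b from 1.21 to 19.8 points. That of T and B cells ranged from -30.8 to -15 points, and the other class shares and Tnf shares kept. Sets past the threshold between Post-T and Ctrl immune nuclei ranged from 3 to 8, and the 5 other counts of sets kept. Of the single sets, 6 reversed, counted by the direction of camera. In pooled immune nuclei oxidative phosphorylation between Post-T and Ctrl ranged from -0.61 to 0.55, reversed without Post-T 2, and xenobiotic degradation from -1.61 to 0.29, reversed without Post-T 1. For Post-T against Pre-T mice xenobiotic degradation ranged from -0.71 to 1.58, reversed without Post-T 2, and hepatocyte-abundant transcripts from -0.92 to 0.97, reversed without Pre-T 2. In hepatocytes oxidative phosphorylation ranged from -0.69 to 0.37 between Post-T and Ctrl and from -1.12 to -0.023 between Post-T and Pre-T, where without Post-T 1 the direction of camera turned with the median still negative. Apart from these sets, the median of cholesterol biosynthesis in pooled immune nuclei between Post-T and Pre-T mice also turned negative without Post-T 2. In 35 further set fits a call was lost and in 32 one was gained.

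The replicate number as a replicate block gave 0 and 0 genes in pooled immune nuclei of Pre-T and Post-T against Ctrl mice, 0, 360 and 5 in hepatocytes over the 3 comparisons, 1 in all nuclei of Post-T against Ctrl mice and 0 only in pooled immune nuclei there. At an unadjusted p under 0.05 edgeR gave 2733 and 2915 genes in pooled immune nuclei and 2466 in hepatocytes of Pre-T against Ctrl mice under the block, and DESeq2 without it the counts given above. The numbers are labels and pair no mice: the deviations from the group means correlated between Ctrl and Pre-T, Ctrl and Post-T and Pre-T and Post-T mice of the same number at -0.408, -0.0982 and 0.241 in pooled immune nuclei, -0.293, 0.0702 and -0.0146 in hepatocytes and -0.246, 0.011 and 0.0566 in all nuclei. Under the block, 17 of the 22 genes chosen for the largest changes and 16 of the 80 calls of named genes fell below the threshold. The block takes 1 residual degree of freedom more, so a call lost under it is not read as a weaker result.

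Depth limits what is seen in single nuclei. At medians of 1031 to 3528 UMIs in macrophages and 1209 to 1563.5 in T cells a transcript of low level is missed in most nuclei, and shares of nuclei rank groups by depth as well as by expression. With 2 mice per group, exact tests of shares cannot pass 0.05, so their p-values say nothing on stability.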

Differences from the paper's values

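The paper gives hepatocytes as 95% of the non-immune cells (the paper's value), while here they were 49.8% in Ctrl, 53.5% in Pre-T and 42.7% in Post-T mice. Values here are means over 2 mice, whereas the paper took the cells of both mice of a group together. The naming used here asks for raised UMIs of hepatocyte markers per nucleus, which shallow hepatocytes reach less easily. Part of the gap may come from this rule. Of the alternatives set before the data were examined, those run for this share, a minimum of 500 genes, no maximum of genes, clusters at resolutions of 0.5 and 2, each nucleus named on its own and each mouse left out, all still differ, at 45.9 to 57.3% in Ctrl, 21.4 to 58.9% in Pre-T and 30.1 to 57% in Post-T mice, and none of them comes within a factor of 1.5. With the unnamed clusters 0, 9, 11, 19 and 24 counted as hepatocytes, a setting chosen after seeing the values that drops none of the classes the paper names, the shares were 63.6% in Ctrl and 67.5% in Post-T mice, within that factor, and 58.8% in Pre-T mice, which still differs. Hepatocytes were the most frequent non-immune class, as in the paper, in 5 of the 6 mice, and in Post-T 2 there were 1598 endothelial against 1223 hepatocyte nuclei.

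The fibroblast share of fibroblast plus endothelial cells of the Ctrl group is about 13% in Fig. 1E, read by eye (the paper's value), and 50.3% here. The same alternatives set before the data were examined were run for this share and all still differ, at 48.6 to 51.9%. Only with cluster 5 not counted as fibroblasts, a setting chosen after seeing the values, is it 12.5%, within a factor of 1.5 of the paper's value, and that setting drops none of the classes the paper names. The shares of Pre-T and Post-T mice, 46.4% and 13.4%, do not differ from the figure by these measures.

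In Fig. 5C, 4 of the shares of Ctrl nuclei differ from those here. Macrophages with Tnf are about 1.4% in Fig. 5C, read by eye (the paper's value), against 0.279% here, with Tnfrsf1a about 11% in Fig. 5C, read by eye, against 5.38% here, and with Tnfrsf1b about 46% in Fig. 5C, read by eye, against 20.1% here. Monocytes with Tnfrsf1a are about 13% in Fig. 5C, read by eye, against 7.32% here. Of the alternatives set before the data were examined, those run for these shares were a minimum of 500 genes, no maximum of genes, clusters at resolutions of 0.5 and 2, each nucleus named on its own, thinning to 500 UMIs and each Ctrl mouse left out. All of them still differ, at 0 to 0.557%, 1.7 to 7.17%, 7.42 to 25.5% and 1.25 to 7.64% in the same order. The classes are named by markers here and by the authors' annotation there. The paper gives an SEM in its figure and the spread here is an SD.

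Among T cells with CD4 or CD8, the CD8 share of the Pre-T group is about 43% in Fig. 1H, read by eye (the paper's value), against 72% here. None of the alternatives set before the data were examined was run for this share. The Ctrl and Post-T shares, 51.1% and 82.1%, do not differ by these measures.

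Several statements on direction or ranking are not borne out by the values here. The paper has fibroblasts gain on endothelial cells before the tumor and become the larger class, whereas here they were 50.3% ± 2.35 in Ctrl and 46.4% ± 7.54 in Pre-T mice (SD, n = 2). Their fall in Post-T mice goes the same way here, and with cluster 5 not counted, a setting chosen after seeing the values, they rose by 33.5 points before the tumor. Steatosis is placed in hepatocytes alone before the tumor, and here the lipid droplet and lipogenesis set was also higher in pooled immune nuclei of Pre-T mice, at 1.55 with an adjusted p of 0.0128 from camera, with 0.000113 to 0.793 over the alternatives. It was 0.60 with an adjusted p of 0.29 without Pre-T 2, and the median in endothelial nuclei was 1.05, so free RNA is not excluded. The tumor markers were at 0.66 in hepatocytes (0.17 with an adjusted p of 0.0899 from camera without Ctrl 2) and -0.15 in pooled immune nuclei, and in classes where they were not tested at 0.54 in endothelial cells, 1.19 in fibroblasts and 1.66 in macrophages. Over all T nuclei, Gata3 was in 36 and Tbx21 in 20 Ctrl nuclei and in 51 and 102 Pre-T nuclei. Among nuclei with Cd4 and no Cd8, Gata3 was in 0 and 1 nuclei of the 2 Ctrl mice and 7 and 5 of the 2 Pre-T mice, and Tbx21 in 0 and 3 of the Ctrl and 2 and 2 of the Pre-T mice, so a step of helper cells from Th2 to Th1 is not shown here. Of M1 macrophages the marker Cd86 was in 35.5%, 26.6% and 28.1% of macrophages of the Ctrl, Pre-T and Post-T mice, so it did not rise. Itgad, by whose high expression the paper classified M1-like cells, was in 0.557% and 0% of macrophages of the 2 Ctrl mice. It rose to 15.6% and 22.4% in the Pre-T and to 59.7% and 5.74% in the Post-T mice. The Kupffer cell marker Clec4f fell from 61.5% to 4.1%, which goes with the paper's shift away from predominant Kupffer cells.

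On collective immune function, the paper finds functions in pooled immune cells that no single class shows. With edgeR, 0, 17 and 0 genes were called only in pooled immune nuclei in the 3 comparisons, and 1222, 1004 and 509 only in single classes. With DESeq2 169, 223 and 48 were called only in single classes and with filterByExpr 102, 154 and 5. Genes called only in pooled nuclei numbered 365, 486 and 83 with DESeq2, 344, 427 and 109 at an unadjusted p under 0.01, 301, 437 and 20 with no minimum beyond 1 count, 423, 0 and 0 in fits of 2 groups, 423, 35 and 1 without Post-T 1 and 438, 542 and 5 without Post-T 2. Lower metabolism is given as collective, and for cholesterol biosynthesis the median between Pre-T and Ctrl mice was -1.61 in macrophages, -1.28 in monocytes, -1.47 in T cells and -1.55 in B cells, where it was not tested and is open to free RNA. Its lower level in pooled immune nuclei, -1.58, goes with the paper. The paper limits the rise of glycolysis to the time before the tumor, and here it was 0.78 in Post-T mice, with an adjusted p of 0.0134 from camera, and 0.013 to 0.793 over the alternatives. This rests on Post-T 1, without which it was 0.36 with an adjusted p of 0.0787. Oxidative phosphorylation goes with the paper there, at 0.91 in Pre-T and 0.19 in Post-T mice, but not with each mouse left out, at 0.20 with an adjusted p of 0.139 in Pre-T mice without Pre-T 2 and, in Post-T mice, 0.55 with an adjusted p of 2.99e-05 without Post-T 1 and -0.61 with an adjusted p of 0.0176 without Post-T 2. The medians of single classes were higher as well between Pre-T and Ctrl mice, at 0.80 in macrophages and 1.12 in T cells. They were not tested there, and free RNA is not excluded, since endothelial cells were at 0.91. Metabolism is given as higher in Post-T than in Pre-T immune cells, and here oxidative phosphorylation was at -0.69, while cholesterol biosynthesis at 0.33 and xenobiotic degradation at 0.80 were higher. The 2 Post-T mice went opposite ways in both, and without Post-T 2 the values were -0.21 and -0.71. For oxidative phosphorylation it was -0.038 without Pre-T 2.

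Among ligands and receptors, Cr2 in B cells, given as a feature of the Ctrl group, was in 23%, 34.8% and 16.8% of B nuclei of the Ctrl, Pre-T and Post-T mice, while the rise of Itgax in macrophages, 0.598%, 15.6% and 16%, goes with the paper. The CellChat tests of the paper take cells as replicates and set thresholds on the share of cells, whereas the shares here are means over mice. That Tnfrsf1b is more frequent than Tnfrsf1a goes with the paper, with 53.6% against 14.3% of Pre-T monocytes, as does the shift of the immune nuclei from T and B cells, 45.2% ± 11.2 in Ctrl and 22.4% ± 1.54 in Pre-T mice (SD, n = 2), to macrophages and monocytes, 42.4% ± 6.82 and 70.7% ± 1.41. That T and B cells predominate in the Ctrl group held in 1 of 2 mice, with 37.3% against 47.2% in Ctrl 1 and 53.1% against 37.6% in Ctrl 2. These shares leave out unnamed nuclei of low depth in immune clusters, 2165 of them in Pre-T 2 and 2 and 5 in the Ctrl mice.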

Other observations

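In this part, the tests of the shares of the immune classes and of fibroblast cluster 5 were chosen only after the result was seen, and so was the alternative that fits only the 2 groups compared.

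Hepatocyte-abundant transcripts were lower in pooled immune nuclei on the Western diet, at -0.79 for Pre-T against Ctrl mice. If these transcripts reach immune nuclei as free hepatocyte RNA, their changes should follow those of hepatocytes gene by gene. Over 22 transcripts the correlation with hepatocytes was 0.867 in T cells, 0.84 in macrophages and 0.932 in endothelial cells between Pre-T and Ctrl mice. Free hepatocyte RNA is thus a candidate explanation, and metabolic sets in immune nuclei that hold hepatocyte genes, such as the urea cycle, are open to it as well. A change in immune cells with the diet stays open, untested.

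Nuclear-encoded oxidative phosphorylation genes were higher in pooled immune nuclei of Pre-T than of Ctrl mice, at 0.91. Free RNA that enters every droplet should raise them in other classes too. The median was 0.71 in fibroblasts, 0.91 in endothelial cells and 0.36 in hepatocytes, so the medians rose outside immune nuclei as well. Droplets of low depth were not used, since those of the Pre-T mice came from other clusters than those of the Ctrl mice. Free RNA is a candidate explanation, and a change of these genes in many cell classes of the liver with the diet stays open as well, since both move the classes together.

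Genes past an unadjusted p of 0.01 in pooled immune nuclei and in no single immune class numbered 344, 427 and 109 in the 3 comparisons. A change in the shares of the classes should leave fewer of them once each mouse has the same mix of classes. With the same mix 119, 89 and 118 were left, against 314, 198 and 78 with each mouse's own mix at the same depth. The larger ratio of the 2 Western-diet groups against Ctrl was 0.449, so shifted shares are a candidate explanation there, while for Post-T against Pre-T the ratio was 1.51. In that comparison the same mix left more genes, 118 against 78, where shifted shares should leave fewer. No chance level was computed for genes that pass in no single class, so whether these counts exceed chance is not known. Shifted shares and other causes are therefore not told apart there. Greater depth of the pooled sums was tested by thinning them to the macrophage sums, which left 226, 284 and 54, ratios of 0.657, 0.665 and 0.495. Depth and a truly shared change cannot be told apart, because the lowest ratio, 0.495, and the others lie where both explanations put them.

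More genes were called in single immune classes than in pooled immune nuclei by edgeR, 1224, 1099 and 509 against 2, 112 and 0 in the 3 comparisons. This does not hold for DESeq2, with 612, 742 and 132 against 808, 1005 and 167. A lower count minimum in single classes was tested by using the minimum of 10 counts in both, and 498, 428 and 118 genes were still called in a single class against 2, 112 and 0 in pooled nuclei by edgeR, the smallest count being 118, which argues against the minimum as the whole cause. With the stricter filterByExpr 102, 198 and 5 were left against 0, 68 and 0, so a higher minimum left few of the calls in single classes, and the minimum stays open as a part of the difference. The pooled count of 0 had 2034 genes at an unadjusted p under 0.05 with the main settings. The self-test showed more false calls in macrophages than in pooled nuclei, 45, 53 and 48 of 207, 206 and 194 calls, so false calls in single classes stay open as a part of the difference. The other immune classes were not simulated. edgeR draws each gene's spread between mice to a trend, more so at higher prior degrees of freedom. These were 3.53 in pooled immune nuclei, 7.04 in macrophages, 64.9 in monocytes, 210 in T cells and infinite in B cells and plasmacytoid dendritic cells. With filterByExpr they were 2.82 in pooled nuclei and 3.34 to 8.46 in single classes. A spread held too close to the trend therefore stays open as a part as well. No biological explanation was tested.

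Few genes were called between Pre-T and Ctrl mice in pooled immune nuclei with all 6 mice in the fit, 2, and 1578 without Post-T 1 and 1649 without Post-T 2. Without any 1 Ctrl or Pre-T mouse it was 0, with 1744, 1829, 1649 and 1702 genes at an unadjusted p under 0.05 from edgeR, and DESeq2 called 808 with all 6 mice. A wider spread between the Post-T mice, shared by the fit, should vanish when only the 2 groups compared are fitted, and 1525 genes were then called. The spread of the log2 difference between the 2 mice was 0.49 in Ctrl, 0.49 in Pre-T and 0.96 in Post-T mice, so the spread of the Post-T mice is a candidate explanation for the low count. Whether it reflects tumors of different kinds or ages stays open, untested.

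Itgad was in 59.7% of the macrophages of Post-T 1 and 5.74% of those of Post-T 2. Greater depth in Post-T 1 was tested by thinning the nuclei to 500 UMIs, and the shares were then 25.2% and 1.64%, a ratio of 15.4, which argues against depth. The 2 mice also differ in clusters, with 85.9% of the macrophages of Post-T 1 in immune cluster 12 and 97.3% of those of Post-T 2 in immune cluster 10. For Tnf, more frequent in macrophages on the Western diet, depth was tested on CPM, where the Western-diet mice were higher by a ratio of 14.3, with 2 UMIs in the Ctrl mice, which argues against depth for Tnf as well. A change of macrophages with the diet stays open for Tnf, and for Itgad no biological explanation was tested, since the 2 mice share their group.

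The fibroblast share was not higher in Pre-T than in Ctrl mice. Cluster 5 held 710 and 1001 fibroblast nuclei of the Ctrl mice and 8 and 7 of the Pre-T mice. Without it the difference was 33.5 points, which follows from this make-up and decides nothing about the cause. Whether the paper placed such cells in another class and whether these nuclei are fibroblasts that the Western diet changed or removed cannot be told apart, because the annotation of the paper by cell is not among the data used here.

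Droplets of low depth without the markers of a class made up 20.2, 25.9, 0.407, 0, 28.6 and 30.5% of the kept nuclei of Ctrl 1, Ctrl 2, Pre-T 1, Pre-T 2, Post-T 1 and Post-T 2. Among immune clusters such droplets were 27.6% of the nuclei of Pre-T 2 and 5.95% of those of Post-T 1.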
